# Self-organized formation of developing appendages from murine pluripotent stem cells

**DOI:** 10.1038/s41467-019-11702-y

**Published:** 2019-08-23

**Authors:** Shunsuke Mori, Eriko Sakakura, Yuji Tsunekawa, Masaya Hagiwara, Takayuki Suzuki, Mototsugu Eiraku

**Keywords:** Limb development, Stem-cell differentiation

## Abstract

Limb development starts with the formation of limb buds (LBs), which consist of tissues from two different germ layers; the lateral plate mesoderm-derived mesenchyme and ectoderm-derived surface epithelium. Here, we report means for induction of an LB-like mesenchymal/epithelial complex tissues from murine pluripotent stem cells (PSCs) in vitro. The LB-like tissues selectively differentiate into forelimb- or hindlimb-type mesenchymes, depending on a concentration of retinoic acid. Comparative transcriptome analysis reveals that the LB-like tissues show similar gene expression pattern to that seen in LBs. We also show that manipulating BMP signaling enables us to induce a thickened epithelial structure similar to the apical ectodermal ridge. Finally, we demonstrate that the induced tissues can contribute to endogenous digit tissue after transplantation. This PSC technology offers a first step for creating an artificial limb bud in culture and might open the door to inducing other mesenchymal/epithelial complex tissues from PSCs.

## Abstract (web summary)

Organoid technology has been applied to model many types of organs in vitro, although structures containing multiple germ layers, such as limb buds, have not been generated. Here, the authors induce limb bud-like tissues from mouse ESCs that can be functionally integrated after transplantation.

## Introduction

A three-dimensional (3D) culture of PSCs has been reported to enable the formation of organoids with various well-recapitulated aspects of organogenesis, such as tissue patterning, morphogenesis, proper arrangement of each cell type, and developmental timing^1^. Recently, in vitro formation of organoids for various tissues including the brain^2^, retina^3^, intestine^4^, and kidney^5^ has been actively studied, whereas, in vitro induction of trunk appendage organoids such as limb bud (LB), in which mesenchymal cells are covered with a surface epithelial sheet, has not yet been reported.

LB mesenchyme is derived from the lateral plate mesoderm (LPM). The mesodermal specification could be correlated with the anterior–posterior patterning of the primitive streak. LPM is derived from the posterior part of the primitive streak and gives rise to LB mesenchyme, branchial arch mesenchyme and cardiac mesoderm^6^. In the mouse embryo, the forelimbs form at the level of somite 7–12 and the hindlimbs at somite 23–28. Specification of limb-type occurs prior to the initiation of LB outgrowth under the regulation of an axial Hox code^7,8^. At a later stage of development, LBs grow in the distal direction and form orderly patterned digits. Both LB outgrowth and digit patterning require the formation of two signaling centers in LB; the apical ectodermal ridge (AER) and zone of polarizing activity (ZPA). AER is located at the tip of the LB and is involved in promoting limb outgrowth and in coordinating proximal–distal patterning. Signaling along the anterior–posterior axis is organized by the ZPA which is localized to the posterior margin of the LB. Both signaling centers coordinate the LB axial patterning through secreted signaling factors^9^.

In this study, we report a means for the induction of forelimb bud (FLB) and hindlimb bud (HLB)-like tissues from mouse embryonic stem cells (mESCs). We also demonstrate that the surface ectoderm in mESC-derived LBs (ES–LBs) forms an AER-ES-like structure in response to an artificially manipulated BMP signaling, and ES–LBs were functionally integrated after transplantation into the developing mouse limbs.

## Results

### Induction of hand2-positive LPM-like tissue from mouse ESCs

For in vitro induction of LB-like tissues from PSCs, we first modified the optic cup induction method namely; serum-free floating culture of embryoid body-like aggregate with quick reaggregation (SFEBq)^3^. During embryonic gastrulation, the posterior primitive streak (PPS) gives rise to the LPM and intermediate mesoderm (IM). The mesodermal positional values along the mediolateral axis (LPM or IM) are controlled by the signal intensity of bone morphogenetic protein (BMP)^10^. BMP signaling also has a role in the induction of the primitive streak and the non-neural ectoderm^11,12^. Therefore, we tested the effect of BMP4 treatment on optic cup induction. To monitor the differentiation state of mESC aggregates, we generated a mESC line with dual reporter fluorescence; mCherry regulated under the 7Tcf promoter^13^ and EGFP knocked-in a *hand2* gene locus (Supplementary Fig. 1). Using this cell line, both Wnt signaling (7Tcf activity)^14^ and LPM induction (Hand2 expression)^15^ could be simultaneously monitored. In the presence of BMP4 and Matrigel (days 1–5), mESC aggregates differentiated into tissues with the outer epithelial layer and the inner cell aggregate on day 3 (Supplementary Fig 2a). Both Brachyury (also known as T) and 7Tcf::Cherry began to be expressed in a polarized manner within the inner cell aggregate on day 4 (Fig. 1a, b, Supplementary Fig 2a, Supplementary Movie 1). Immunostaining and qPCR analysis of the FACS-sorted cells revealed that 7Tcf::Cherry-positive cells expressed PPS markers, Wnt3, T, Mixl1 and Evx1 on day 5 (Fig. 1b, c and Supplementary Fig. 2b–d)^16^. On day 5, very few populations of cells marked with each of the pluripotent (Oct3/4, Nanog), endodermal (FoxA2, Sox17) and neuroepithelial (Sox1) marker genes were also detected in the 7Tcf-negative (7Tcf^−^) region (Supplementary Fig. 2d, e). Furthermore, we noticed that the surface of 7Tcf-positive (7Tcf^+^) region was covered with an E-cadherin-positive layer that partially co-expressed the epithelial-mesenchymal transition markers N-cadherin and Snail, which is a hallmark of gastrulation^17^ (Supplementary Fig. 2f). On the other hand, until day 5 of culture, the outermost thin layer expanded outward and formed a balloon-like structure in which cells showed intense staining with antibodies for Msx1/2, pSmad1/5, AP2-α, Oct3/4, and Laminin α1/β1, but not T (Supplementary Movie 1 and Supplementary Fig. 2a, e). We therefore assumed that the outermost thin layer was presumptive amniotic membrane^18^. To maintain the culture of the inner cells in a healthy state, this outermost structure had to be mechanically removed on day 5 (Fig. 1a and Supplementary movie 2). After removal of the presumptive amniotic membrane, the inner PPS-like tissues spontaneously differentiated into Hand2-positive LPM tissues until day 7 (Fig. 1b). Almost all mESC aggregates treated with BMP4 in the presence of Matrigel that we observed had differentiated into PPS (7Tcf^+^) and then into the LPM (Hand2^+^). This directional differentiation of PPS into LPM was specifically inhibited by a short-term treatment on day 5 with BMP inhibitors LDN193189 (LDN) or Dorsomorphin (DM), which changed the differentiation state from LPM to IM-like cells (Supplementary Fig. 3). In contrast, none of the inhibitors against Wnt, Shh, and activin had any effect (Supplementary Fig. 3b). These results suggest that the intensity of endogenous BMP signaling controls the positional values along the media-lateral axis of the mesoderm induced from PSCs, as seen in embryonic development.

**Fig. 1:**
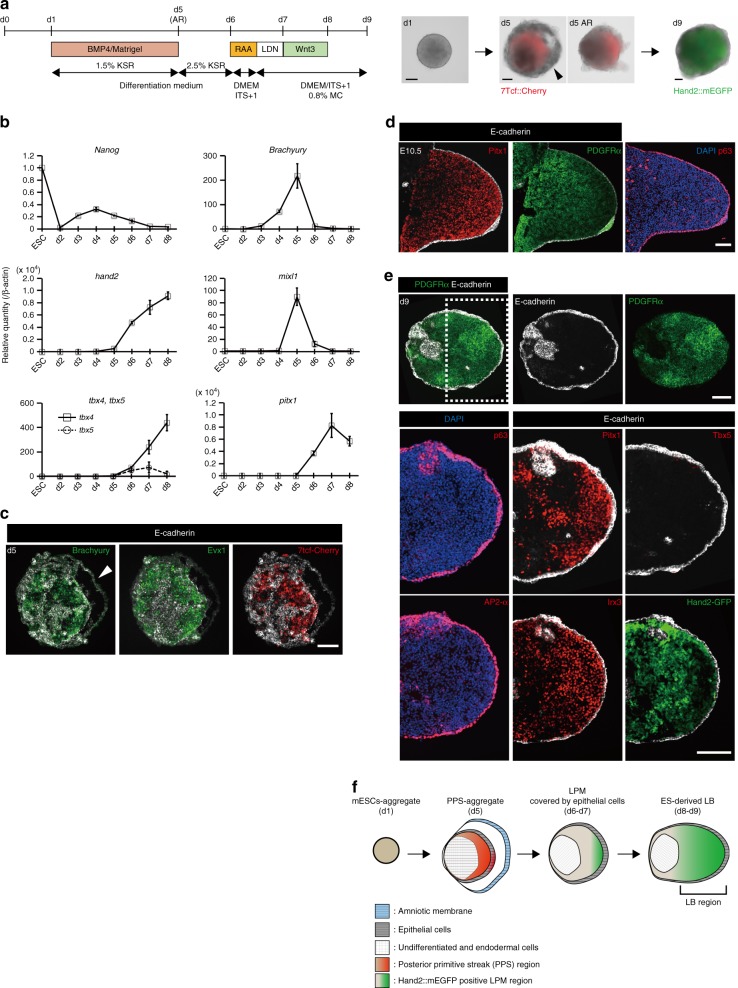
Self-formation of a hindlimb bud-like tissue in 3D culture of mESCs aggregate. **a** Scheme for induction of HLB from mESCs aggregate (left), and bright-field views (right). **b** qRT-PCR analysis of each marker in ES–HLB from day 2 to 8. (mean ± s.d, *n* = 3 independent experiments). **c** Cryosection of the mESC-derived PPS aggregate on day 5 was stained with E-cadherin, Brachyury, Evx1, and fluorescence of 7Tcf::Cherry. **d**, **e** Immunostaining of D-V section of the E10.5 mouse hindlimb bud **d** and ES–HLB on day 9 (e; top, whole ES–HLB section; bottom, enlarged view of dotted box area). Hindlimb bud mesenchymal cells (Pitx1+, PDGFRα+) are covered by the epithelial layer (E-cadherin+, p63+, AP2-α+). Forelimb marker (Tbx5) is not expressed, and A-P markers (A: Irx3, P: Hand2::mEGFP) are expressed in ES–HLB. **f** Schematic differentiation process of ES–LB from mESCs aggregate. AR, amniotic membrane removed; LPM, lateral plate mesoderm; D-V, dorsal-ventral; A-P, anterior–posterior; mESCs, mouse embryonic stem cells; ES–HLB, mESC-derived hindlimb bud. Arrowheads indicate amniotic membrane. Scale bars, 100 μm

### Self-organized formation of HLB-like tissues from SFEBq aggregates

In the developing mice embryo, Hand2-positive LPM gives rise to mesenchymal cells located in LBs as well as in the branchial arch and the heart. So, we next investigated the expression of transcriptional factors which are specifically expressed in developing LBs. We examined two T-box genes, Tbx5 and Tbx4, which are markers for the FLB and HLB, respectively^19^. On day 6 of culture, both Tbx4 and another HLB marker Pitx1 were detected in mESC-derived LPM tissues by immunostaining and qPCR, however, the FLB marker Tbx5 was not (Fig. 1b and Supplementary Fig. 4a), suggesting that the mESC-derived LPM specifically differentiates into tissues with characteristics of the HLB. We also noticed that transient treatment of a retinoic acid antagonist (RAA, 1 µM) on day 6 substantially increases Pitx1 expression in a dose-dependent manner (Supplementary Fig. 4b). RA signaling is also known to be involved in the early initiation of LBs^20^, consistent with this, higher concentrations of RAA (40 µM) suppressed the expression of Meis1/2, Hand2, and Tbx4 (Supplementary Fig. 4c). Until day 9, Pitx1-positive cells matured into mesenchymal cells expressing PDGFR (Fig. 1d, e). Interestingly, a composite structure in which Pitx1-positive mesenchymal cells were wrapped by an ectodermal layer (E-cadherin^+^, p63^+^, AP2-α^+^, Keratin8/18^+^, and Keratin5^+^) had been repeatedly observed (Fig. 1d, e, Supplementary Fig. 5a, b and Supplementary Movie 3). However, the epithelial layer on the surface was easily disintegrated and unstable, and it was frequently observed that mesenchymal cells protruded from the site which was not covered by the epithelial layer (Supplementary Fig. 5c). According to previous reports^21^, transient treatment of recombinant Wnt3 protein reinforced the epithelial stability (Supplementary Fig. 5c).

Formation of three different axes (P-D, A-P, and D-V) is required for LB elongation and pattern formation. So, we next focused on spontaneous patterning in ES–LBs. Irx3 and Hand2 that are anterior and posterior markers respectively, were expressed in the inner mesenchyme of ES–HLB in a mutually exclusive manner^15^, however, the distribution of cells expressing these markers showed no reproducible pattern (Fig. 1e, and Supplementary Fig 5a). Similarly, cells expressing the proximal markers, Meis1/2 and Pbx1/2, were uniformly distributed (Supplementary Fig. 5b). On the other hand, Msx1/2 expressed in the distal area of the LB was mainly detected in cells close to the layer of surface epithelium (Supplementary Fig. 5b). Thus, in the initial culture environment containing BMP4 and Matrigel, SFEBq aggregates self-organized HLB-like tissues consisting of LPM-derived mesenchymal cells enveloped by the epithelial tissue, however, the inner mesenchyme did not form axial patterns as seen in the developing LBs.

### Timed treatment of RA affects the positional value of ES–LBs

We next tried to induce FLB-like tissues from mESC aggregates by manipulating positional cues of the trunk mesoderm. The vertebrate embryo forms rostral-caudal gradients of high retinoic acid concentrations (RA, rostral) to high fibroblast growth factors (FGFs, caudal) for trunk mesodermal patterning^22^. It has been reported that the positional values can be manipulated in PSC-derived organoids by adjusting the concentration of RA and FGFs^5^. Furthermore, the above results, in which RA antagonists increased the expression of Pitx1 in ES–HLB cultures, suggested that RA signaling might be involved in rostral-caudal patterning of the induced LPM in vitro. We therefore tested transient treatment of the ES–LB culture with RA from day 5 to 6 (Fig. 2a). As expected, expression of the FLB marker Tbx5 markedly increased in ES–derived LPM aggregates during day 5–6, depending on RA concentration, whereas that of the HLB markers decreased (Fig. 2b, Supplementary Fig. 4a, b). Thus, transient treatment of RA could shift the induced mesenchyme into FLB-like, though the tissue structure wrapped in the surface epithelium and the expression pattern of axial markers were the same as those observed in ES–HLB (Fig. 2c and Supplementary Fig. 4 and 5b). We confirmed that similar results can be obtained using genetically altered mESC lines E14tg2a and 46C (Supplementary Fig. 6). These results indicate that the positional identity of ES–LBs could be manipulated by a dose and time-dependent RA signal.

**Fig. 2:**
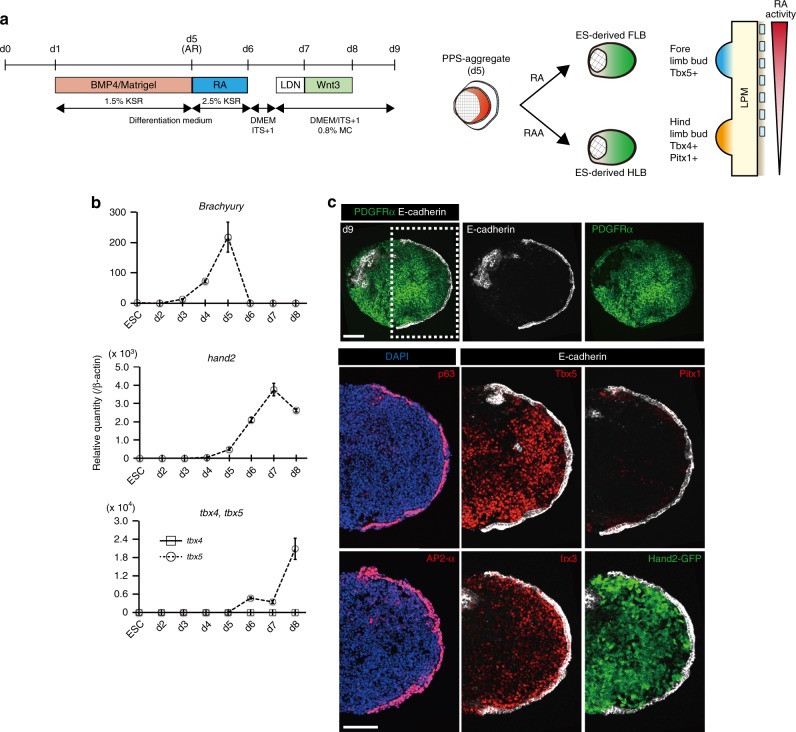
Retinoic acids induce a positional shift of ES–LB from hind to the forelimb. **a** Scheme for differentiation protocol of ES–FLB from mESCs aggregates (left). Schematic model of selective differentiation of fore or hindlimb bud from mESCs aggregate (right). **b** Time-course qRT-PCR analysis of ES–FLB from day 2 to 8. mESCs is a control group. (mean ± s.d, *n* = 3 independent experiments). **c** Immunostaining of ES–FLB on day 9 (top, whole ES–derived HLB section; bottom, enlarged view of dotted box area). Forelimb bud mesenchymal cells (Tbx5+, PDGFRα+) are covered by the epithelial layer (E-cadherin+, p63+, AP2-α+). Hindlimb marker (Pitx1) is not expressed, and A-P markers (A: Irx3, P: Hand2::mEGFP) are expressed in ES–FLB cells. AR, amnione-like membrane removal; LDN, LDN193189 (BMP inhibitor); LPM, lateral plate mesoderm; RA, retinoic acid; RAA, retionoic acid antagonist; ES–FLB, mESCs-derived forelimb bud. Scale bar, 100 μm

### Comparative transcriptome analysis of ESC-derived LB-like tissues

To further characterize the ES–LBs, we next performed a comparative transcriptome analysis using FACS-sorted Hand2^+^ mesenchymal cells from ES–LBs on day 9 (Fig. 3a and Supplementary Fig. 7a). 

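The transcriptome data comprise 27 RNA-seq libraries in 9 groups, with 3 libraries in each group. ES–FLB and ES–HLB libraries were made from mesenchyme of day 9 ES–LBs that was FACS-sorted for Hand2::mEGFP, a fluorescent reporter placed in the gene of the limb bud mesenchyme factor Hand2. The embryonic groups were the early FLBs and HLBs, the E10.5 FLBs and HLBs, and the branchial arch (BA), heart (Ca) and tail bud (TB) of E10.5 embryos. According to the methods these tissues were amputated, with no sorting named. The figure legend gives E9.75 for the early FLBs and E10.25 for the early HLBs, the sample labels give E10.0 for both, and the methods give a range that starts at E10.0. The stages of the figure legend are used here. The authors made stranded mRNA libraries, mapped single-end reads to the mouse genome mm10 with HISAT and counted them per gene with Cuffdiff. They deposited 1 value per gene and library. The values of each library sum to 1000000 over the listed genes, so they are CPM (the count of a gene scaled to a library total of 1000000) and not counts. The value of 1 read in each library, taken from the spacing of the low values, gave an estimate of the number of reads on genes. It was 21010420 to 22142313 (median 21434110) in the early FLBs and 19642258 to 21001325 (median 20599691) in the early HLBs. In the E10.5 FLBs it was 5543746 to 5908858 (median 5739049), and in the E10.5 HLBs 3661850 to 5732786 (median 5648234). BA libraries had 8077270 to 8541937 reads (median 8354204), Ca libraries 7431884 to 8344870 (median 7670572) and TB libraries 7616810 to 8443168 (median 8282586). ES–FLB libraries had 7212043 to 7723192 reads (median 7707998) and ES–HLB libraries 6569902 to 7879877 (median 7444548). A value of 3 reads, taken as the floor of detection, corresponded to 0.136 to 0.819 CPM. This floor covers counting error only. Before comparison, the libraries were scaled to each other with a trimmed mean of log ratios (30% of the ratios and 5% of the intensities trimmed at each end), and CPM stands for this scaled value from here on. Differences were tested with limma on log2(CPM + 0.5), for genes at 1 CPM or more in at least 3 of the libraries compared, with Benjamini-Hochberg adjustment over the genes tested. A log2 fold change on this scale understates the change of genes with low values. The choice of scaling sets which genes count as higher and which as lower where a large share of the genes differ.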

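Replicates resembled each other closely, with r of log2 CPM across genes between 0.993 and 0.998 for every pair of libraries in a group. Genes are not independent replicates, so this r only describes the libraries. One library, replicate 2 of the E10.5 HLBs, had 13642 genes listed at 0, against a mean of 8486 in the other replicates of its group. Its zeros covered chromosomes 5, 6, 7, 8, 9, X and Y and chromosome 4 from Ddost (GRCm38, start 138304738) onward. The last gene of chromosome 4 with a value was Hp1bp3, which ends at 138244683. Of the 3944 genes of this region that were above 2 CPM in both other replicates, 3934 were listed at 0, Actb, Gapdh and Hand2 among them. Outside the region it was 6 of 7301 genes. The values of the region in this library were treated as missing (8497 values), so genes there have n = 2 in the E10.5 HLBs. This choice was made after the values were seen.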

The following tissues were prepared for comparison; embryonic LBs (forelimb; E9.75/E10.5 and hindlimb; E10.25/E10.5) and other E10.5 embryonic tissues (branchial arch, heart, and tail bud). 

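The identity of ES–FLB and ES–HLB cells along the body was measured with the 36 genes of Fig. 3b. For each library, r of log2 CPM over these genes with the mean of the FLBs minus r with the mean of the HLBs gives a score that is positive for a forelimb profile. It was 0.319 ± 0.0170 (SD, n = 3) in ES–FLB and −0.219 ± 0.00285 (SD, n = 3) in ES–HLB. The early FLBs had 0.434 ± 0.00362 and the early HLBs −0.381 ± 0.0183 (SD, n = 3 each). At E10.5, FLBs had 0.346 ± 0.0123 and HLBs −0.452 ± 0.0282 (SD, n = 3 each). In replicate 2 of the E10.5 HLBs the markers of the region set to missing, Tbx5 among them, have no value. Its score (−0.483) thus rests on fewer genes than those of replicates 1 and 3 (−0.444 and −0.429). The difference between ES–FLB and ES–HLB was 0.538, and all 3 libraries of one type lay above all 3 of the other (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the alternatives tried, leaving out Tbx5, Tbx4 and Pitx1 lowered the difference most, to 0.27, and scaling each gene to the same SD raised it most, to 1.49.
Tbx5 (chromosome 5 of GRCm38, 119796514 to 119885220, protein coding) had 71.4 ± 3.01 CPM in ES–FLB and 3.18 ± 0.911 CPM in ES–HLB (SD, n = 3), a log2 fold change of −4.32 for ES–HLB against ES–FLB (standard error 0.14, adjusted p = 1.79e-19, limma). It had 99.7 ± 2.34 CPM in the early FLBs and 0.719 ± 0.184 CPM in the early HLBs, and it was also high in Ca, at 100 ± 10.7 CPM. Tbx4 (chromosome 11, 85886367 to 85916097) had 56.8 ± 6.66 CPM in ES–HLB and 3.03 ± 1.58 CPM in ES–FLB. The log2 fold change of 4.14 had a standard error of 0.45 (adjusted p = 0.00403, limma). In the early HLBs it had 139 ± 1.18 CPM. Pitx1 (chromosome 13, 55825044 to 55836190) had 70.6 ± 4.32 CPM in ES–HLB and 7.46 ± 1.47 CPM in ES–FLB, against 244 ± 13.5 CPM in the early HLBs and 7.86 ± 3.37 CPM in the early FLBs. Its log2 fold change between the ES–LB types was 3.17 (standard error 0.11, adjusted p = 3.52e-20, limma). Pitx1 was also expressed in BA, at 122 ± 18.1 CPM. For all 3 genes the difference between the limb types was smaller in vitro than in vivo by the test of the difference itself (adjusted p = 4.07e-07 for Tbx5, 0.0024 for Tbx4 and 0.00614 for Pitx1, limma).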

By analyzing the regional markers that are specifically expressed in the developing cranial and trunk mesoderm^19,23^, it was confirmed that the positional identity of the ES–FLB and ES–HLB corresponds to the developing FLB and HLB, respectively (Fig. 3b). 

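The Hoxc genes lie side by side on chromosome 15 of GRCm38, from Hoxc11 (102954526 to 102956701) through Hoxc10 (102966796 to 102971898), Hoxc9 (102977032 to 102984444) and Hoxc5 (103014008 to 103017429) to Hoxc4 (103018097 to 103036856). All are protein coding. In the GENCODE annotation a longer span of Hoxc5 also overlaps Hoxc9 by 8661 bases and Hoxc10 by 4451 bases on the same strand, so the counting could have shared some of their reads. Hoxc4 had 42.6 ± 1.93 CPM in the early FLBs and 32.4 ± 1.69 CPM in ES–FLB, against 9.89 ± 1.13 CPM in the early HLBs and 6.56 ± 0.892 CPM in ES–HLB (SD, n = 3 for every group given here). Its hindlimb-against-forelimb log2 fold change was −2.06 in vivo and −2.23 in vitro, with no detectable difference between these (adjusted p = 0.465, limma). Hoxc5 had 84.2 ± 3.06 CPM in the early FLBs and 65.0 ± 6.95 CPM in ES–FLB, and 6.22 ± 0.570 CPM in the early HLBs and 8.19 ± 0.727 CPM in ES–HLB. In vivo and in vitro its log2 fold changes were −3.66 and −2.91 (adjusted p = 8.95e-11 and 5.8e-21, limma).
Hoxc9 had 22.5 ± 0.996 CPM in the early HLBs and 4.91 ± 0.457 CPM in the early FLBs. In ES–HLB and ES–FLB it had 6.47 ± 0.107 and 4.46 ± 0.574 CPM, a log2 fold change of 0.50 (standard error 0.17, adjusted p = 0.0301, limma), which did not pass an adjusted p of 0.05 in 4 of the 6 fits that each left out one replicate. Hoxc10 had 108 ± 6.79 CPM in the early HLBs and 0.123 ± 0.0286 CPM in the early FLBs, where 3 reads are worth 0.136 to 0.143 CPM. It had 25.6 ± 2.59 CPM in ES–HLB and 5.52 ± 0.219 CPM in ES–FLB, a log2 fold change of 2.11 (standard error 0.13, adjusted p = 5.21e-15, limma). Hoxc11 was listed at 0 in all early and E10.5 FLB libraries. It had 7.66 ± 1.50 CPM in the early HLBs, 5.68 ± 1.10 CPM in ES–HLB and 0.331 ± 0.253 CPM in ES–FLB (log2 fold change 2.92 between the ES–LB types, adjusted p = 1.47e-10, limma). TB also expressed these 3 genes, with 14.8 ± 0.386 CPM of Hoxc9, 138 ± 7.34 CPM of Hoxc10 and 19.5 ± 2.26 CPM of Hoxc11, whereas all 3 were listed at 0 in BA and Ca.

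**Figure D1:**
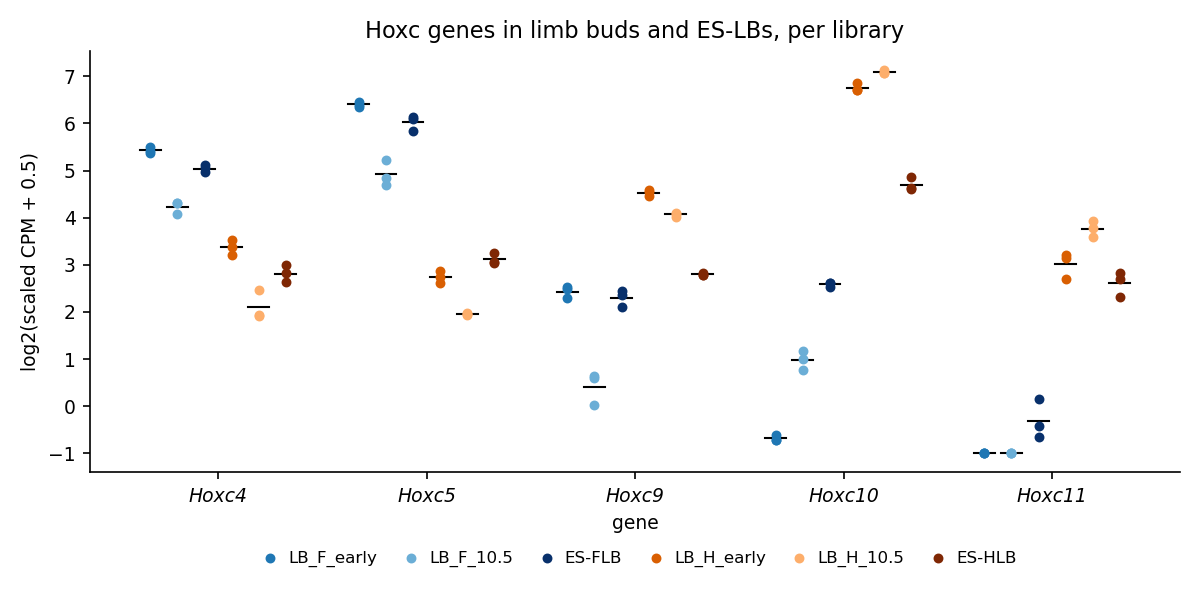
Log2(CPM + 0.5) of 5 Hoxc genes (x axis) in the early limb buds (LB_F_early and LB_H_early), the E10.5 limb buds (LB_F_10.5 and LB_H_10.5), ES-FLB and ES-HLB, with each point 1 library and each black bar a group mean. Hoxc4 and Hoxc5 sit higher in the forelimb groups, and Hoxc10 in ES-HLB (25.6 CPM) lies between ES-FLB (5.52 CPM) and the early HLBs (108 CPM).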

In particular, the *Hoxc* cluster genes show similar expression patterns in vivo and in vitro; *Hoxc4* and *Hoxc5* are highly expressed in both of FLBs and ES–FLBs, whereas *Hoxc9*, *Hoxc10,* and *Hoxc11* are only detected in both of HLBs and ES–HLBs. On the other hand, the cardiac mesoderm specific marker *Nkx2.5* and branchial arch specific genes such as *Dlx5/6* and *Barx1* were hardly expressed in ES–LBs. In addition, hierarchical clustering of transcriptional profiles using a 489 gene set associated with organ development (GO:0048568) showed that profiles of ES–LBs matched most closely to those of mouse LBs among these tissues (Fig. 3c). Furthermore, gene ontology (GO) analysis revealed that genes related with skeletal development and limb/appendage development are specifically upregulated during ESC differentiation (Fig. 3d). 

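Nkx2-5, the symbol used in the table for Nkx2.5 (chromosome 17 of GRCm38, 26838664 to 26844988, protein coding), had 153 ± 23.4 CPM in Ca (SD, n = 3). ES–FLB had 0.672 ± 0.265 CPM and ES–HLB 0.679 ± 0.483 CPM, near the value of 3 reads in these libraries (0.381 to 0.457 CPM). Against Ca, the mean of both ES–LB types had a log2 fold change of −7.07 (standard error 0.23, adjusted p = 3.38e-24, limma on all 27 libraries). Myl2, the other cardiac gene of Fig. 3b (chromosome 5, 122092724 to 122113473), had 3579 ± 576 CPM in Ca, 0.290 ± 0.184 CPM in ES–FLB and 0.254 ± 0.109 CPM in ES–HLB. It shares 5433 bases with Ccdc63 on the other strand.
Barx1 (chromosome 13, 48663036 to 48666507) had 167 ± 11.8 CPM in BA, 4.08 ± 0.854 CPM in ES–FLB and 2.69 ± 0.350 CPM in ES–HLB (SD, n = 3), a log2 fold change of −5.46 against BA (standard error 0.32, adjusted p = 1.28e-13, limma). The group means of the limb buds lay between 0.301 and 1.42 CPM. Dlx5 and Dlx6 are neighbours on chromosome 6 (6877801 to 6882068 and 6863334 to 6867970). Dlx5 had 78.9 ± 5.99 CPM in BA, 4.28 ± 0.471 CPM in ES–FLB and 3.46 ± 0.492 CPM in ES–HLB, a log2 fold change of −4.19 (standard error 0.14, adjusted p = 1.91e-22, limma). The lowest of its group means in limb buds was 4.35 CPM. Dlx6 had 42.4 ± 4.65 CPM in BA, 0.845 ± 0.348 CPM in ES–FLB and 1.53 ± 0.592 CPM in ES–HLB (log2 fold change −4.73, adjusted p = 5.52e-20, limma).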

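The list of genes behind the clustering of Fig. 3c was not used here, so the profiles were compared over the 14470 expressed genes, over the 500 genes that varied most between the embryonic groups, and over the genes of Fig. 3b. For each ES–LB library, Pearson's r of log2 CPM across genes was computed with the mean of each of the 7 embryonic groups. Genes are not independent replicates, so these r describe the libraries. Over all expressed genes, r of ES–FLB was 0.929 with BA, 0.926 with the E10.5 FLBs, 0.912 with the E10.5 HLBs, 0.899 with the early FLBs, 0.896 with the early HLBs, 0.892 with TB and 0.821 with Ca. For ES–HLB it was 0.934 with BA, 0.933 with the E10.5 FLBs, 0.925 with the E10.5 HLBs, 0.910 with the early HLBs, 0.908 with the early FLBs, 0.905 with TB and 0.828 with Ca. BA had the highest r for each of the 6 ES–LB libraries, by Spearman's rho as well. As a scale, the mean of the E10.5 FLBs had r = 0.973 with BA, 0.961 with the early FLBs and 0.989 with the E10.5 HLBs. The mean of the E10.5 HLBs had 0.969 with BA and 0.986 with the early HLBs. A limb bud group can thus lie nearer to BA than to limb buds of another stage, so the rank of BA does not exclude a limb bud profile. The mean r with the 4 limb bud groups exceeded that with the other 3 groups by 0.0290. A difference as large came from 8 of the 35 ways of choosing 4 of the 7 groups (exact permutation test, one-sided, p = 0.229). Simulated copies of the E10.5 FLB libraries were matched by 3 groupings and copies of the early HLBs by 1, so this test can miss a limb bud profile, and its p leaves open whether the ES–LBs have one. Average, complete and Ward linkage each put the ES–LB libraries on a branch of their own, which joined a branch of BA, TB and the 4 limb bud groups.
Over the 500 most variable genes, the E10.5 FLBs had the highest r for all 6 libraries (0.664 for ES–FLB and 0.694 for ES–HLB), followed by BA for ES–FLB (0.629) and the E10.5 HLBs for ES–HLB (0.676). The difference in mean r was then 0.229 (exact permutation test, one-sided, p = 0.114), and in the trees the ES–LB branch joined BA first. Over the Fig. 3b genes the difference was 0.394 (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 groupings allow), and the ES–LB libraries joined the 4 limb bud groups first under all 3 linkages.

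**Figure D2:**
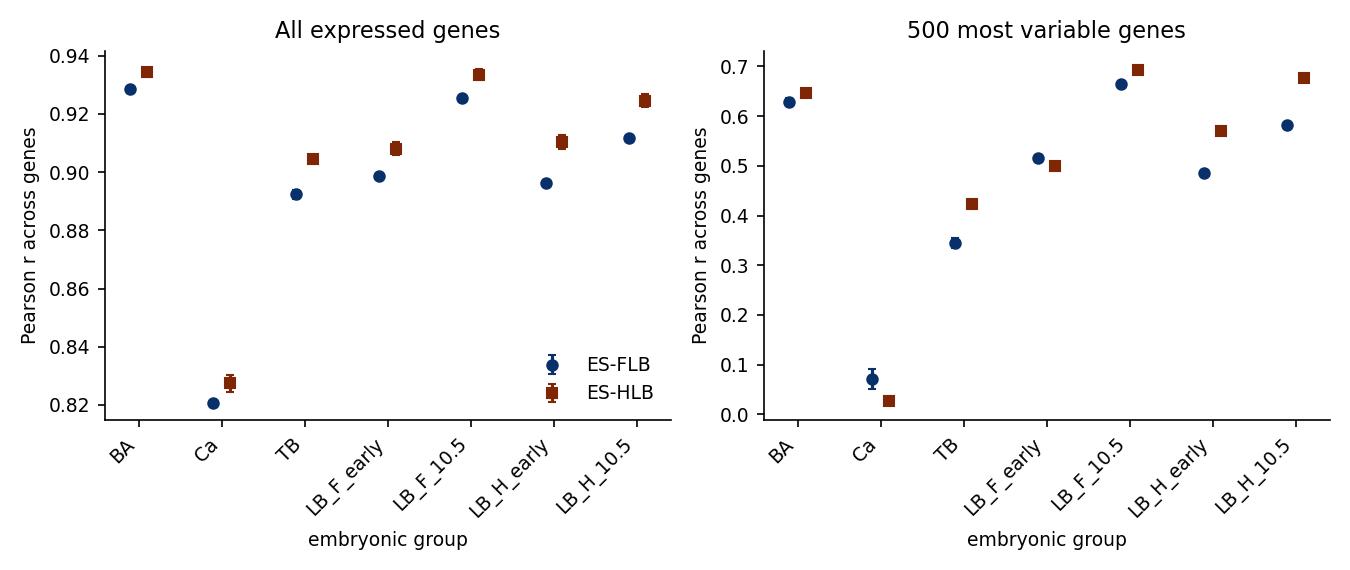
Mean Pearson's r (y axis, not starting at 0) of the ES-FLB libraries (circles) and the ES-HLB libraries (squares) with the mean of each embryonic group (x axis), across all expressed genes in the left panel and the 500 most variable genes in the right panel, with bars for the SD over 3 libraries. In the left panel BA (0.929 and 0.934) and the E10.5 FLBs (0.926 and 0.933) lie close together, and in the right panel the E10.5 FLBs lie highest.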

Differential gene expression (DGE) analysis also revealed that the difference in gene expression between forelimb and hindlimb resembles well in vivo and in vitro (Fig. 3e, Supplementary Fig. 8a). 

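Between the early HLBs and early FLBs, 2493 of 12573 genes tested had an adjusted p below 0.05 (limma), 1136 higher and 1357 lower in HLBs. Between ES–HLB and ES–FLB it was 3287 of 13158 genes (1670 higher and 1617 lower in ES–HLB). The in vivo comparison also differs in stage. Leaving out one replicate moved the in vivo count most, to 1477 genes. Of the 50 genes with the smallest p in vivo, 40 had the same direction in vitro, where 25 is the count that chance gives, and 35 of these 40 also had an adjusted p below 0.05 in vitro. Of the 49 genes of Fig. 3e present in the table, 38 had the same direction. When the 50 genes were chosen from E10.5 HLBs against E10.5 FLBs, 35 did. Among the 2380 genes with an adjusted p below 0.05 in vivo that were also tested in vitro, 1204 (50.6%) had the same direction, and among the 294 of them that changed over 2-fold in vivo it was 184 (62.6%). Among the 944 genes past this threshold in both comparisons it was 509 (53.9%).
Over the top 50 genes the median ratio of the in vitro to the in vivo log2 fold change was 0.317, and for 43 of them the change itself differed between in vitro and in vivo (adjusted p below 0.05 for the interaction, limma). Hoxb5 had log2 fold changes of −2.76 in vivo and −2.70 in vitro with no detectable difference between them (adjusted p = 0.855, limma), as had Pkdcc with −1.52 and −1.55 (adjusted p = 0.823, limma). Isl1 had 3.02 in vivo and 0.39 in vitro, and Hoxd12 had 4.75 and 2.13. The 10 genes of the top 50 with the opposite direction in vitro were Cdx1, Chd3, Oxct1, Pag1, Limch1, Hoxb1, Cmklr1, Trib2, Gjb2 and Lrrn4, and 5 of these had an adjusted p below 0.05 in vitro. Chd3 had log2 fold changes of 1.28 and −0.36 (adjusted p = 3.76e-13 for the difference, limma), and Cmklr1 had −1.38 and 1.44 (adjusted p = 2.8e-09, limma). Cmklr1, Trib2, Gjb2 and Lrrn4 are not among the genes labelled in Fig. 3e and were named after their values were seen. Over all 13650 genes tested, the hindlimb-against-forelimb difference itself differed between in vitro and in vivo for 3048 genes.

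**Figure D3:**
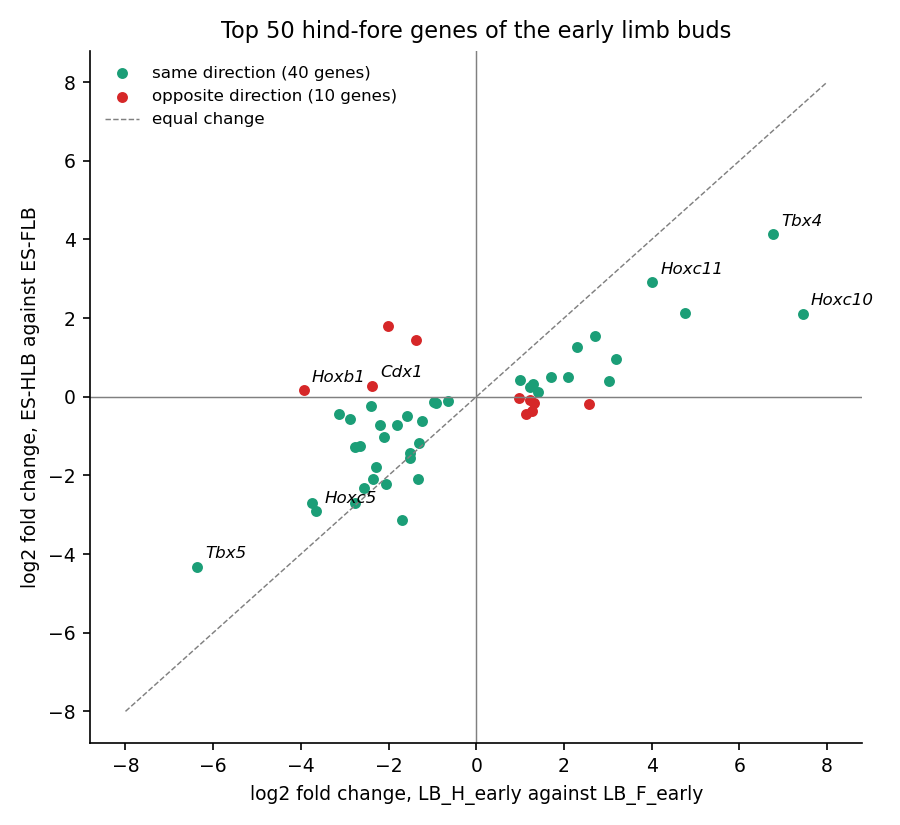
Log2 fold change of the early HLBs (LB_H_early) against the early FLBs (LB_F_early) on the x axis and of ES-HLB against ES-FLB on the y axis for the top 50 genes in vivo, each point 1 gene, with a dashed line where both changes are equal. Green points (40 genes) have the same direction in both and red points (10 genes) the opposite direction, and for 36 of the 50 genes the change keeps its direction and is smaller in vitro.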

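Set against each of the other E10.5 tissues in one model of all 27 libraries, the mean of ES–FLB and ES–HLB differed at an adjusted p below 0.05 (limma) in 10043 genes from BA, 10996 genes from TB and 11693 genes from Ca, of 14470 genes tested. Hoxa10, a gene of the trunk in Fig. 3b, was 6.58 higher than in BA on the log2 scale (standard error 0.12, adjusted p = 2.77e-24, limma) and 6.58 higher than in Ca (adjusted p = 1.5e-25, limma). Against TB it was lower (log2 fold change −0.92, adjusted p = 2.45e-07, limma), as were Hoxa9 (−0.68), Hoxa11 (−1.17), Hoxb7 (−2.74), Hoxb8 (−2.36), Hoxb9 (−4.02) and Hoxc10 (−3.47), each with an adjusted p below 0.001 (limma). Not all Hox genes were lower than in TB, since Hoxc5 was higher (log2 fold change 1.25, adjusted p = 0.000707, limma). Hand2, whose reporter was used to sort the ES–LB cells, was not distinguishable from BA (log2 fold change 0.29, adjusted p = 0.213, limma), with 160.1 ± 28.9 CPM there, 158 ± 13.2 CPM in ES–FLB and 238 ± 12.2 CPM in ES–HLB (SD, n = 3), while TB had 2.05 ± 1.09 CPM. The paper reasons from the regional markers, in which ES–FLB followed FLBs and ES–HLB followed HLBs while markers of heart and branchial arch were low, and from the clustering over a gene set for organ development, in which the ES–LBs joined the limb buds. It adds the gene ontology terms of the genes that changed during differentiation and the shared direction of the forelimb and hindlimb differences. On these 4 lines of evidence the paper concludes on the regional identity of the ES–LBs relative to limb buds and the other tissues.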

Altogether, these results clearly indicate that mESC aggregates treated with BMP4 in the presence of matrigel differentiated into the tissues that have a regional identity closer to that of LBs than other tissues derived from the trunk mesoderm. 

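Between ES–HLB and the early HLBs, 7913 of 13238 genes tested (59.8%) had an adjusted p below 0.001 (limma), 3747 higher and 4166 lower in ES–HLB, and 3319 of them changed over 2-fold. For ES–FLB against the early FLBs it was 8639 of 13140 genes (65.8%), 4090 higher and 4549 lower, 3826 of them over 2-fold. As a scale, the E10.5 HLBs differed from the early HLBs in 1048 of 12530 genes at the same threshold, a count that lay between 0 and 1885 under the alternatives tried. The count for ES–HLB changed most, to 6150 genes, when the variance was estimated without its trend and without down-weighting outlying genes, and it ranged from 6878 to 8206 across the 6 fits that each left out one replicate. How many genes were called higher depends on the scaling. With the CPM as deposited, 4820 genes were higher and 2996 lower in ES–HLB. The early limb buds were sequenced deeper, and when the 4 of the 6 libraries above 7500000 reads, the early HLBs and ES–HLB replicate 3, were thinned to that number, 7514 genes passed the threshold, 7376 of them among the 7913. Lists of marker and signal response genes, written before the data were examined, were tested with limma's camera. The ES–LB cells were sorted and the limb buds were not, and all 12 genes of the endothelial list were lower in ES–HLB (median log2 fold change −2.96, adjusted p = 1.86e-05 over 28 lists tested, limma camera).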

On the other hand, we also observed substantial differences in the LB mesenchyme in vitro and in vivo (Fig. 3f, g, Supplementary Fig 8c–e). 

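Col6a1 (chromosome 10 of GRCm38, 76708792 to 76726044, protein coding) had 392 ± 20.8 CPM in ES–HLB and 4.69 ± 0.480 CPM in the early HLBs (SD, n = 3), a log2 fold change of 6.25 (standard error 0.08, adjusted p = 1.04e-16, limma). In ES–FLB it had 189 ± 9.84 CPM against 8.81 ± 1.32 CPM in the early FLBs (log2 fold change 4.36). Col12a1 (chromosome 9, 79598987 to 79721141) had 151 ± 8.12 CPM in ES–HLB and 3.70 ± 1.46 CPM in the early HLBs, a log2 fold change of 5.23 (standard error 0.24, adjusted p = 1.86e-06, limma). The E10.5 HLBs had 18.6 ± 1.79 CPM (SD, n = 2). Egr1 (chromosome 18, 34861207 to 34864956) had 453 ± 54.1 CPM in ES–HLB and 628 ± 140 CPM in ES–FLB, against 5.35 ± 1.14 CPM in the early HLBs and 12.0 ± 0.731 CPM in the early FLBs. Its log2 fold changes were 6.29 for ES–HLB and 5.63 for ES–FLB (adjusted p = 5.33e-09 and 2.56e-06, limma). Of a list of 18 immediate early genes without Egr1, 16 were also higher in the sorted ES–HLB cells.
Dcn (chromosome 10, 97479500 to 97518163) had 87.4 ± 6.22 CPM in ES–HLB and 2.15 ± 1.88 CPM in the early HLBs, a log2 fold change of 5.27 (standard error 0.52, adjusted p = 0.000577, limma). Tnc (chromosome 4, 63959785 to 64047015) had 180.1 ± 5.91 CPM in ES–HLB and 13.0 ± 5.90 CPM in the early HLBs, a log2 fold change of 3.85 (standard error 0.40, adjusted p = 0.000785, limma). The early HLBs spread widely in both genes. For each gene, 5 of the 6 fits that left out one replicate gave an adjusted p above 0.001, and the highest was 0.00422 for Dcn and 0.00549 for Tnc (limma). In the early FLBs Tnc had 116 ± 6.00 CPM, and in ES–FLB 399 ± 9.43 CPM (log2 fold change 1.78). Of the 10 genes of the tendon list, 6 of them among the genes of Fig. 3g, 8 could be tested and all 8 were higher in ES–HLB, with a median log2 fold change of 4.54 (adjusted p = 0.00204 over the lists, limma camera). Of these, 6 passed an adjusted p of 0.001 over all genes tested and 6 over the list alone. Against the E10.5 HLBs, 7 of 8 were higher, with a median of 4.09 (adjusted p = 0.000513, limma camera). In ES–FLB 7 of 8 were higher, with a median of 2.84 (adjusted p = 0.0111, limma camera), and against the E10.5 FLBs 5 of 8 were higher and the list did not pass (median 2.06, adjusted p = 0.29, limma camera). General extracellular matrix genes outside that list were higher too in ES–HLB, with a median of 2.61 over 16 genes, 14 of them higher (adjusted p = 7.87e-05, limma camera).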

First, DGE analysis unexpectedly revealed that, in the ES–LBs, genes such as *Col12a1, Col6a1, Tnc, Dcn, and Egr1*^24^, associated with tenogenic differentiation, showed higher expression levels than those seen in embryonic LBs (Fig. 3f, g). Second, as opposed to the proximal markers Pbx1/2 and Fgf10, the distal markers, including distal *hox* genes, such as *Hoxd9*, *Hoxd10* and *Hoxd11*, which contribute to distal outgrowth after formation of signaling centers (AER and ZPA) at a later stage^25^, showed lower expression in ES–LB tissues (Fig. 3g, Supplementary Fig. 7b and Supplementary Fig. 8c, e). These results imply that the ES–LB might be in the state of pre-outgrowth and non-patterned, owing to the absence of signals from signaling centers, such as the AER and ZPA. 

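Pbx2 (chromosome 17 of GRCm38, 34592259 to 34597400), whose span shares 489 bases with Gpsm3, had 160.2 ± 4.06 CPM in ES–HLB and 301 ± 7.84 CPM in the early HLBs (SD, n = 3), a log2 fold change of −0.91 (standard error 0.05, adjusted p = 2.76e-10, limma), and it changed by −0.74 in ES–FLB. Fgf10 (chromosome 13, 118714699 to 118792573) had 17.6 ± 1.32 CPM in ES–HLB and 50.8 ± 2.54 CPM in the early HLBs, a log2 fold change of −1.50 (standard error 0.08, adjusted p = 5.92e-10, limma). In ES–FLB its log2 fold change was −1.31.
Hoxd9, Hoxd10 and Hoxd11 lie together on chromosome 2 (74697763 to 74700208, 74684273 to 74695106 and 74679558 to 74687016). The spans of Hoxd10 and Hoxd11 overlap, so some of their reads could have been shared. Hoxd9 had 5.48 ± 1.11 CPM in ES–HLB and 66.2 ± 5.78 CPM in the early HLBs, a log2 fold change of −3.49 (standard error 0.13, adjusted p = 2.51e-11, limma). In ES–FLB it had 4.99 ± 0.918 CPM against 179 ± 31.8 CPM in the early FLBs (log2 fold change −5.03, adjusted p = 4.6e-08, limma). Hoxd10 had 5.06 ± 1.02 CPM in ES–HLB against 61.4 ± 5.47 CPM in the early HLBs, and 0.579 ± 0.273 CPM in ES–FLB against 44.4 ± 15.3 CPM in the early FLBs. Hoxd11 changed by −3.06 on the log2 scale in ES–HLB and by −1.33 in ES–FLB, where the early FLBs themselves had 2.21 ± 0.802 CPM. Of 9 distal Hox genes, the a and d cluster members from group 9 on, all were lower in ES–HLB, or 8 of 9 with the CPM as deposited and with median-of-ratios scaling. Of the 9, 6 passed an adjusted p of 0.001 over all genes tested and 6 over the list alone. Their median log2 fold change was −1.36 (adjusted p = 0.00434 over the lists, limma camera). In ES–FLB 7 were tested and 6 were lower, with a median of −1.42 (adjusted p = 0.0916, limma camera). Against the E10.5 limb buds the median was −2.54 in ES–HLB and −3.69 in ES–FLB (adjusted p = 2.31e-06 and 7.02e-09, limma camera), with all 9 genes lower in both.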

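Shh is the signal of the ZPA. The 4 genes of the Shh response list, Gli1 and Ptch1 among them, were all higher in ES–HLB than in the early HLBs, with a median log2 fold change of 1.02 that did not pass adjustment (adjusted p = 0.135 over the lists, limma camera). Against the E10.5 HLBs, 2 were higher and 2 lower. In ES–FLB against the early FLBs all 4 were higher, with a median of 3.38 (adjusted p = 0.00834, limma camera). All 4 were also higher in ES–FLB than in the E10.5 FLBs, with a median of 1.29 (adjusted p = 0.00316, limma camera). Gli1 (chromosome 10 of GRCm38, 127329882 to 127341579) had 67.4 ± 6.82 CPM in ES–HLB, 147 ± 5.26 CPM in ES–FLB, 25.8 ± 12.8 CPM in the early HLBs and 3.98 ± 0.723 CPM in the early FLBs (SD, n = 3). Its span shares 62 bases with Arhgap9 on the other strand. Ptch1 (chromosome 13, 63508328 to 63573460) had 68.4 ± 5.70 CPM in ES–HLB and 147 ± 16.4 CPM in ES–FLB, against 45.9 ± 6.43 CPM in the early HLBs and 30.2 ± 2.41 CPM in the early FLBs. Shh itself (chromosome 5, 28456840 to 28467101) had 1.33 ± 0.292 CPM in ES–HLB and 3.20 ± 1.92 CPM in ES–FLB. The early HLBs had 2.42 ± 1.29 CPM, with no detectable difference from ES–HLB (adjusted p = 0.0761, limma), and the E10.5 FLBs had 12.1 ± 0.469 CPM. Against the early FLBs, the rise of Shh in ES–FLB did not pass the threshold for ES–LBs against limb buds in the main fit. It passed with all 27 libraries in one model (log2 fold change 1.76, adjusted p = 0.000268, limma). It also passed without replicate 1 of the early FLBs (log2 fold change 2.12, adjusted p = 0.000345, limma). The value of 0.000268 was the lowest adjusted p over the alternatives, and the highest was 0.052 (limma). A gene on the other strand overlaps Shh by 8983 bases, and the paper's text does not name the strand setting of the counting.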

Consistent with this, as shown above, cells expressing proximal markers Meis1/2 and Pdx1/2 are uniformly distributed in ES–LBs without PD polarity (Figs. 1e, 2c and Supplementary Fig. 5b).

**Fig. 3:**
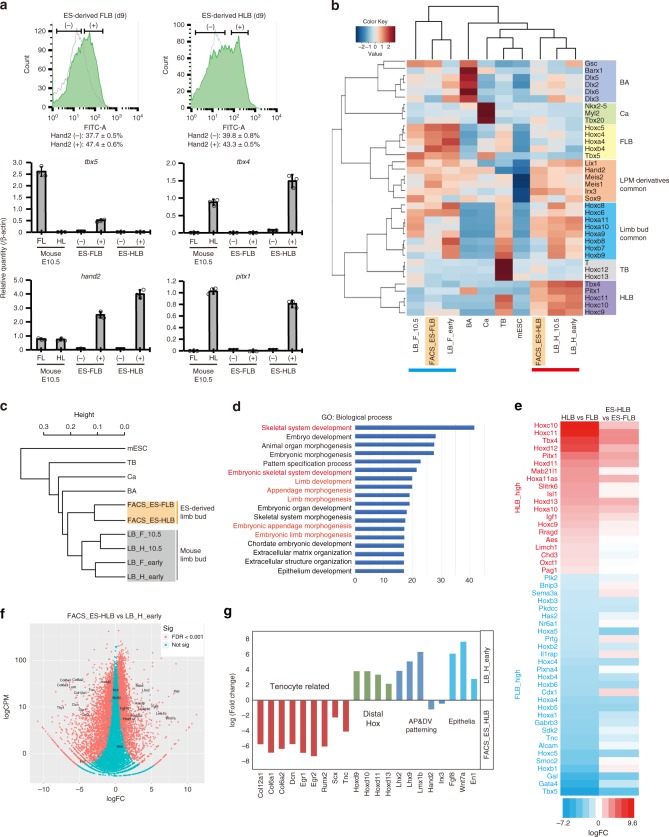
Comparative transcriptome analysis indicates similarity of ES–LB and in vivo limb bud. **a** FACS analysis of the ES–FLB (left) and -HLB (right) on day 5 (gray) and day 9 (green) (left side graphs). qRT-PCR analysis using FACS-sorted Hnad2::mEGFP-positive (+) and negative (−) cells. Gene expression levels are compared with E10.5 mouse fore and hindlimb buds (mean ± s.d, *n* = 3 independent experiments) (right side graphs). **b** Two-way clustering heat map visualizing each of tissue markers and region-specific Hox genes in ES–LB mesenchyme as compared with mouse embryonic tissues. mESC, mouse ES cells; Ca, cardiac; TB, tail bud; BA, branchial arch; LB_F and LB_H, mouse fore and hindlimb bud (F_early, E9.75; H_early, E10.25; 10.5, E10.5); FACS_ES–FLB and FACS_ES–HLB, FACS-sorted Hand2::mEGFP + mesenchyme form ES–derived FLB and HLB. **c** Hierarchical clustering of ES–LB mesenchyme with mouse embryonic tissues, based on gene ontology (GO:0048568)-recorded 485 genes set. **d** Biological process ontology. ToppGenes was utilized to perform functional enrichment of top 200 upregulated genes in the ES–HLB induction from mESC. **e** Differential gene expression analysis in FLB vs HLB and ES–FLB vs ES–HLB. Top 50 genes that showed the most different in DGE analysis (FLB vs HLB) were used. Almost genes show similar expression specificity in vitro and in vivo. **f** Volcano plot for HLB vs ES–HLB. **g** Genes showing different expression patterns in vitro and in vivo. ES–FLB and HLB, mESCs-derived fore and hindlimb bud

### Induction of AER-like tissue by manipulation of BMP signaling

From the comparative transcriptome analysis, we also noticed that Lmx1b, a dorsal LB mesenchymal marker shows lower expression in ES–LBs (Fig. 3e, g and Supplementary Fig. 9a). 

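Lmx1b (chromosome 2 of GRCm38, 33560965 to 33641208, protein coding) had 46.0 ± 5.22 CPM in the early HLBs and 0.730 ± 0.380 CPM in ES–HLB (SD, n = 3), a 63-fold lower mean. The log2 fold change was −5.28 (standard error 0.19, adjusted p = 2.08e-11, limma). In the early FLBs it had 45.1 ± 7.23 CPM and in ES–FLB 1.12 ± 0.754 CPM, 40.3-fold lower, with a log2 fold change of −4.90 (standard error 0.33, adjusted p = 7.83e-06, limma). The E10.5 limb buds had 31.2 ± 2.56 CPM in HLBs and 24.4 ± 0.654 CPM in FLBs. In BA it had 1.98 ± 0.455 CPM and in TB 1.61 ± 0.568 CPM.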

Using qPCR analysis, it was confirmed that the expression of the ventral marker (*msx1, en1*) was higher than that of dorsal markers (*wnt7a, lmx1b*) in the ES–LB (Supplementary Fig. 9c). However, it was not possible to detect ectodermal Wnt7a and En1 by in situ hybridization, but only by qPCR because of low expression levels. Previous studies suggested that AER is formed by balanced BMP activity between dorsal (suppressed) and ventral (activated) sides during LB formation^26–28^. Based on these results, we hypothesized that AER is not formed in the ES–LB owing to its differentiated state biased towards the ventral side. As expected, shot-term treatment with BMP antagonists (LDN, DM) on day 7 increased expression of the dorsal ectodermal marker (*wnt7a*), and the dorsal mesenchymal marker (*Lmx1b*) in ES–LB culture (Supplementary Fig. 9c, d). Interestingly, in response to BMP inhibition, thickened epithelial tissues expressing AER markers (*fgf4, fgf8 and* CD44) appeared as small fragmented parts in the surface layer with maintaining the expression of *fgf10* (Fig. 4a–d and Supplementary Fig. 9e, f). To investigate the relationship between the position of AER formation and BMP signal antagonism, we locally suppressed BMP signaling using a local injection of BMP inhibitors in an incubator combined-microscope as previously reported^29^ (Supplementary Fig. 10). In this experiment, BMP inhibitor (DM) and DiO mixed medium was applied locally from one side into the ES–HLB. As a result, thickened epithelial tissue formed at the tip of the LB region in which AER markers *fgf8*, *fgf4,* and CD44 were expressed (Fig. 4e–h, Supplementary Fig. 11a, and Supplementary Movie 4, 5). This structure was also active for Wnt signaling (7tcf+, Supplementary Fig. 11a). Unexpectedly, this tissue did not form when another BMP inhibitor LDN was used (Supplementary Fig. 11b, c). This difference may be owing to the different effect on the induction of *wnt7a* expression of DM and LDN (Supplementary Fig. 9c). These results indicated that the ES–LB was in a suitable developmental state for the induction of AER-like tissue by controlling the ventral to dorsal positional shift. However, contrary to the expectation, the D-V pattern of the internal mesenchymal cells did not follow the positional shift even when the BMP inhibitor locally induced in ES–HLB (Fig. 4c, e). This unexpected result suggested that AER induction may be adequately elicited by BMP antagonism in only the epithelial part, as suggested in previous reports^21,28,30,31^.

**Fig. 4:**
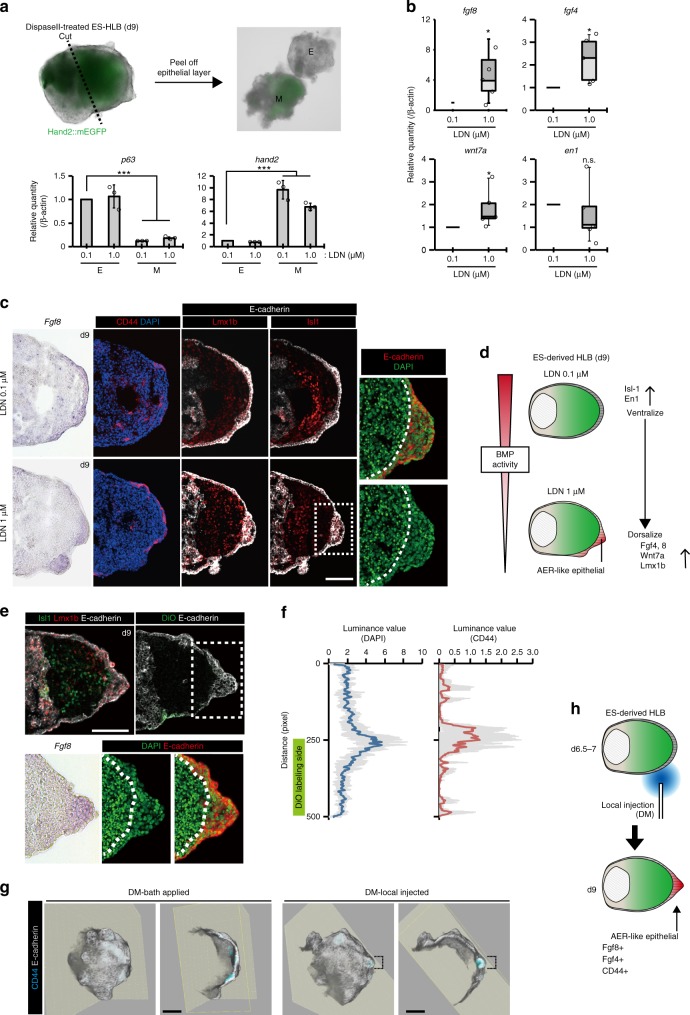
BMP inhibition induces AER-like structure via dorasalization of surface ectoderm. **a** Separation of the epithelial layer and mesenchyme aggregate from ES–HLB (upper). qRT-PCR analysis of gene expression of epidermis marker (p63) and LPM marker (hand2) (right, mean ± s.d, *n* = 3 independent experiments each 10 aggregates, ***P < 0.005 compared with LDN 0.1 μM epithelial samples; two-tailed Student’ s *t* test, lower). **b** The boxplot shows the qRT-PCR analysis of gene expression of ES–derived HLB epithelial layer. AER markers (fgf8 and fgf4) and D-V (wnt7a-en1) ectoderm markers expression level compares it between LDN 0.1 μM and 1 μM (mean ± s.d, *n* = 5 independent experiments each 10 aggregates, *P < 0.05 compared to LDN 0.1 μM; two-tailed Student’s *t* test). **c** Cryosection of LDN (0.1 and 1 μM) applied ES–derived HLB. Fgf8 (in situ) indicates AER-like epithelial layer. Immunostaining of Lmx1b-Isl1, E-cadherin, and CD44 are used as D-V, epithelial layer, and AER marker, respectively. DAPI/E-cadherin-staining in an enlarged view of dotted box area (dotted lines indicate basal side of epithelial layer). **d** Schematic model of the induction of AER-like tissue in an LDN dose-dependent manner. **e** Cryosection of ES–HLB locally applied with DM. Lmx1b-Isl1 uses as D-V marker. The injected point was labeled by DiO. Fgf8 (in situ) and DAPI/E-cadherin-staining in an enlarged view of dotted box area (dotted lines indicate the basal side of the epithelial layer). **f** Quantitative analysis in thickness of the epithelial layer (left, blue line) and CD44-expressed region (right, red line) in ES–HLB locally applied with DM. (light gray, mean ± s.d, *n* = 6 independent experiments). **g** 3D reconstruction of ES–HLB with bath application (left) and local application (right) of DM. (Gray; E-cadherin and Cyan; CD44). Dotted lines indicate AER-like tissue. **h** Schematic model of the induction of AER-like tissue on the tip of ES–HLB. LDN, LDN193189; DM, Dorsomorphin; E, epithelial layer; M, mesenchyme aggregate; ES–HLB, mESCs-derived hindlimb bud. Scale bars, 100 μm

### Engraftment of ES–LBs into developing mouse limbs

We finally investigated the osteogenic potential of the ES–LB and its adaptability in developing limbs using three different experiments; self-chondrogenesis, whole-embryo culture and transplantation. To test the self-chondrogenesis of the ES–LB, culture was extended to day 13. On day 13, the epithelial tissue that had continuously covered the entire aggregate on day 9, lost its continuity, and thicker epithelium partly remained on the surface of the aggregate (Supplementary Fig. 12b, c). As a control, we prepared E10.5 mouse FLBs and HLBs that were excised from the base of the limb and cultured in vitro for 4 days (Supplementary Fig. 12a). In both preparations, mesenchymal cells overflowed from the region not covered with the epithelial layer. We repeatedly observed that the overflowing mesenchymal cells differentiated into chondrocytes (Sox9^+^, Alcian Blue stain) (Supplementary Fig. 12a–d). However, expression of marker genes for cells invading into the LB from adjacent tissues, such as myoblasts, motor neurons, and angioblasts^32^ was barely detectable in ES–LBs. (Supplementary Fig. 12d). To examine whether ES–LBs could differentiate into a mature state of osteocytes, ES–LBs (*pCAG-H2B::mCherry* line) were transplanted into the capillary-rich renal capsule^33^ (Supplementary Fig. 13a). As a result, both, the mouse FLB and ES–LB matured into cells of each stage of osteogenesis^34^; immature cartilage (Alcian Blue^+^, Sox9^+^), mature cartilage (Alcian Blue^+^, Runx2^+^, Type X collagen; Col10^+^), and bone (Runx2^+^, Type 1a1 collagen; Col1a1^+^) (Supplementary Fig. 13b, c). Thus, these results indicate that the ES–LB has an ability to give rise to skeletal formation. To investigate whether ES–LBs are capable of accepting cells invading from surrounding tissues, the ES–LB was attached to the posterior region of the base of the E10.5 mouse FLB and cultured for 48 h in a whole-embryonic culture system (WEC)^35^ (Supplementary Fig. 14a, c). As a positive control, we prepared E9.5 to 10.5 mouse forelimb and HLBs, which were dissected in the posterior region. We also prepared ES-derived optic cup as a negative control. (Supplementary Fig. 14b, d). Successful engraftment was assessed by the integration of epidermis (p63^+^) between the host and graft. Mouse FLBs and ES–LBs were engrafted into the host embryo, however, HLBs had a lower graft survival rate than FLBs. In contrast, the ES–derived optic cup could not connect with the LB region. Interestingly, myoblasts (myogenin^+^) and neuronal fibers (neurofilament^+^) invaded ES–LB grafts from the host embryo with high probability, as observed in mouse LB grafts (Supplementary Fig. 14e, f and Supplementary Table 1).

Finally, we examined whether the ES–LB could be incorporated into developing LBs without disturbing the normal developmental process and could differentiate into multiple cell types of limb progenitors. To do this, we performed an exo utero surgery^36^ to graft ES–LBs into the embryonic LB (Fig. 5a). Isolated mesenchyme from ES–HLB (*pCAG-H2B::mCherry* line) on day 10 were injected into the presumptive autopod region of the E11.5 mouse FLB or HLB. Two days after transplantation, we collected the host embryo, and examined the state of the developmental host limb and the compatibility of grafted cells. As a result, the limbs on the side where the cells were transplanted developed morphologically normally as well as on the non-grafted limbs (Fig. 5b, d). In contrast to the IM-like cells transplantation (Supplementary Fig. 3 and Supplementary Fig. 15), grafted cells expanded in the host LB and were distributed in the prospective humerus or femur to digit-forming area (Fig. 5b, d). Despite the state of pre-chondrogenesis of the transplanted cells (Supplementary Fig. 12d), it was found that these cells adapted to the host environment and differentiated into multiple lineages including chondrocytes (Runx2-positive) and tenocytes (Tnc-positive) without interfering with the development of the host limb (Fig. 5c, e). Taken together, these results clearly indicated that ES–LBs have a multiple differentiation potential in the developing LB.

**Fig. 5:**
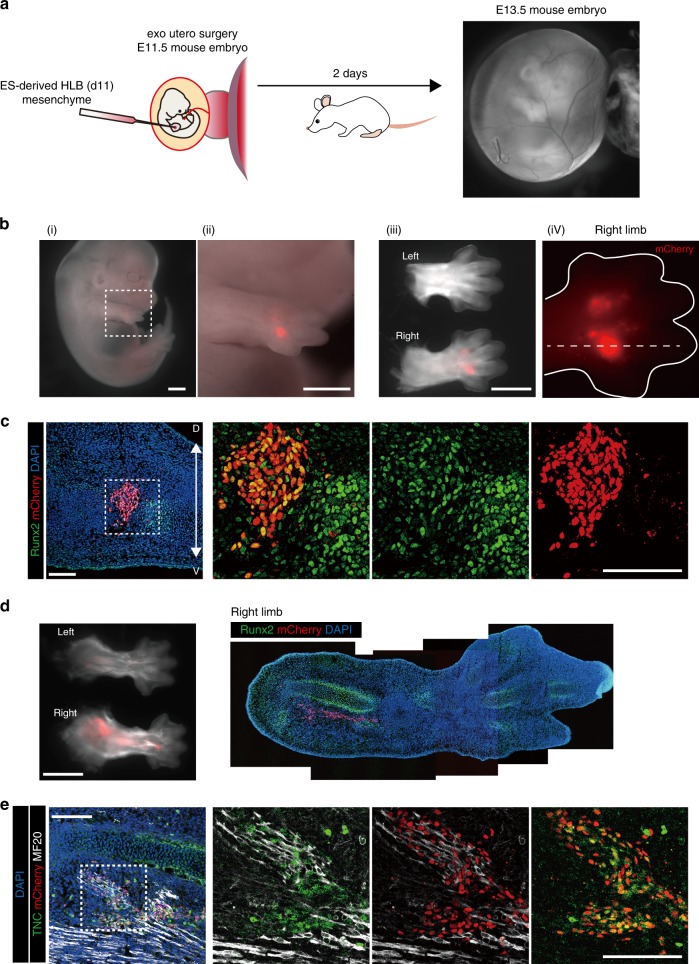
ES–HLB mesenchyme differentiates into digit osteoblast in developing limb bud. **a** Scheme of exo utero transplantation. **b** Two days post grafting. ES–HLB (pCAG-H2B::mCherry line) grafted into embryonic right-forelimb bud. ii shows an enlarged view of the dotted box of i. iii shows a comparison between non-grafted (upper) and grafted (lower) forelimb bud. iv shows enlarged view of mCherry + transplant site in the right-forelimb bud. White line and dotted vertical line indicate the limb bud form and sectional position, respectively. Scale bars, 1 mm. **c** Immunostaining of transverse section of the grafted position (**b**, iv). ES–HLB mesenchymal cells (mCherry+) were organized into osteogenesis of digit (Runx2+). **d** Mouse hindlimb bud at 2 days post transplantation. ES–HLB (pCAG-H2B::mCherry line) grafted into right hindlimb bud (**d**, left panel). The sagittal section of transplanted right-limb bud indicates ES–HLB mesenchyme (mCherry+) adapted limb development along with the limb elongation (**d**, right panel). **e** Sagittal sections showing ES–HLB mesenchyme (mCherry+) differentiated into tendon (TNC+) as part of muscle (MF20+)-tendon unit (the right pictures indicate higher magnifications of the white dotted box areas in the each of the left picture). Scale bars, 100 μm

## Discussion

In summary, here we report the formation of organoids with characteristics similar to trunk appendages consisting of mesenchymal cells covered with epidermis (Fig. 6). Induction of LB-like tissue from murine ESCs was achieved by stepwise manipulation of exogenous factors, which have been known to play key roles in regional patterning and lineage determination in vivo. Here, we showed that a complex LB-like structure is self-organized from homogenous mESC aggregates in the presence of Matrigel and BMP4 in a initial culture condition, and that both exogenous and endogenous BMP signals play crucial roles in inducing PPS, fate determination to LPM and to the formation of the surface epithelium. However, it remains unclear as to how the epithelial tissue is derived from mESCs and how it forms the epidermis-like surface structure, also the molecular mechanisms by which the LB mesenchymal cells are specified from multilineage mesodermal progenitors derived from mESCs remain to be elucidated. 

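Of the 6840 genes that differed at an adjusted p below 0.001 (limma) both between ES–HLB and the early HLBs and between ES–FLB and the early FLBs, 6796 (99.4%) changed in the same direction. Of the genes past the threshold for ES–HLB, 7782 could also be tested against the E10.5 HLBs. Of these, 7667 (98.5%) had the same direction there, and 6339 were past the same threshold. For ES–FLB, 7737 of 8514 genes (90.9%) had the same direction against the E10.5 FLBs. Grb10 was the gene with the smallest p for ES–HLB, with 4.72 ± 0.223 CPM against 1603 ± 149.6 CPM in the early HLBs (SD, n = 3, log2 fold change −8.26, adjusted p = 1.11e-18, limma).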

Although the comparative transcriptome analysis revealed that ES–LBs have a positional identity similar to developing LBs, we also noticed that there are substantial differences between in vitro and in vivo situation. The overall size of ES–LB is relatively smaller than that of LBs, and there is no rapid elongation in the distal direction as seen in developing LBs. From the analysis of RNA-seq and marker expression patterns, it is considered that the following two phenomena are involved in that. One is that ES–LB might not be supplied with sufficient nutrients necessary for the proliferation and survival of internal mesenchymal cells. In developing LBs, nutrients are supplied from the outside through the blood vessels. On the other hand, in the ES–LB, a blood vessel-like structure is not formed and the nutrient supply to the inside may be insufficient. Consistent with this, substantial proliferation of internal mesenchymal cells were observed, though cell death was also found to occur more frequently than developing normal LBs (Supplementary Fig. 5b). The cause of the distal elongation being inhibited may also be owing to the loss of expression of ectodermal *fgf8* in AER. It was reported that in a conditional knockout mouse (*Fgf8*^*c/c*^*; AP2-Cre*), which lacks expression of *fgf8* in the epidermis, LB elongation does not occur, and proliferation in mesenchymal cells decreases, whereas cell death increases as seen in ES–LBs^37^. Therefore, it is assumed that although ES–LB shows tissue morphology and gene expression resembling the early LB, the distal outgrowth and axial patterning does not occur owing to insufficient formation of AER and insufficient nutritional supply. 

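Fgf8 (chromosome 19 of GRCm38, 45736491 to 45742941, protein coding) had 55.1 ± 4.92 CPM in the early HLBs and 1.02 ± 0.363 CPM in ES–HLB (SD, n = 3), a 54.2-fold lower mean and a log2 fold change of −5.22 (standard error 0.16, adjusted p = 2.05e-12, limma). The early FLBs had 30.0 ± 5.08 CPM, and all ES–FLB libraries were at or under the floor of 3 reads, at least 75.9-fold lower (log2 fold change −5.73, adjusted p = 8.62e-14, limma). The ES–LB libraries hold sorted Hand2::mEGFP-positive mesenchyme and the embryonic limb buds were not sorted. Over the 18 genes of the epithelial list, the median log2 fold change was −0.94 in ES–HLB, with 12 lower and 6 higher (adjusted p = 0.107 over the lists, limma camera), and with the CPM as deposited this became −0.74 with an adjusted p of 0.0364, the lowest of the adjusted p over the scalings and the replicate block tried. In ES–FLB the median was −1.71, with 15 lower and 3 higher (adjusted p = 0.0249, limma camera).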

We also noticed that ES–HLB shows higher expression of tendon and cartilage differentiation markers, suggesting that the differentiation state of the cell is more advanced than early LB (Fig. 3f, g).

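Scx (chromosome 15 of GRCm38, 76457411 to 76459468), a tendon progenitor gene, had 12.9 ± 0.266 CPM in ES–HLB and 3.04 ± 2.49 CPM in the early HLBs (SD, n = 3), a log2 fold change of 2.15 (standard error 0.49, adjusted p = 0.00873, limma). It did not pass an adjusted p of 0.001, except without a filter on low genes, with all 27 libraries in the model, or without replicate 1 of the early HLBs. At E10.5 it had 22.6 ± 1.24 CPM in HLBs and 43.3 ± 3.59 CPM in FLBs, against 15.2 ± 2.21 CPM in ES–FLB. Scx lies opposite Bop1 with 2007 shared bases, so its value also depends on whether strand was used in counting. Runx2 (chromosome 17, 44495987 to 44814797) had 21.5 ± 2.56 CPM in ES–HLB and 0.425 ± 0.117 CPM in the early HLBs, a log2 fold change of 4.58 (standard error 0.17, adjusted p = 1.26e-11, limma). Sox9 (chromosome 11, 112782210 to 112787757) had 66.8 ± 6.36 CPM in ES–HLB, 33.1 ± 10.5 CPM in the early HLBs and 75.5 ± 12.6 CPM in the E10.5 HLBs. Its log2 fold change against the early HLBs was 1.05 (standard error 0.24, adjusted p = 0.0107, limma), which passed 0.001 with all 27 libraries in the model and without replicate 1 or 2 of the early HLBs. Col2a1 (chromosome 15, 97975602 to 98004724) had 195 ± 12.3 CPM in ES–HLB, 146 ± 2.85 CPM in the early HLBs and 189.9 ± 12.8 CPM in the E10.5 HLBs. In ES–FLB it was lower than in the early FLBs (log2 fold change −0.69, adjusted p = 8.78e-09, limma). Over 12 cartilage and bone genes tested, the median log2 fold change in ES–HLB was 1.50, with 10 higher (11 with the CPM as deposited and with median-of-ratios scaling) and 9 of these past an adjusted p of 0.001, over all genes and over the list alone (adjusted p = 0.00115 over the lists, limma camera). In ES–FLB the median over 11 genes was 1.04 against the early FLBs (adjusted p = 0.0664, limma camera) and −0.45 against the E10.5 FLBs, with 7 lower (adjusted p = 0.33, limma camera).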

In particular, levels of some patterning-associated molecules are decreased in ES–LBs owing to the lack of signals from the signaling centers (AER, ZPA). 

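Of the 37 signaling genes shown in Supplementary Fig. 8c, 33 could be tested in ES–HLB against the early HLBs, and 24 had an adjusted p below 0.001 (limma), 15 lower and 9 higher in ES–HLB. Adjusted over these genes alone it was 24. In ES–FLB it was 24 of 31, 15 lower and 9 higher. Lhx2 (chromosome 2 of GRCm38, 38339271 to 38369737) had 14.2 ± 0.831 CPM in ES–HLB and 176 ± 19.2 CPM in the early HLBs (SD, n = 3), a log2 fold change of −3.58 (standard error 0.08, adjusted p = 1.14e-13, limma). Lhx9 (chromosome 1, 138825186 to 138848839) had 5.54 ± 1.30 CPM against 154 ± 40.0 CPM, a log2 fold change of −4.66 (standard error 0.25, adjusted p = 1.03e-05, limma). Etv4 (chromosome 11, 101769747 to 101785310), which responds to FGF, had 19.3 ± 1.02 CPM in ES–HLB and 87.1 ± 8.61 CPM in the early HLBs (log2 fold change −2.14, adjusted p = 1.56e-11, limma). Over the 8 genes of the FGF response list, 7 were lower in ES–HLB, or 6 with median-of-ratios scaling and 5 with the CPM as deposited, and the median log2 fold change was −0.64 (adjusted p = 0.1 over the lists, limma camera). In ES–FLB all 8 were lower, with a median of −1.10 (adjusted p = 0.007, limma camera). Msx1 (chromosome 5, 37820491 to 37824585) had 75.7 ± 5.01 CPM in ES–HLB and 210.1 ± 6.21 CPM in the early HLBs (log2 fold change −1.47, adjusted p = 1.78e-11, limma). Grem1 was lower in ES–HLB, with a log2 fold change of −1.76 (adjusted p = 3.87e-06, limma), and in ES–FLB it had a log2 fold change of 1.59, which did not pass an adjusted p of 0.001 (adjusted p = 0.00271, limma).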

As we demonstrated in this study, the positional shift from ventralize to dorsalize led to the formation of AER-like tissues in ES–LBs, suggesting that the epidermis in ES–LBs has adequate potential to form AER in response to the anisotropic environment. However, that still has not reached an ample recapitulation of a LB organoid because of the lack of the continuous proximal–distal growth and the patterning, which are established by AER and ZPA in in vivo LB. We tried to culture for a more extended period to observe the pattern formation of inner mesenchymal differentiation after the artificially induced AER-like tissue. However, it was not possible to culture LB-like tissue derived from ES cells for more than 10 days while maintaining a complex state of epithelial and mesenchymal cells in a healthy state. It was probably because the invasion of blood vessels did not occur in the LB-like tissue derived from ES cells and could not supply nutrients internally. Thus, our method can induce LB-like tissue in the early state from ES cells but has the limitation that it cannot recapitulate later limb development such as digit patterning. To overcome this limitation, it might be necessary to form other tissues such as blood vessels and nerves inside.

Results from functional analysis demonstrated that ES–LB mesenchyme differentiated into cartilage without supplementing it with any exogenous factors^38^. Furthermore, ES–LBs showed endochondral ossification in the renal capsule. Taken together, our results demonstrated that ES–LB mesenchyme has potential for self-osteogeneis in vitro, which raises the possibility that it might be a promising approach for a chondropathy model. Furthermore, the embryo recognizes the ES–LB as a LB, and it allows integration of myoblasts and neurons, which are necessary for functional limb development. In addition, we confirmed the potential of ES–LBs to develop into a limb by using exo utero surgery. Our transplantation studies provide ample evidence for the capability of the ES–LB for contribution to developing limb without disturbing the normal development, in contrast to the situation in which ESC-derived IM-like cells were grafted. It may be possible in the near future to make a stand-alone limb from PSCs. From the perspective of regenerative medicine, it is reported that the formation of blastema is necessary for regeneration of limbs as seen in amphibians^39^. As blastemas and LBs are known to have homologous structures and gene expression patterns, LB-like tissues derived from human PSCs may be useful for regenerating damaged limbs and digits of mammals in future studies.

## Methods

### Maintenance and differentiation culture of mESCs

The maintenance medium contained G-MEM supplemented with 1% FBS (JRH), 10% knockout serum replacement (KSR; Invitrogen), 0.1 mM non essential amino acids (Gibco), 1 mM pyruvate (Gibco), 0.1 mM 2-mercaptoethanol (Nacalai), 2000 U/ml LIF, 1 µM PD0325901 (Wako), and 3 µM CHIR99021 (Stemgent). For SFEBq culture, ES cells were dissociated to single cells in 0.25% trypsin-EDTA (Gibco) and quickly re-aggregated in differentiation medium (3000 cells per 100 µl per well) in 96-well low-cell-adhesion plates (Lipidure Coat, NUNC) (Day 0). Differentiation medium was G-MEM supplemented with 1.5% KSR, 0.1 mM non essential amino acids, 1 mM pyruvate, and 0.1 mM 2-mercaptoethanol. From day 1 to 5, human BMP4 (R&D) and matrigel (growth-factor-reduced; BD Biosciences) were added to culture to final 10 ng/ml and 4% (v/v), respectively. The culture was transferred to bacterial-grade plastic petri dish on day 5, and amnion-like membrane removed by sharpened tweezers (Supplementary Movie 2 which was acquired by attached digital camera in Olympus SZX16) for maintenance healthy culture condition of inner PPS-aggregates. For hindlimb differentiation, PPS-aggregates cultivated in the 2.5% KSR differentiation medium on days 5–6. From day 6, medium changed LB-differentiation medium (LB-medium) that was high glucose dulbecco’s modified eagle medium (Sigma) supplemented with ITS + 1 (Sigma), 0.1 mM 2-mercaptoethanol, and added to 1 µM AGN193109 (retinoic acids antagonist; RAA, Toronto Research Chemicals) on days 6–6.5. For forelimb differentiation, PPS-aggregates cultivated in the 2.5% KSR differentiation medium including 1 µM all-trans retinoic acids (RA, Sigma) on days 5–6, and then, replaced into LB-medium on days 6–6.5. From day 6.5, both of ES–FLB and -HLB cultivated in the LB-medium adding 4 µg/ml hydrocortisone (hydro, Sigma) and 0.8% methylcellulose (MC, Wako)^40^. For stabilization of thickened epithelial layer, 0.1 µM LDN193189 (LDN, Sigma) was added on days 6.5–7, and 50 ng/ml Wnt3 (Abnova) was added on days 7–8. After washed out medium, LB-like tissue replaced into LB-medium (+hydro and MC) on days 8–9, and then LB-like tissue formed mature LB-like structure, which composed of *Hand2::mEGFP*-positive mesenchyme covered by epithelial layer. The concentrations of regents applied to IM-like cells differentiation culture (Supplementary Fig. 3) were follows: LDN (1 µM), DM (10 µM), SB-431542 (10 µM), SU5402 (5 µM), Cyclopamine-KAAD (5 µM), and IWR1e (10 µM). For premature cartilage differentiation, LB-like tissue and E10.5 mouse embryonic LBs were cultivated in LB-medium (+hydro, +MC) for 4 days with changing medium every second day.

### Generation of knock-in and transgenic mouse ES cell lines

The gene-targeting strategy and vector construction for *Hand2::mEGFP* is as illustrated in Supplementary Fig. 1^13,41^. CRISPR-Cas9 system was performed using the GeneArt CRISPR Nuclease Vector (Invitrogen). The guide RNA sequences were designed in exon2 of mouse *hand2* gene as follows; forward 5′-CGCCAGCCGCTGCAGCCACG-3′, reverse 5′-CGTGGCTGCAGCGGCTGGCG-3′. To generate the targeting construct, the 5′ arm (1.5kbp) and 3′ arm (1.0 kbp) were amplified by PCR from BAC plasmid (bMQ195f16). Homologous recombinant ES cells were selected with G418, and the targeted clones were confirmed by genomic PCR and sequencing (5′ primer 5′-GAGGAGCCTCTGACGACATATATTA-3’, 3′ primer 5′-ACTGTGCTTTTCAAGATCTCATTCT-3′). *7Tcf::Cherry* and *pCAG-H2B::mCherry* (the *β-catenin::mEGFP* site was replaced with the *H2B::mCherry*)^13^ vectors were individually transfected into *Hand2::mEGFP* knock-in mESCs line.

### qRT-PCR for gene expression analysis of ES–LBs and embryonic tissues

We used 8–10 of whole mESC-derived cell aggregates and 3 of amputated-mouse LB in each qRT-PCR analysis.

For FACS analysis, cells were counted with a FACSAria (Becton Dickinson), and the data were analyzed with the FACSDiva software (Becton Dickinson). *Hand2::*mEGFP-positive mesenchyme were sorted from 96 aggregates of PPS-like tissues on day 5 and LB-like tissues on day 9 in each experiments (Fig. 3, Supplementary Fig 2d, and Supplementary Fig. 7).

For analyzing the expression of AER and D-V polarity markers (*fgf4, fgf8, wnt7a*, and *en1* in Fig. 4a, b), LB-like tissues were treated with 2.5 mg/ml dispase II (Roche) in LB-medium for 1 h at 37 °C, and epithelial layer was mechanically peeled away from mesenchymal aggregate by using a sharpened tungsten needle.

Total RNA purified from samples using the RNase micro kit (QIAGEN) and cDNA synthesis was performed by using SuperScriptII (Invitrogen). qRT-PCR was performed with Power SYBR Green PCR Master Mix by the QuantStudio 6 and 7 Flex Real-Time PCR Systems (Applied Biosystems) and data were calculated by standard curve method and normalized to β-actin expression. Primer sequences were described in the Supplementary Table 2.

**Fig. 6:**
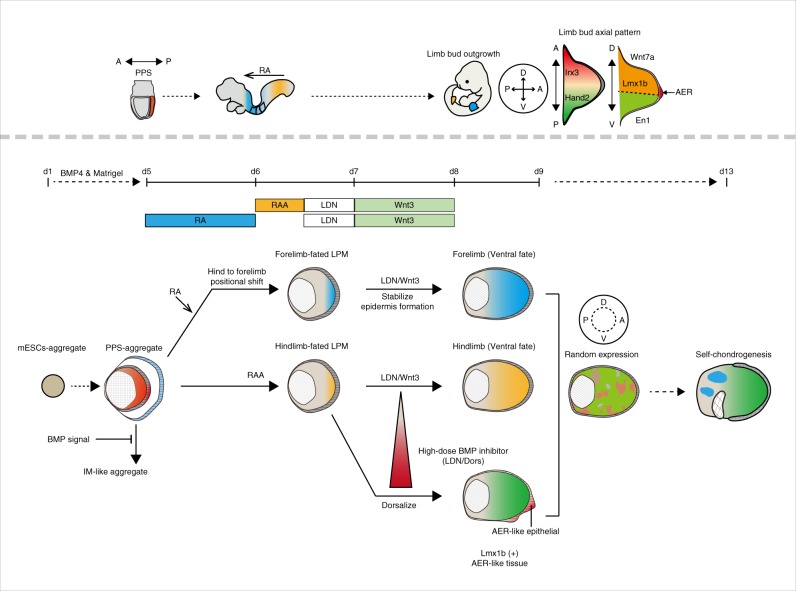
Schematic model of the differentiation of ES–LB. The developmental process of mouse embryo from E7.5 to 10.5 (above gray dotted line), which correlated with each time-course of the ES–LB differentiation. mESC aggregates differentiate into PPS aggregate by applying BMP4 and matirgel on days 1–5. PPS-aggregates demonstrate mesodermal lineage shift from LPM to IM by inhibiting BMP signal. PPS-aggregates differentiate into LPM, and regional identity of fore or hindlimb bud-derived LPM could be controlled by adjusting RA signal activity. On days 7–8, Wnt3 effectively stabilizes thickened ectoderm. On day 9, ES–LB shows limb bud-like morphology, however, the state of gene expression indicates ventral-biased and no reproducible pattern. On the other hand, the addition of high-dose LDN (1 μM) or DM (10 μM) on days 6.5–7 elicit dorsalization (Lmx1b+) and induction of AER-like tissue in the ES–LB ectoderm. On day 13, ES–LB indicates self-differentiation of immature cartilage. ES–LB, mESCs-derived limb bud; PPS, posterior primitive streak; A-P, anterior–posterior; D-V, dorsal-ventral; RA, retinoic acid; RAA, retinoic acid antagonist; LDN, LDN193189 (BMP inhibitor); DM, dorsomophin (BMP inhibitor); IM, intermediate mesoderm

### RNA-seq analysis

*Hand2::*mEGFP-positive mesenchyme were sorted from 96 aggregates of ES–FLB and –HLB on day 9 by using FACSAria. Mouse embryonic LB, cardiac, branchial arch, and tail bud were amputated from three of E10.0–E10.5 embryos. Total RNA purified as described above. Sequencing was performed using the Illumina HiSeq1500 platform. Using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina), we constructed library and sequencing was carried out to generate single-end 80 bp reads using a 50 cycle Hiseq Rapid SBS Kit v2-HS (Illumina). Base calling was processed with RTA 1.18.64. Fastq files were generated with bcl2fastq 1.8.4 (Illumina). The quality of the RNA-seq reads was evaluated using the FastQC 0.11.5 quality check package. Having ensured high quality of the data, sequence reads for each library were mapped independently to the mouse genome assembly mm10 and RefSeq annotation, using the spliced aligner HISAT 2.0.4 with default parameter settings. This yielded a high percentage of unique and properly paired reads, ~ 88% for all libraries. Successfully mapped reads were quantified against the annotated UCSC transcriptome for mm10 to estimate the number of fragments originating from individual genes using the Cuffdiff package 2.2.1. 

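The deposited values of this counting are on the CPM scale. In each library 94.5% to 99.4% of the values below 20 reads were whole multiples of the value of 1 read, within 0.02 reads, with the lower shares (94.5% to 95.2%) in the early limb buds. The remainder are fractions, so whole reads were not rebuilt for the tests. Of the listed genes, 4121 are listed at 0 in every library, and no mitochondrially encoded gene (mt- symbols) is listed. A position on GRCm38, the assembly also called mm10, was found for 23008 genes, 20713 by the listed symbol and 2295 by a synonym.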

The count data estimated by Cuffdiff was then used as the input to bioconductor package edgeR 3.16.2 to assess the biological variability in the samples and test for differential expression. mESCs publically data sets^4^ were download from NCBI GEO database (accession number GSE89270)^42^.

### Immunohistochemistry and in situ hybridization

For tissue frozen section, ES-derived tissues and LB tissues are fixed with 4% paraformaldehyde (PFA) in PBS at 4 °C, overnight. Samples were then washed in PBS, immersed in 15 and 20% sucrose in PBS at 4 °C, and frozen in OCT embedding compound. Sections were cut (10 µm) and permeabilized with 0.3% TritinX100 in PBS for 15 min, and then blocked for 15 min at RT in Blocking-One (Nacalai). For first antibody incubation, antibodies were diluted in Blocking-One and incubated overnight at 4 °C. Antibodies against the following proteins were used at the indicated dilutions: GFP (rabbit, 1:1000; MBL; rat, 1:1000; Nacalai), DsRed (rabbit, 1:500; Clontech), Oct3/4 (mouse, 1:1000; BD pharmigen), Nanog (rabbit, 1:1000; ReproCELL), Pitx1 (guinea pig, 1:3000; Custom made), Irx3 (gunea pig, 1:500; Custom made), Tbx5 (guinea pig, 1:3000; Custom made), Hand2 (goat, 1:500; Santa Cruz), PDGFRα (rabbit, 1:1000; Santa Cruz), Msx1/2 (mouse, 1:500; Santa Cruz), Meis1/2 (goat, 1:500; Santa Cruz), AP2α (rabbit, 1:1000; Santa Cruz), Brachyury (goat, 1:500; Santa Cruz), phosphor-smad1/5 (rabbit, 1:1000; Cell Signaling), FoxA2 (rabbit, 1:1000; Cell Signaling), Sox1 (rabbit, 1:1000; Cell Signaling), E-cadherin (rat, 1:1000; TaKaRa and goat, 1:1000; R&D), Sox9 (mouse, 1:1000; abcam), Isl1 (mouse, 1:500; DSHB), Evx1 (mouse, 1:100; DSHB), p63 (mouse, 1:500; Santa Cruz), CD44 (rat, 1:500; BD), Snail (mouse, 1:500; Cell signaling), Myogenin (mouse, 1:500; DSHB), MF20 (mouse, 1:1000; DSHB), Neurofilament 160 kDa (mouse, 1:1000; Millipore), Sox17 (goat, 1:500; R&D), Laminin α1/β1 (rat, 1:500; Chemicon), N-cadherin (mouse, 1:500; BD), Pbx 1/2/3/4 (mouse, 1:500; Santa Cruz), Ki67 (mouse, 1:500; BD), Cleaced Caspase-3 (rabbit, 1:500; Cell Signaling), Keratin5 (rabbit, 1:500; BioLegend), Keratin8/18 / TROMA-1 (rat, 1:1000; DSHB), Runx2 (rabbit, 1:500; abcam), Collagen X (mouse, 1:500; abcam), Collagen 1a1 (rabbit, 1:500; GeneTex). The antiserum against Lmx1b was raised in guinea pigs (IBL Co., Ltd., Japan) against a synthetic peptide based on Jessell, T.M. laboratory resources (http://sklad.cumc.columbia.edu/jessell/index.php). Counter nuclear staining was performed with 4,6-diamido-2-phenylindole (DAPI; Nacalai). Stained sections were analyzed with an LSM710 confocal microscope (Zeiss). For whole mount immunofluorescence, tissues were fixed with 4% PFA in PBS at 4 °C, overnight. Samples were then washed in PBS, permeabilized 1% triton in PBS at RT 1 h, and then blocked for 2 h at RT in Blocking-One (Nacalai). For first antibody incubation, antibodies were diluted in Blocking-One and incubated overnight at 4 °C, washed 0.05% tween-20 in PBS. Second antibodies were diluted 0.05% tween-20 in PBS and incubated 6 h at 4 °C. Stained samples were analyzed with Lgihtsheet Z.1 (Zeiss). 3D reconstruction of Lightsheet-captured images was visualized with Imaris software (Bitplane). For section in situ hybridization, we prepared antisense mRNA probe of *Fgf4, 8, 10*^43^. For Alcian Blue staining, tissue section samples were stained by 0.05% Alcian Blue (Sigma) staining solution in 75% ethanol: 0.1 M HCl (4:1) at 37 °C, overnight^44^. The von Kossa staining was performed by using Calcium stain Kit (Modified Von Kossa, ScyTek Laboratory, Inc.). Alcian Blue and von Kossa samples were co-stained with Nuclear Fast Red (Vector Laboratotries). Image of in situ and Alcian Blue- or von Kossa-stained sections were captured with DMi8 microscope (Leica).

### Local application system for LB-like tissue

Photolithography process was employed to fabricate the poly-dimethylsiloxane (PDMS; Dow Corning, MI, U.S.A.) mold for agarose wall. First, a silicon substrate was soaked with a mixture of hydrogen peroxide and sulfuric acid (1:2, v/v) for 10 min to remove particles and residual chemicals on the substrate. Then, the substrate was rinsed with deionized water for 5 min twice, followed by dehydrate process in an oven at 140 °C for 20 min. A 500 mm-thick negative dry film photoresist (SUEX D500; DJ MicroLaminates Inc., MA) was laminated onto the silicon substrate. Ultraviolet light irradiation was then conducted over a photomask with the desired geometric pattern, followed by a developing process involving 2-methoxy-1-methylethyl acetate. Once the photomask pattern was transferred to the photoresist coating, the silicon substrate was used as a mold for producing a PDMS mold incised with the pattern. PDMS was poured onto the silicon mold and incubated in an oven for 20 min at 90 °C after degassing for 10 min. Once the PDMS was cured, it was detached from the silicon mold to complete PDMS mold. Then, PDMS mold was placed on a glass bottom dish and preheated 6% agarose gel was poured under PDMS mold. After gelatinization, PDMS mold was removed the designed pattern on PDMS was transferred to agarose. In the local application system^29^, injection pressure was regulated by compensation pressure (Pc: 10–15, FemtoJet 4i; eppendorf). Before the local injection, 0.1 µM LDN was bath-applied for 3 h and then ES–HLB was placed between agarose gel wall. Labeling mix medium [DiO (1:500, molecular probes)-diluted LB-medium (+hydro and MC) with Dextran (Alexa Fluor^TM^ 647; 5 µg/ml, molecular probes)] supplemented with Dorsomorphin (DM; 10 µM, TOCRIS) or LDN (1 µM)] was locally injected at arbitrary side point of ES–HLB in LB-medium (+hydro, MC, and 0.1 µM LDN) for 4 h. After the local injection, ES–HLB proceeded culture in the same method of ES–LBs culture as described above until day 9. Fixed sample was mount in OCT which positioning respect to DiO labeling region located on a side as indicator of injected point. Quantitative analysis of thickness (E-cadherin positive DAPI luminance) and CD44-positive region of ES–HLB was analyzed by using ImageJ. LB region was linearized by using Polar Transformer (Plugins), and epithelial layer region extracted based on E-cadherin or p63-positive region. After corrected image value for 500 pixel, in a selected-epithelial region, DAPI and CD44 luminance value were calculated.

### Transplantation

All animal procedures comply with all relevant ethical regulations and guideline for animal studies, were approved by Research Ethical Committee, RIKEN and Kyoto University and licensed by the Japan Ministry of Education, Culture, Sports, Science and Technology and the Science Council of Japan. Mice were obtained from Japan SLC, Inc.

In LB-like tissue transplantation with WEC system, we prepared pregnant female mice and dissected E9.5-10.5 ICR or C57BL/6-Tg (*CAG-EGFP*) mouse embryo in the HBSS (Gibco) at room temperature. As a positive control of graft, we excised the posterior half of fore or HLBs from E9.5 and E10.5 mouse embryo. Hnad2-GFP-positive LB region was mechanically excised from FLB- or ES–HLB on day 9. As a control of another mESC-derived tissue, we prepared Rx-GFP^+^ neural epithelial which was mechanically excised from mESCs-derived optic cup on day 7. Each transplant tissue was holed by sharpened tungsten needle (φ 0.01 mm) at a slit region of host FLB posterior part, and cultivated in the WEC-medium [100% Rat serum (Charles river) supplemented with glucose (2 mg/ml, Wako) and penicillin/streptomycin (1:400, Gibco)] for 48 h in the WEC using the rotator-type bottle system (Ikemoto Scientific Technology)^35^.

In subcapsular transplantation of tissue in the kidney^33^, we prepared 8-week-old male ICR mice as recipients. Mice were anaesthetized with intraperitoneal injection of pentobarbital (40 mg/kg). We implanted each 2–4 of mouse FLBs on E10.5 (ICR) and LB-like tissues (*Hand2::mEGFP, pCAG-H2B::mCherry*) on days 9–10 under the renal capsule. At 2 weeks post transplantation, transplants were collected and were processed for section staining.

In exo utero transplantation^36^, we prepared pregnant female mice (E11.5 ICR mice) as recipients, which were anaesthetized with intraperitoneal injection of pentobarbital (40 mg/kg). We prepared ES–HLB and IM-like cell aggregates (*Hand2::mEGFP, pCAG-H2B::mCherry*) on day 9–10, and peeled away epithelial layer by treatment of dispase II as described above, and collected LB-like tissue mesenchyme. Mesenchymal aggregates were dissociated with collagenase D (1 mg/ml, Roche) in D-PBS (Mg^2+^ and Ca^2+^ free, Nacalai) at 37 °C, 5% CO_2_ for 30 min^45^. After the addition of an equal volume of 10% FBS-containing HBSS (Gibco) to stop the reaction, the digest cells were pipetted and filtered using a cell strainer (35 µm nylon mesh cell strainer, BD). Cells were transferred into 1.5-ml tube, and centrifuged and the supernatant discarded. The pellet was suspended in 5 µl of ice-cold 10% FBS HBSS with 0.01% Nile Blue (Sigma). In total, 1–2 × 10^5^ cells were injected into E11.5 mouse LB using glass capillary. After 2 days post transplantation, grafted and non-grafted LBs were collected and were processed for section staining.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information_new

Movie1

Movie2

Movie3

Movie4

Movie5

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Raw data for the transcriptome analysis have been deposited in the GEO database under accession code: GSE126387.

# Supplementary material for: Self-organized formation of developing appendages from murine pluripotent stem cells
**Source:** Nat Commun. 2019 Aug 23;10:3802. doi: 10.1038/s41467-019-11702-y
**Supplement:** Supplementary file 1 — Supplementary information_new

## **Supplementary information**

### **Self-organized formation of developing appendages from pluripotent stem cells**

**Mori et al.**

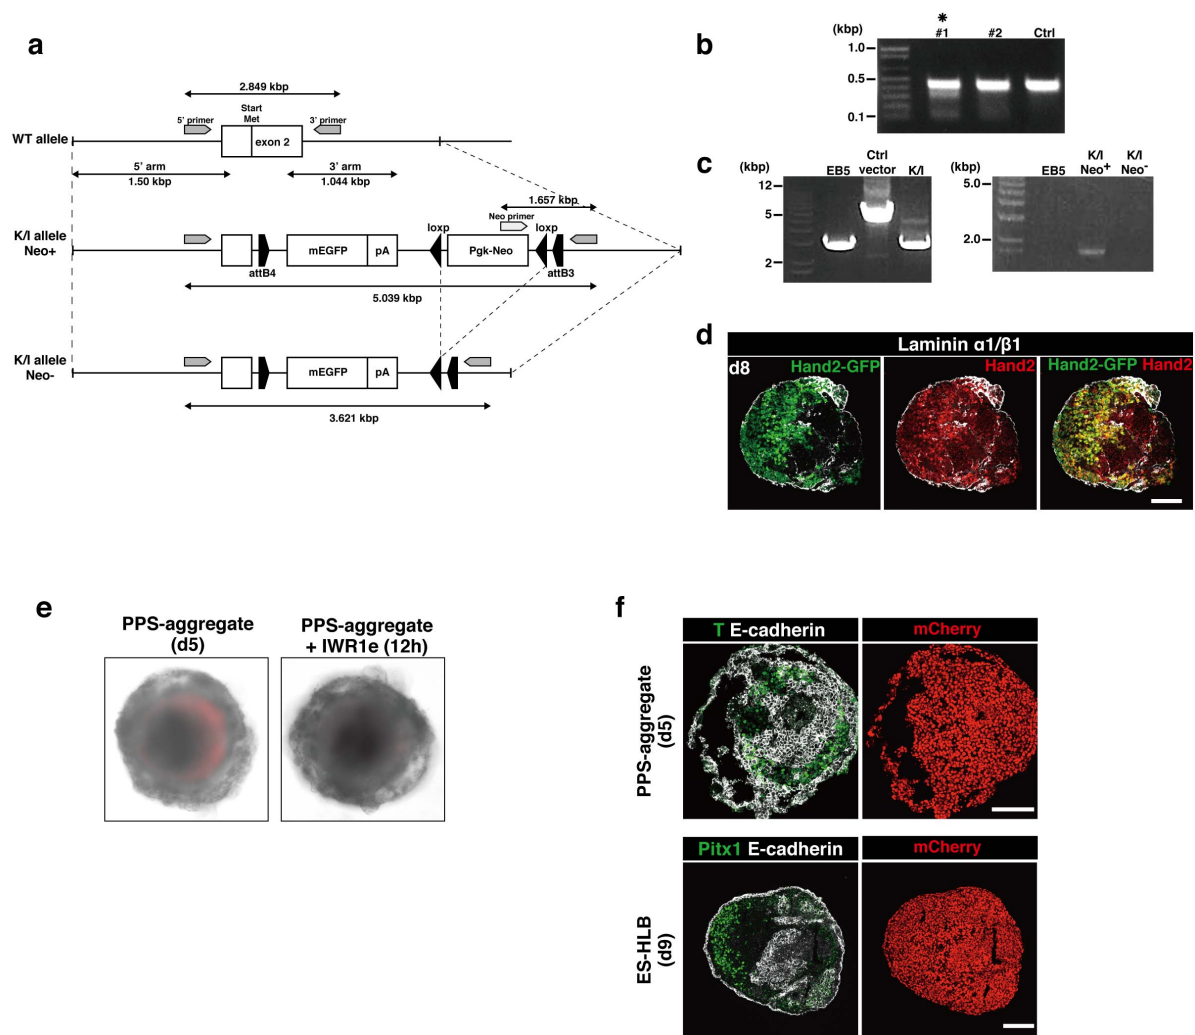

**Supplementary Figure 1 mESCs reporter lines** (a) Schematic model of *Hand2::mEGFP* knock-in locus. (b) The cleavage efficiency of guide-RNA. #1 target site of guide-RNA shows high cleavage efficiency (asterisk). (c) PCR genotyping of the *Hand2::mEGFP* K/I allele by using 5' and 3' primers. EB5 ES cell lines and control vector are used for the positive and negative control, respectively (left). The neomycin resistant cassette (Pgk-neo) is checked using Neo and 3' primers (right). (d) Immunostaining of ES-HLB on day 8. Endogenous Hand2 expression is co-localized with Hand2-GFP. The basal membrane of the epithelial layer is indicated by Laminin  $\alpha1\beta1$  staining. (e) *7Tcf::Cherry* transgenic mESC-derived PPS-aggregate indicates the activation of 7Tcf on day 5 (left). Wnt inhibitor IWR1e ( $10 \mu\text{M}$ ) effectively decreased 7Tcf activity (right). (f) Cryosection of *pCAG-H2B::mCherry* transgenic mESC line-derived PPS-aggregate on day 5 (top, T+ cells observed in inner cell aggregate) and ES-HLB on day 9 (bottom, Pitx1+ mesenchyme are covered by E-cadherin+ epithelial layer). Scale bar,  $100 \mu\text{m}$ .

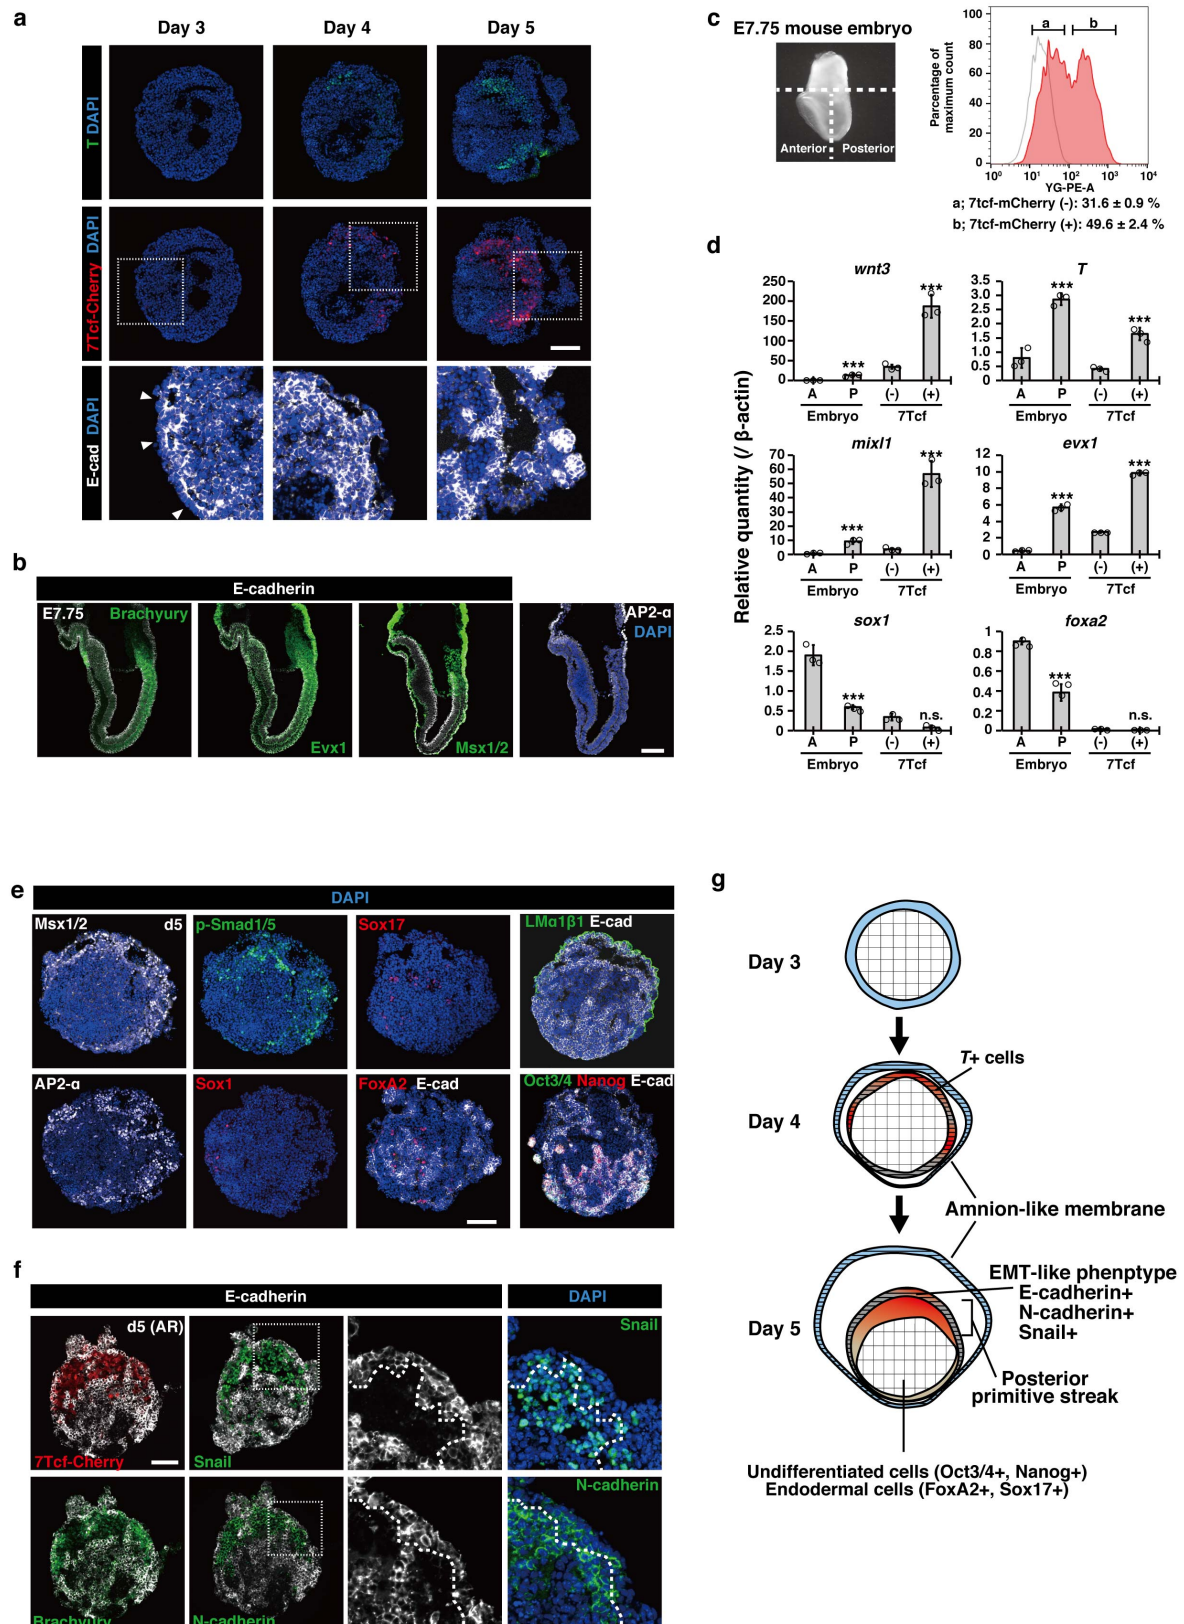

**Supplementary Figure 2 mESCs aggregates differentiate into the posterior primitive streak.** (a) Immunostaining of mESC aggregate on day 3 to 5 (top, T and DAPI; middle, 7Tcf-Cherry, and DAPI; bottom, E-cad, and DAPI). Bottom pictures show an enlarged

view of the dotted box area of middle pictures. Arrowheads indicate the start point of separation between the amniotic membrane and inner cell aggregate. (b) Sagittal section of the E7.75 mouse embryo. The expression of *T* and *Evx1* indicate PPS area. *Msx1/2* and *AP2-α* are expressed in both amnion and embryonic posterior area. (c, d) Gene expression analysis of E7.75 mouse embryo and PPS-aggregates on day 5. Bright-field view of E7.75 mouse embryo (c left, dotted lines indicate dissection area of the anterior and posterior side of the mouse embryo). FACS analysis of *7Tcf::Cherry*<sup>+</sup> population of PPS-aggregate on day 5 (red). Grey, control undifferentiated mESCs (c, right). qRT-PCR analysis of the E7.75 mouse embryos (anterior and posterior side, mean ± s.d, *n*=3 independent experiments, \*\*\**P* < 0.005 compared to anterior; two-tailed Student's *t*-test) and FACS-sorted *7Tcf::Cherry* negative (-) and positive (+) cells on day 5 (mean ± s.d, *n*=3 independent experiments, \*\*\**P* < 0.005 compared to *7Tcf* (-); two-tailed Student's *t*-test) (d). (e) Cryosection of mESC-derived PPS aggregate on day 5. *Msx1/2*, p-Smad1/5, and *AP2-α* are expressed in the amniotic membrane. Neural marker (*Sox1*) and endodermal markers (*FoxA2* and *Sox17*) are slightly expressed in an undifferentiated area. *LMα1/β1* (Laminin α1/β1) is expressed in the basal side of the amniotic membrane. *Oct3/4* and *Nanog* are expressed in inner cell aggregate and are partly expressed in the amniotic membrane. (f) Immunostaining of amniotic membrane removed PPS-aggregate on day 5. EMT marker genes (*N-cadherin* and *Snail*) are expressed in the E-cadherin<sup>+</sup> epithelial layer of *7Tcf*-activated region on day 5. White dotted lines indicate a basal line of the epithelial layer. (g) Schematic illustrating of the differentiation process of mESC aggregate from day 3 to 5. A, anterior; P, posterior; *7Tcf* (+), *7Tcf::Cherry* positive; *7Tcf* (-), *7Tcf::Cherry* negative; AR, amniotic membrane-removed; E-cad, E-cadherin. Scale bar, 100 μm.

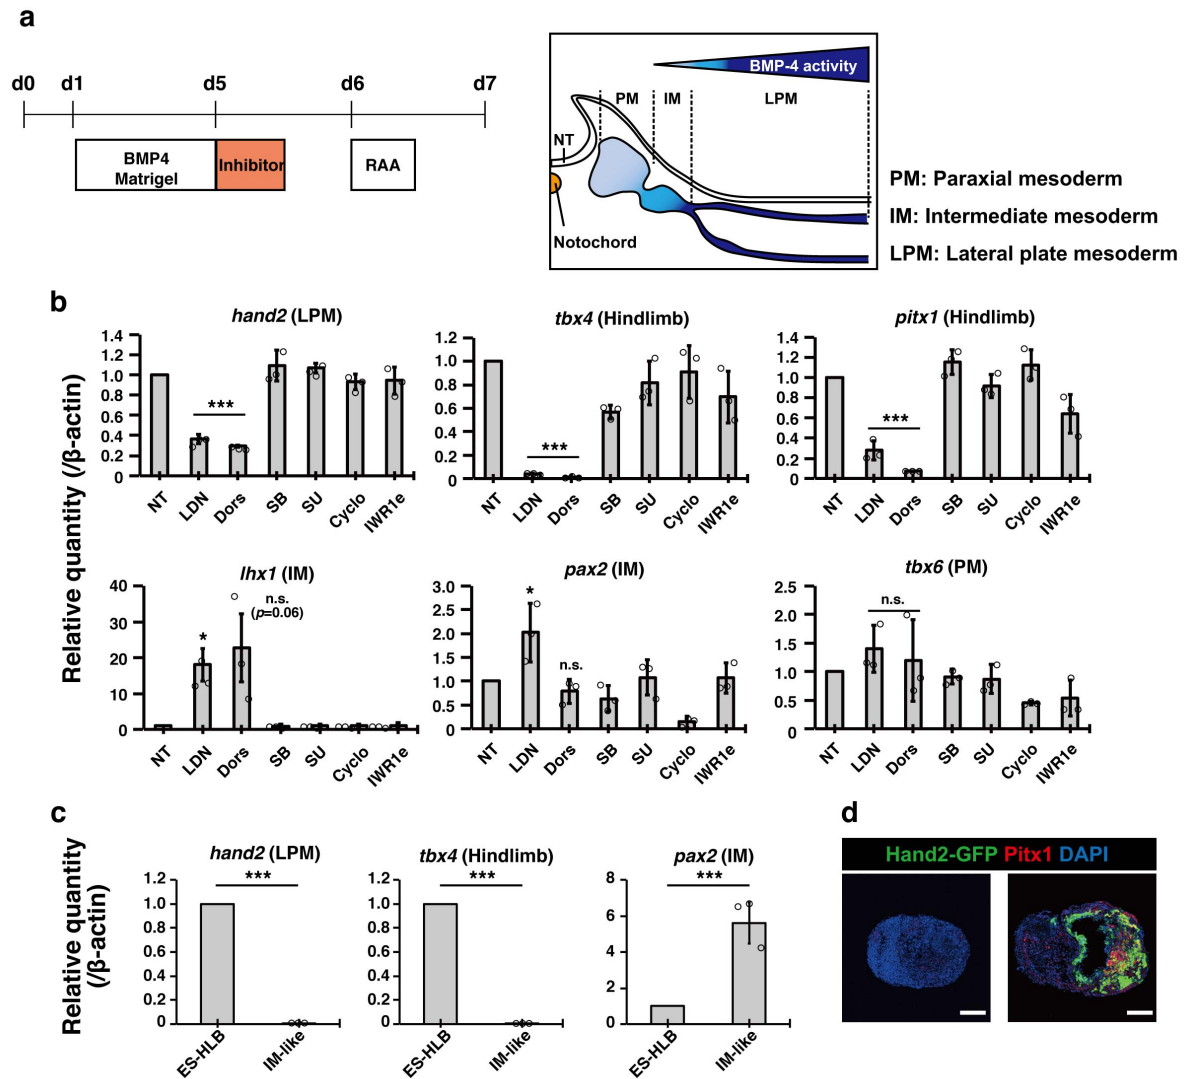

### Supplementary Figure 3

#### BMP activity is required for LPM differentiation from PPS-aggregates. (a)

Experimental timeline. Each inhibitor was added during day 5 to 5.5 (left). The right schematic model shows the relationship between the mesodermal positional value and BMP activity along with midline to the lateral side of embryo7. (b) qRT-PCR analysis of each mesodermal gene expression on day 7 aggregate. BMP inhibitors specifically changed the fate of differentiation from LPM to IM (mean  $\pm$  s.d,  $n=3$  independent experiments,  $*P < 0.05$ ,  $***P < 0.005$  compared to NT; two-tailed Student's  $t$ -test). (c) qRT-PCR analysis of the gene expression on day 9 ES-HLB and IM-like cells (mean  $\pm$  s.d,  $n=3$  independent experiments,  $***P < 0.005$  compared to ES-HLB; two-tailed Student's  $t$ -test). (d) Cryosection of mESC-derived IM-like cell aggregate (left) and ES-HLB (right) on day 9. Expression of Hand2-GFP and Pitx1 are clearly decreased in IM-like cell aggregates. NT, non-treat; LDN, LDN193189; DM, Dorsomorphin; SB, SB-431542; SU, SU5402; Cyclo, Cyclopamine-KAAD.

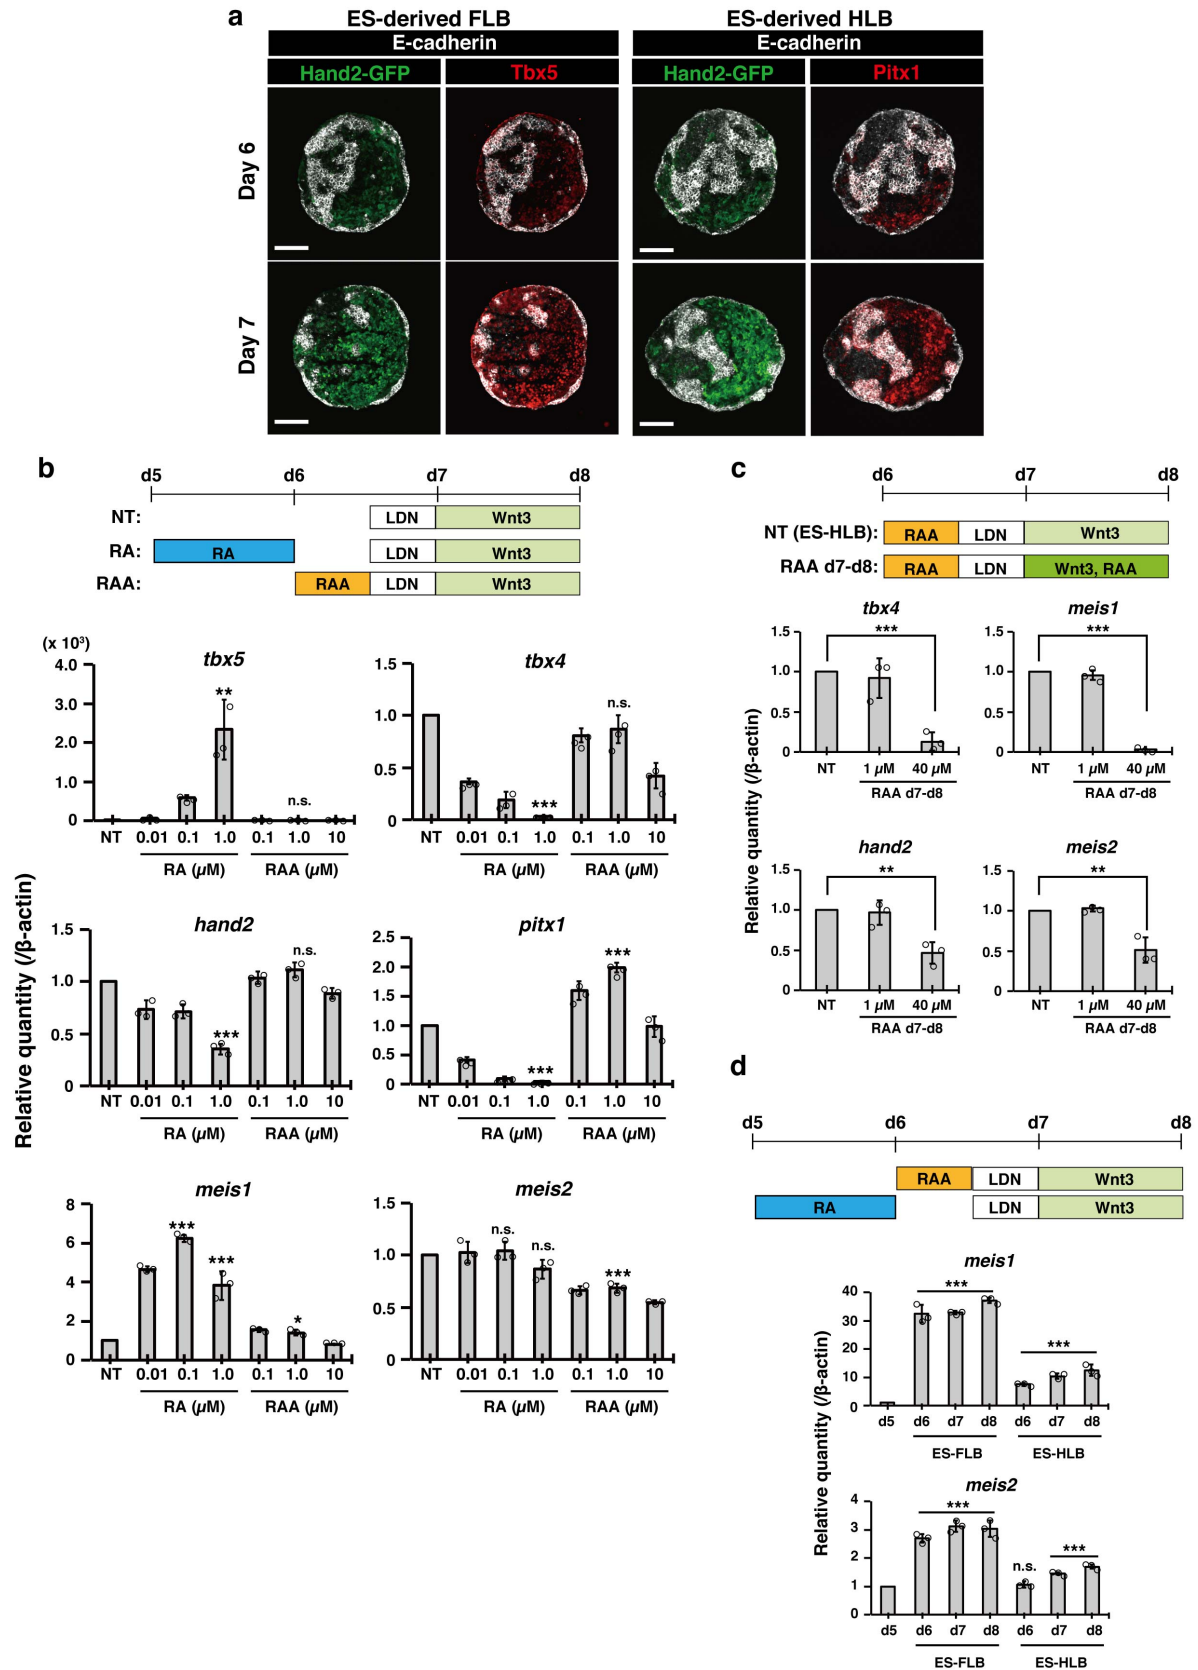

**Supplementary Figure 4 RA signal regulates selective differentiation of the ES-FLB or -HLB.** (a) Cryosection of ES-FLB (left) and HLB (right) on day 6 and 7. Hand2-GFP+ mesenchyme appears from day 6 which covered by ectoderm(E-cadherin+). Each of

ES-FLB and HLB is expressed Tbx5 (forelimb marker) and Pitx1 (hindlimb marker), respectively. Scale bar, 100  $\mu$ m. (b-d) Experimental timelines showing the treatment period of RA and RAA (each top). (b) qRT-PCR analysis of the dose-dependent effect of the selective differentiation of ES-FLB and -HLB by adding RA (added during day 5 to 6) and RAA (added during day 6 to 6.5) (mean  $\pm$  s.d,  $n=3$  independent experiments,  $**P < 0.01$ ,  $***P < 0.005$  compared to NT; two-tailed Student's  $t$ -test). (c) qRT-PCR analysis of the high-dose RAA effect on HLB marker expression. RAA was added from day 7 to 8. (mean  $\pm$  s.d,  $n=3$  independent experiments,  $**P < 0.01$ ,  $***P < 0.005$  compared to NT; two-tailed Student's  $t$ -test). (d) Time course qRT-PCR analysis of meis1/2 expression of ES-FLB and -HLB from day 5 to 8. Day 5-aggregate was used as control. (mean  $\pm$  s.d,  $n=3$  independent experiments,  $***P < 0.005$  compared to NT; two-tailed Student's  $t$ -test). RA, retinoic acids; RAA, Retinoic acids antagonist (AGN193109); LDN, LDN193189.

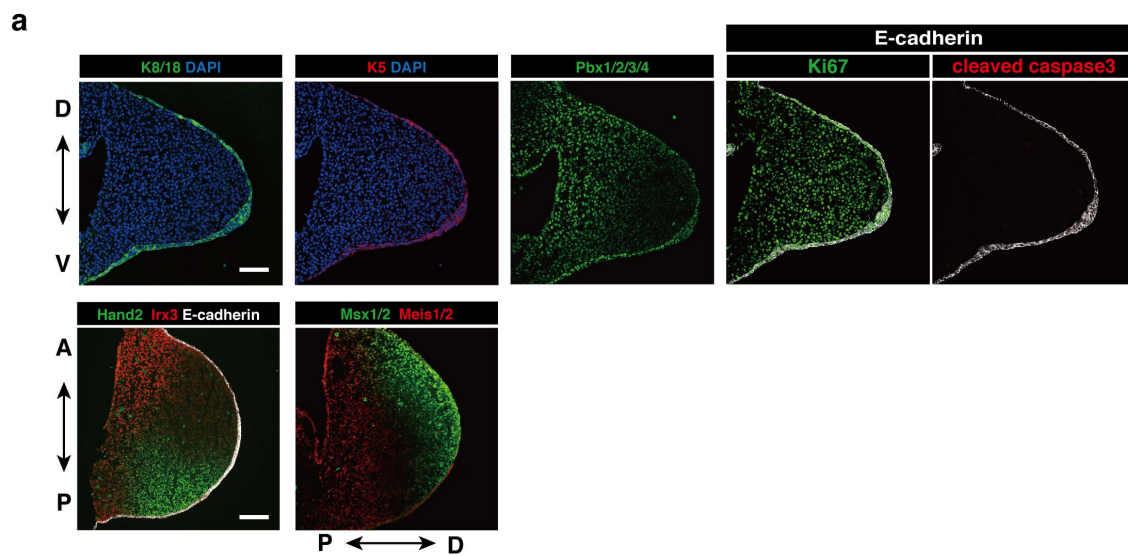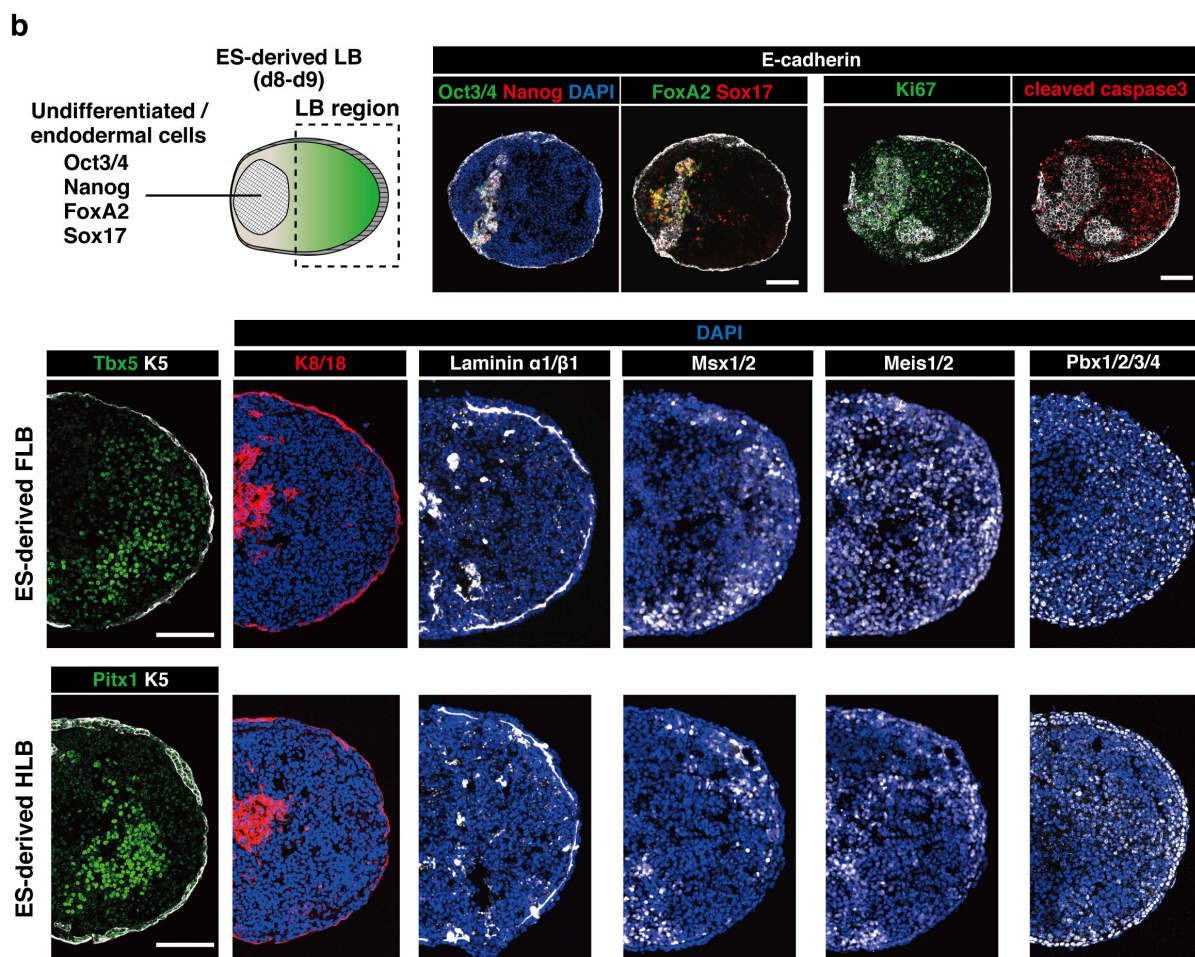

**C**

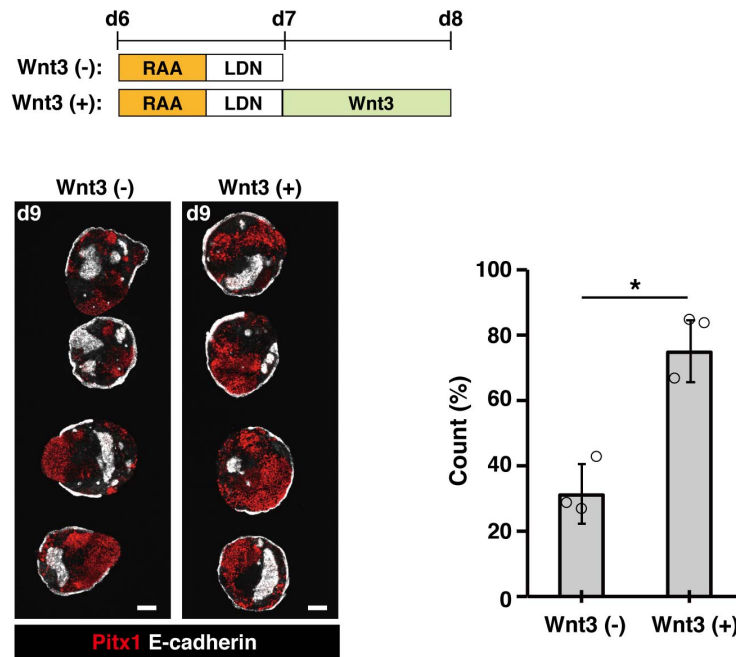

**Supplementary Figure 5 ES-LB expresses limb bud molecular markers.** (a) Immunostaining of E10.5 mouse hindlimb bud. Transverse sections indicate epidermis markers keratinocyte (K8/18, K5) express in limb ectoderm, early limb bud marker Pbx1-4 expresses in proximal mesenchyme and ectodermal region, and cell proliferation (Ki67) and apoptotic (cleaved caspase 3) state in limb bud (top panels). Sagittal sections indicate A-P pattern (Irx3-Hand2) and P-D pattern (Meis1/2-Msx1/2) of the limb bud. Scale bars, 100  $\mu$ m. (b) Schematic of the ES-LB (top left). The opposite side of LB-region remains undifferentiated (Oct3/4 and Nanog) or endodermal (FoxA2 and Sox17) cell aggregate (top middle) Both of proliferative (Ki67) and apoptotic (cleaved caspase 3) cells exist in the LB-region (top right). Cryosection of the LB-region of ES-FLB (Tbx5) and -HLB (Pitx1) on day 9 (bottom panels). The surface epithelial layer is expressed epidermis markers (Keratinocytes, K5, and K8/18), and these basal side stained with Laminin  $\alpha$ 1/ $\beta$ 1. Distal marker Msx1/2 is relatively expressed at distal of the LB-region, and proximal marker Meis1/2 is broadly expressed in LB-region. Early limb bud marker (Pbx1/2/3/4) is broadly expressed in LB-region. Scale bars, 100  $\mu$ m. (c) Stabilization of thickened epithelial layer is increased by adding Wnt3. Experimental timeline showing ES-LBs were treated with (+) or without (-) Wnt3 (top). Cryosection of Wnt3 (-) and Wnt3 (+) ES-HLB on day 9. Mesenchymal cells (Pitx1+) partly protrude from the ectodermal pocket in Wnt (-) aggregate (bottom left). The bottom right graph shows quantitative analysis of the number of epithelial layer surrounding aggregates (means  $\pm$  s.d,  $n=3$  independent experiments every 10 aggregates,  $*P < 0.05$  compared to Wnt3 (-); two-tailed Student's t-test). A-P, anterior-posterior; P-D, proximal-distal; D-V, Dorsal-Ventral.

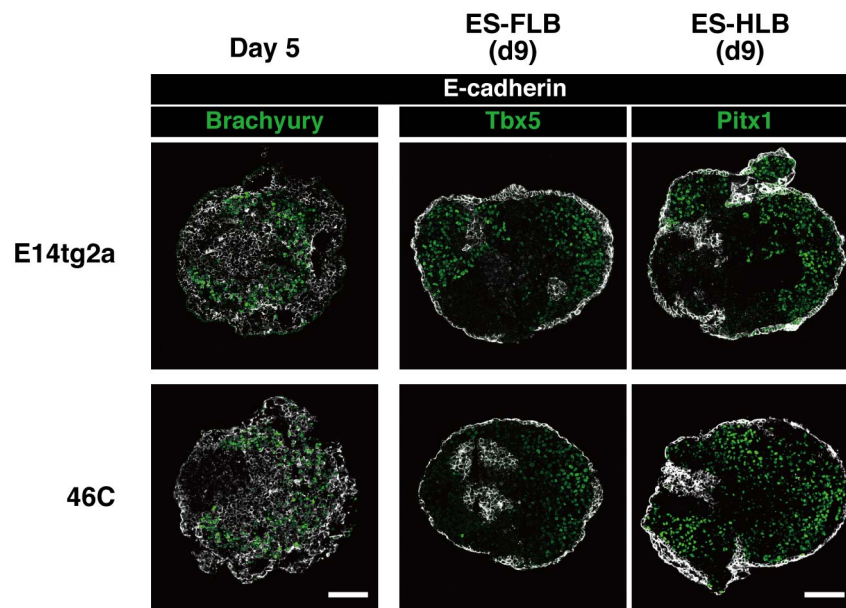

### Supplementary Figure 6

**Limb bud-like tissue formation from E14tg2a and 46C mESC lines.** Cryosection of E14tg2a and 46C mESC line-derived PPS-aggregate and LB. Each cell lines differentiate into PPS-aggregate (Brachyury<sup>+</sup>, day 5) and ES-FLB or -HLB (Tbx5<sup>+</sup> or Pitx1<sup>+</sup> mesenchyme are covered by ectoderm). Scale bars, 100  $\mu$ m.

$n=3$  independent experiments,  $***P < 0.005$  compared to ES-FLB (-); two-tailed Student's  $t$ -test). **(b)** qRT-PCR analysis of the limb bud mesenchyme molecular markers. *Hand2::mEGFP<sup>+</sup>* mesenchymal gene expression is compared with mouse limb buds (mean  $\pm$  s.d,  $n=3$  independent experiments,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.005$  compared to early or E10.5 limb bud; two-tailed Student's  $t$ -test). Early forelimb, E9.75; early hindlimb, E10.25; FL and HL, mouse forelimb bud and hindlimb bud.

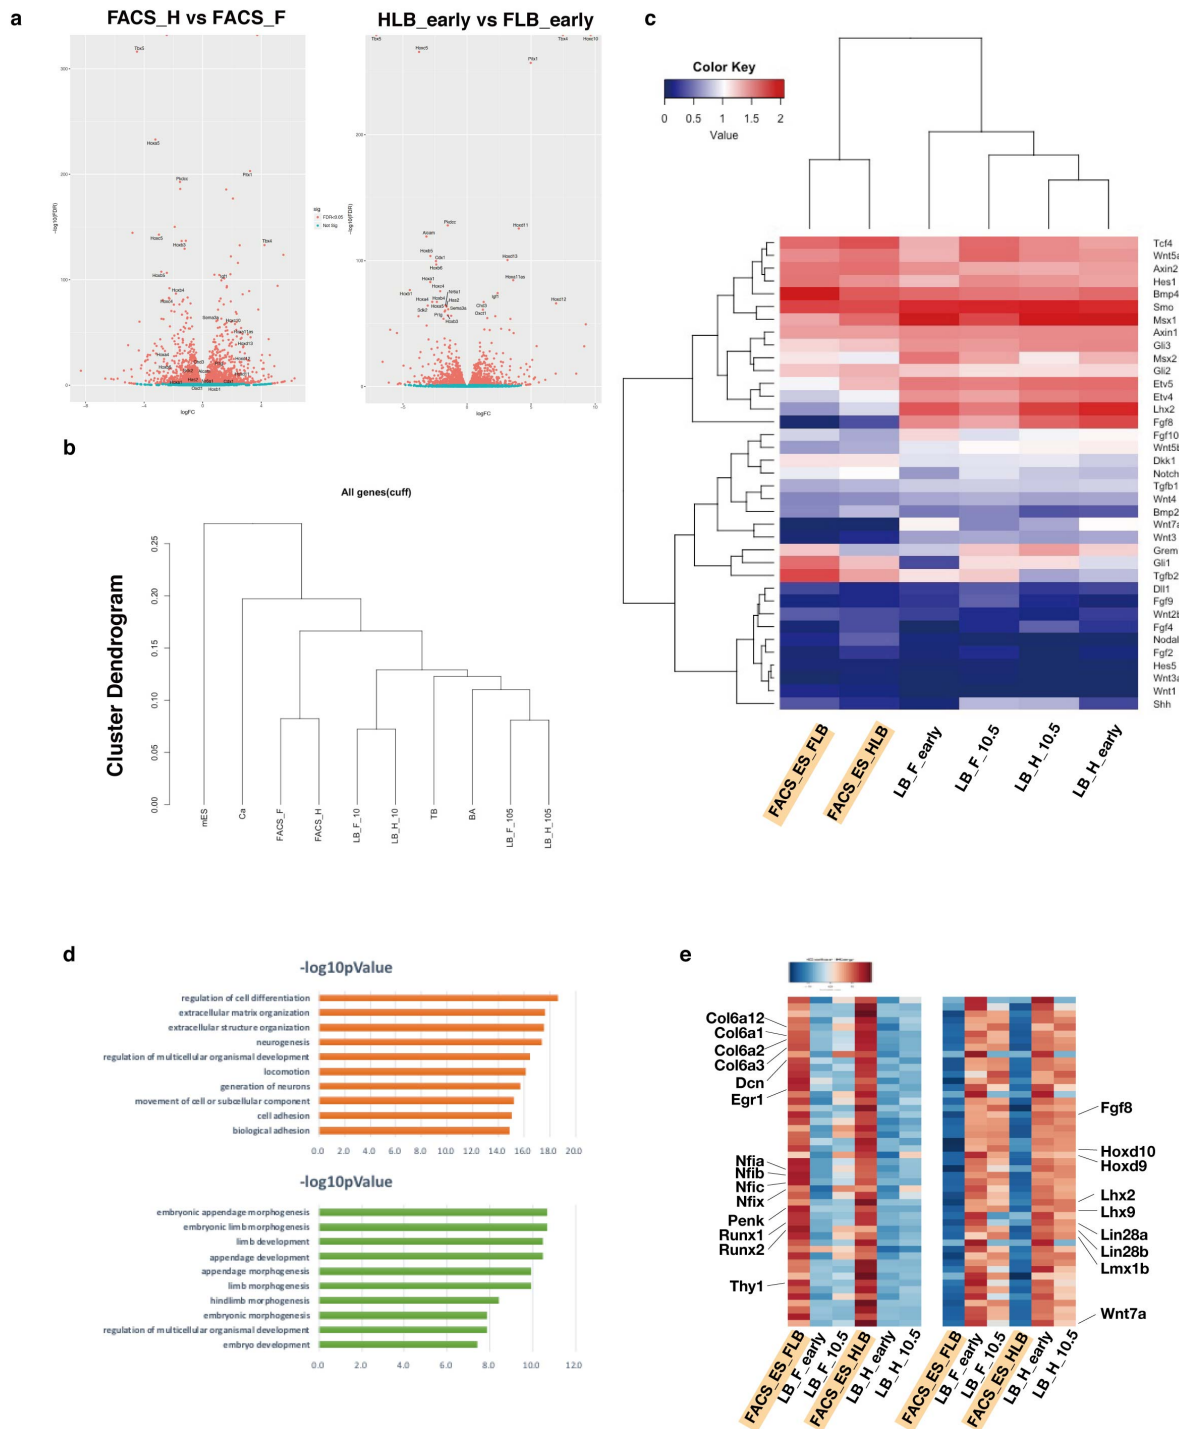

**Supplementary Figure 8 Transcriptional analysis of ES-LB and mouse embryonic tissues by RNA-Seq.** (a) Volcano plot for differential expression genes between ES-FLB/ES-HLB and FLB\_early/HLB\_early. (b) Hierarchical clustering analysis in whole transcriptome data from ES-LB mesenchyme and mouse embryonic tissues. (c) Comparative analysis of signaling molecules involved in LB development. (d) GO enrichment analysis using the top 150 genes list which is extracted by DGE analysis of the comparison between FACS\_ES-HLB and LB\_H\_early. The upper and lower graph

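For Supplementary Fig. 8e, all 22 genes read from its labels differed between ES–HLB and the early HLBs at an adjusted p below 0.001 (limma), 13 higher and 9 lower in ES–HLB, and the count was 22 when adjusted over these genes alone. By the legend, the authors picked these genes from this same comparison. Their passing was thus largely fixed in advance and is no independent evidence. Thy1 had 71.2 ± 1.64 CPM in ES–HLB and 0.411 ± 0.0738 CPM in the early HLBs (SD, n = 3), and Col6a3 had 384 ± 7.55 and 3.19 ± 0.979 CPM. Their log2 fold changes were 6.30 and 6.74. Among the lower genes, Lin28a had 17.2 ± 1.37 CPM in ES–HLB and 394 ± 65.5 CPM in the early HLBs (log2 fold change −4.46), and Lin28b had 38.2 ± 5.58 and 323 ± 29.2 CPM (log2 fold change −3.07). Wnt7a was at or under the floor of 3 reads in all ES–HLB libraries, at least 76.2-fold lower than the 32.8 ± 6.37 CPM of the early HLBs, and En1 had 1.51 ± 0.153 against 9.50 ± 0.932 CPM. Of the genes with at least 16 CPM in the higher group and no overlap between the libraries of the groups, Apob (chromosome 12 of GRCm38, 7977629 to 8016839) had the largest rise, from 0.622 ± 0.273 CPM in the early HLBs to 199 ± 37.5 CPM in ES–HLB (log2 fold change 7.49, adjusted p = 1.15e-10, limma).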

shows top terms of signaling pathway which are upregulated in LB\_H\_early and FACS\_ES-HLB, respectively. (e) Heat map visualizing the top 50 genes which are upregulated (left) and downregulated (right) in ES-HLB. Genes are extracted by DGE analysis of the comparison between LB\_H\_early and FACS\_ES-HLB. Red asterisk, connective tissue development-related gene; blue asterisk, limb bud patterning-related gene; (e), limb bud ectodermal gene; (V), vasculogenesis-related gene; mESC, mouse ES cells; Ca, cardiac; TB, tail bud; BA, branchial arch; LB\_F and LB\_H, mouse fore and hindlimb bud (F\_early, E9.75; H\_early, E10.25; 10.5, E10.5); FACS\_ES-FLB and \_ES-HLB, FACS-sorted *Hand2::mEGFP*<sup>+</sup> mesenchyme from ES-FLB and -HLB.

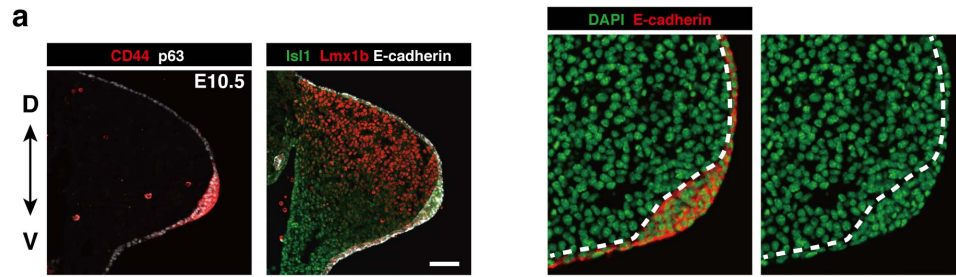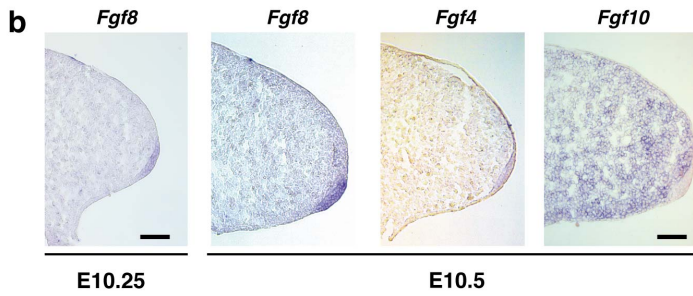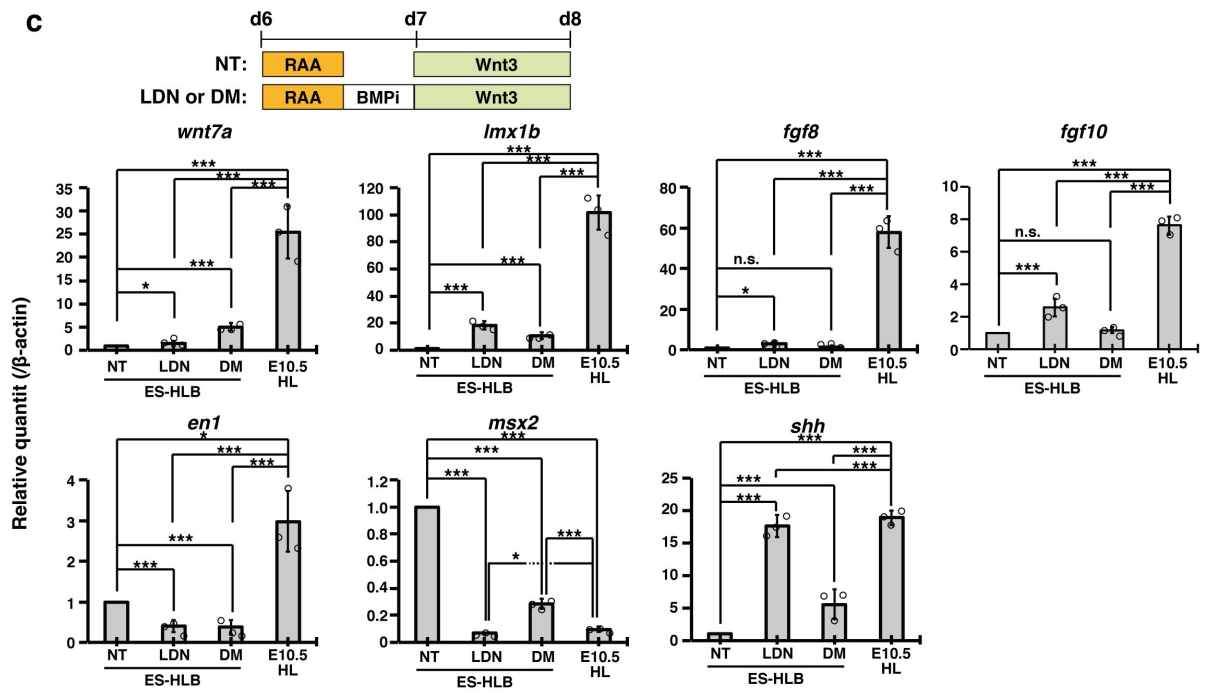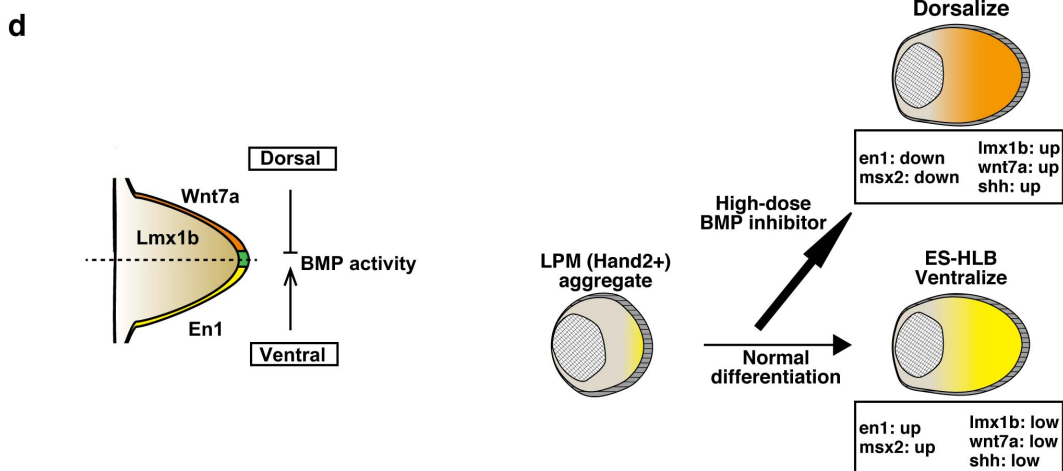

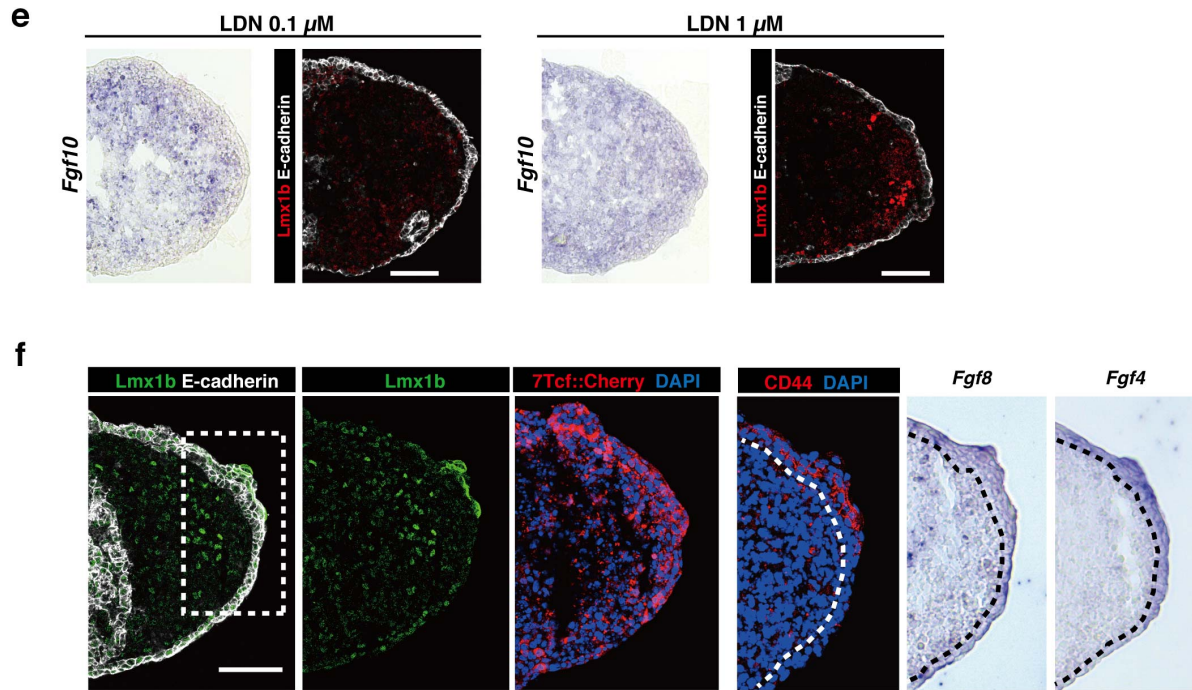

**Supplementary Figure 9 BMP inhibitors induce dorsalization in the ES-LB.** (a, b) Transverse sections of the mouse hindlimb bud. Immunostaining of AER marker (CD44) and D-V mesenchymal markers (D, *Lmx1b*; V, *Isl1*) (a, left). Enlarged view of AER (E-cadherin<sup>+</sup> thickened ectodermal area; a, right). White dotted line indicates a boundary between ectoderm and mesenchyme. (b) Section *in situ* hybridization of *Fgf4*, *8*, *10* in hindlimb bud. *Fgf4* and *8* are expressed in AER, and *Fgf10* is expressed in limb mesenchyme. (c) Experimental timeline showing treatment period of BMP inhibitors (top). qRT-PCR analysis of the expression of limb bud dorsal (*wnt7a*, *lmx1b*) and ventral (*msx1*, *en1*) markers in whole ES-HLB by adding high-dose LDN and DM (mean  $\pm$  s.d,  $n=3$  independent experiments,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.005$  compared to NT; two-tailed Student's *t*-test, bottom graphs). (d) Schematic model of the limb bud (right) and the ES-HLB (left) dorsal-ventral polarity. According to an *in vivo* BMP antagonist effect, the treatment of BMP inhibitors (LDN and DM) induce a dorsalization in the ES-HLB. (e) *in situ* hybridization of *Fgf10* and immunostaining for *Lmx1b* and E-cadherin in the 0.1 and 1  $\mu$ M LDN-treated ES-HLB on day 9. (f) Cryosection of the LB-region of 1  $\mu$ M LDN-treated ES-HLB on day 9. LDN induced the expression of *Lmx1b* in ES-LB mesenchyme. 7Tcf::Cherry activity detecting in the surface ectoderm. Random thickened ectoderm expresses AER markers (CD44<sup>+</sup>, *Fgf8*<sup>+</sup>, *Fgf4*<sup>+</sup>, high-magnification view of dotted box area in the left panel). Dotted line indicates a boundary between ectoderm and mesenchyme. NT, non-treat; LDN, LDN193189; DM, Dorsomorphin. Scale bars, 100  $\mu$ m.

**a**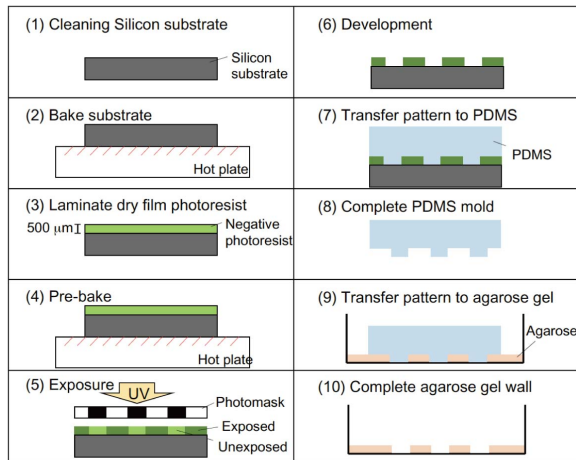**b**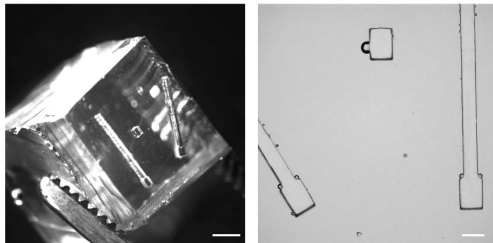**c**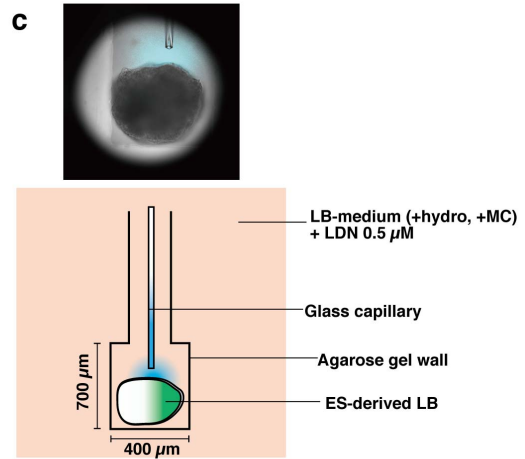

**Supplementary Figure 10 Fabrication of an agarose wall for local application system of the ES-LB.** (a) Photolithography process of the PDMS gel mold (ref. Methods). (b) PDMS gel mold (left; scale bar, 2 mm) and agarose wall (right; scale bar, 500  $\mu\text{m}$ ) which made by using PDMS gel mold. c, Snapshot of DM injected locally to the ES-LB (top) and schematic model of culture system for local application (bottom). LDN, LDN193189; DM, dorsomorphin; MC, methylcellulose; PDMS, Polydimethylsiloxane; LB-medium, limb bud-differentiation medium.

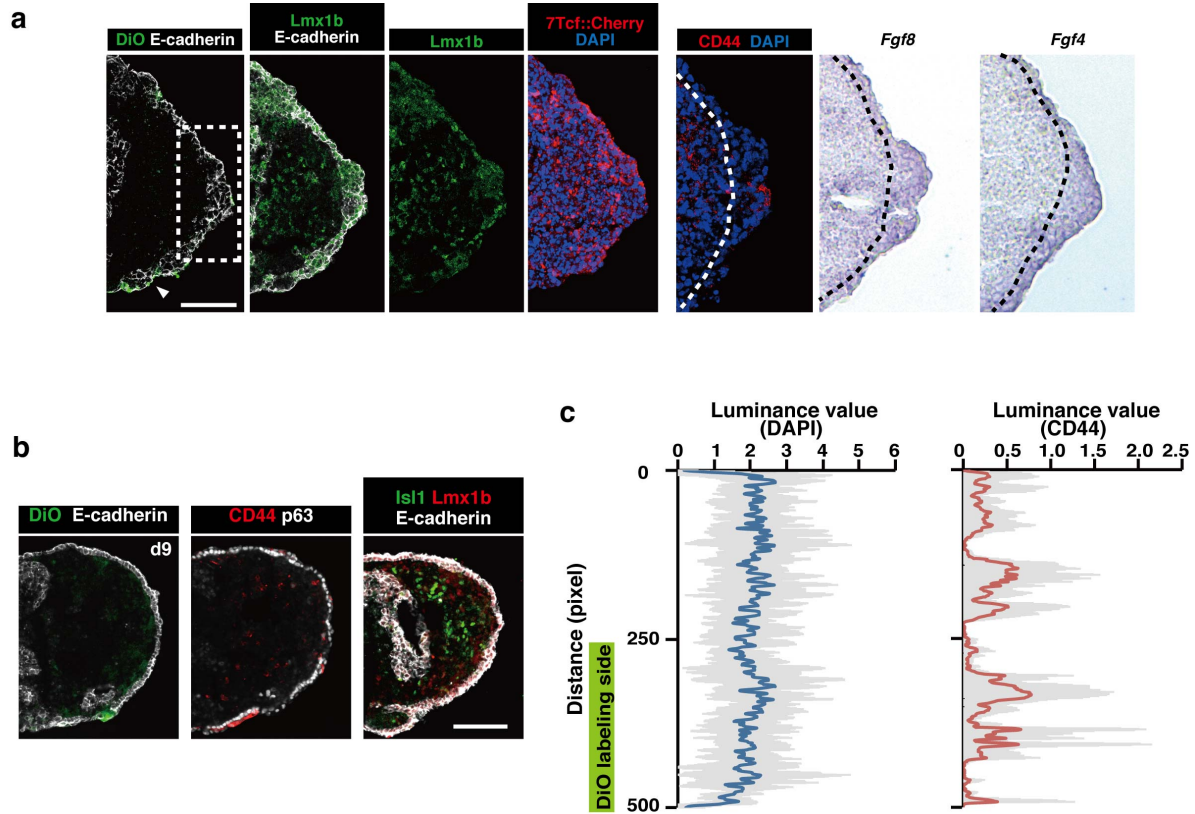

**Supplementary Figure 11 Local-injection of DM induces AER-like tissue in the ES-LB ectoderm.** (a) Cryosection of locally DM-injected ES-HLB. The injected side was labeled by DiO (arrowhead). LDN induced the expression of Lmx1b in ES-LB mesenchyme. *7Tcf::Cherry* activity detecting in the surface ectoderm. Thickened ectoderm formed at the tip of ectoderm, and expresses AER markers (CD44+, *Fgf8*+, *Fgf4*+, high-magnification view of dotted box area in the left panel). Dotted line indicates a boundary between ectoderm and mesenchyme.. Local injection of LDN does not induce the AER-like structure. (b) Cryosection of locally LDN-injected ES-HLB. Lmx1b and *Isl1* use as D-V marker. Injected side was labeled by DiO. CD44 and p63 use as AER and epidermis marker, respectively. (c) Quantitative analysis in a thickness of the epithelial layer (left, blue line) and CD44-expressed region (right, red line) in locally LDN-injected ES-HLB (light gray, mean  $\pm$  s.d,  $n=6$  independent experiments). Scale bars, 100  $\mu$ m.

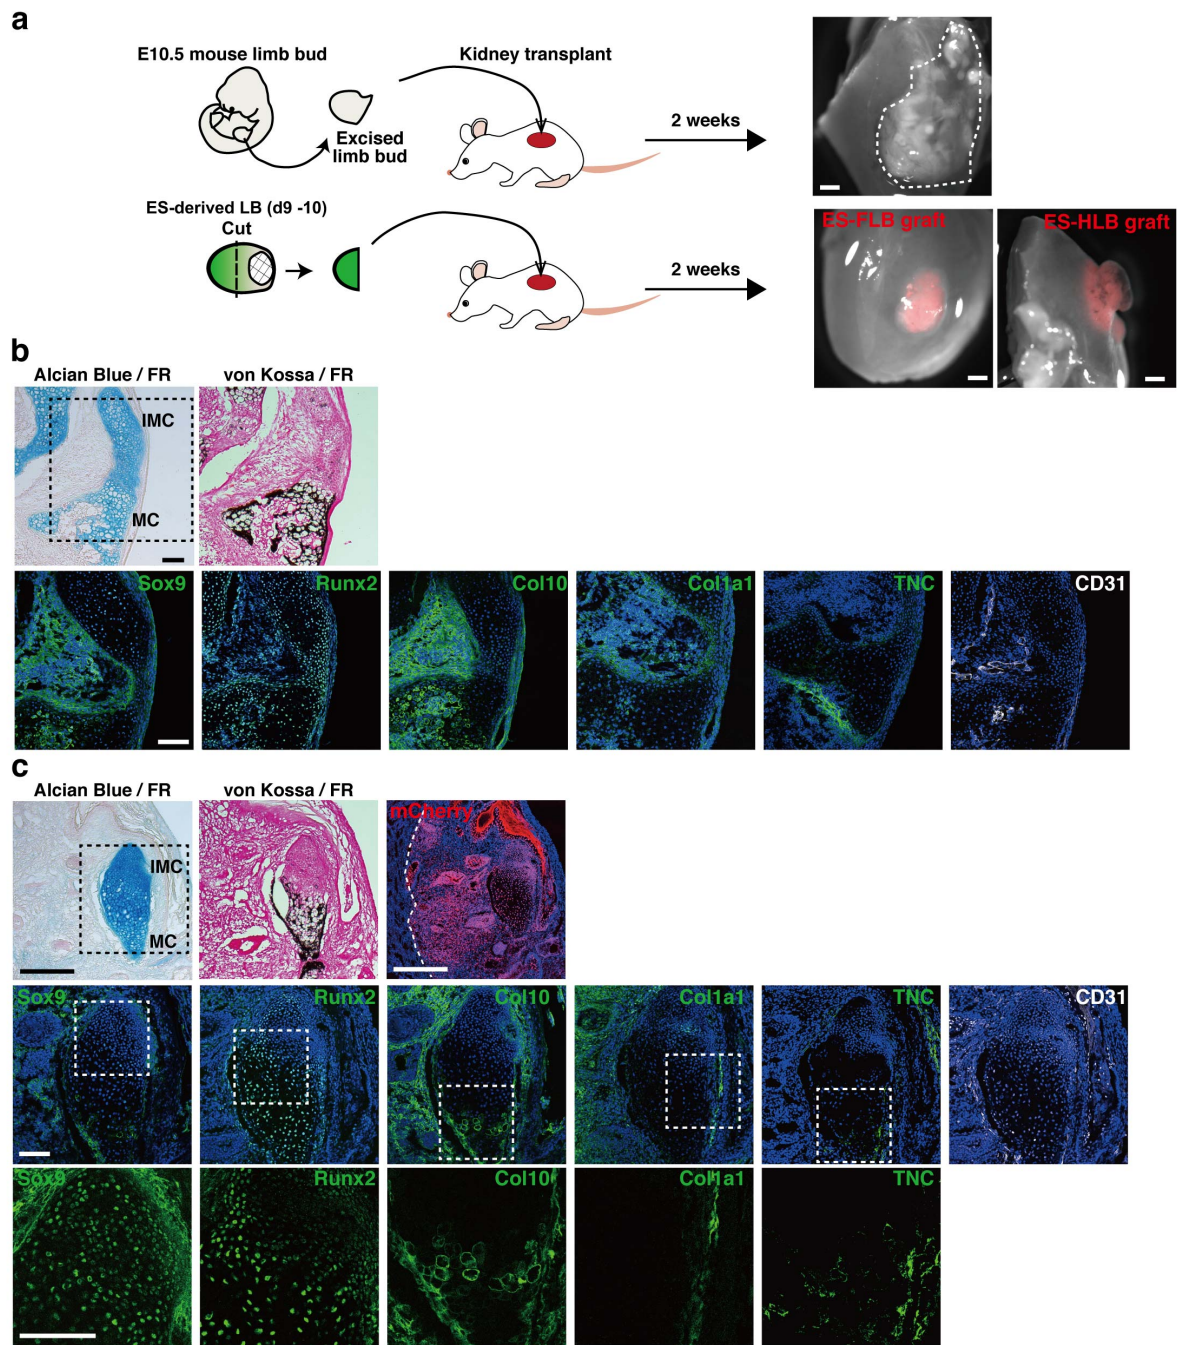

**Supplementary Figure 13 Endochondral ossification of LB-like tissues under the renal capsule.** (a) Schematic of the experiment (left), and right pictures show kidneys transplanted with mouse forelimb buds (dotted line area; top) and ES-LB (*pCAG-H2B::mCherry* line; bottom) grafts at 2 weeks post-transplantation. Scale bar, 1 mm. (b, c) Cryosection of grafts of mouse forelimb bud (b,  $n = 5$ ), ES-HLB (c,  $n = 6$ ). Alcian Blue staining indicates chondrocyte tissue, and von Kossa staining indicates calcification of cartilage. Black dotted box in Alcian blue staining panel indicates the area of immunostaining of osteogenesis markers. White dotted lines indicate a boundary

between host and mCherry<sup>+</sup> graft (c). Mouse forelimb bud and ES-HLB grafts differentiated into IMC (Sox9<sup>+</sup>, Runx2<sup>+</sup>), MC (von Kossa<sup>+</sup>, Runx2<sup>+</sup>, Col10<sup>+</sup>, Col1a1<sup>+</sup>) and tendon (TNC<sup>+</sup>) differentiation (b, c). The lower pictures show higher magnifications of the white dotted box areas in the each of upper pictures (c). Blood vessels form around the each of osteogenesis area (CD31<sup>+</sup>; platelet/endothelial cell adhesion molecule-1). IMC, immature chondrocyte; MC, mature chondrocyte; FR, nuclear Fast Red; Col10, type X collagen; Col1a1, type 1a1 collagen; TNC, tenascin C. Scale bars, 100  $\mu$ m.

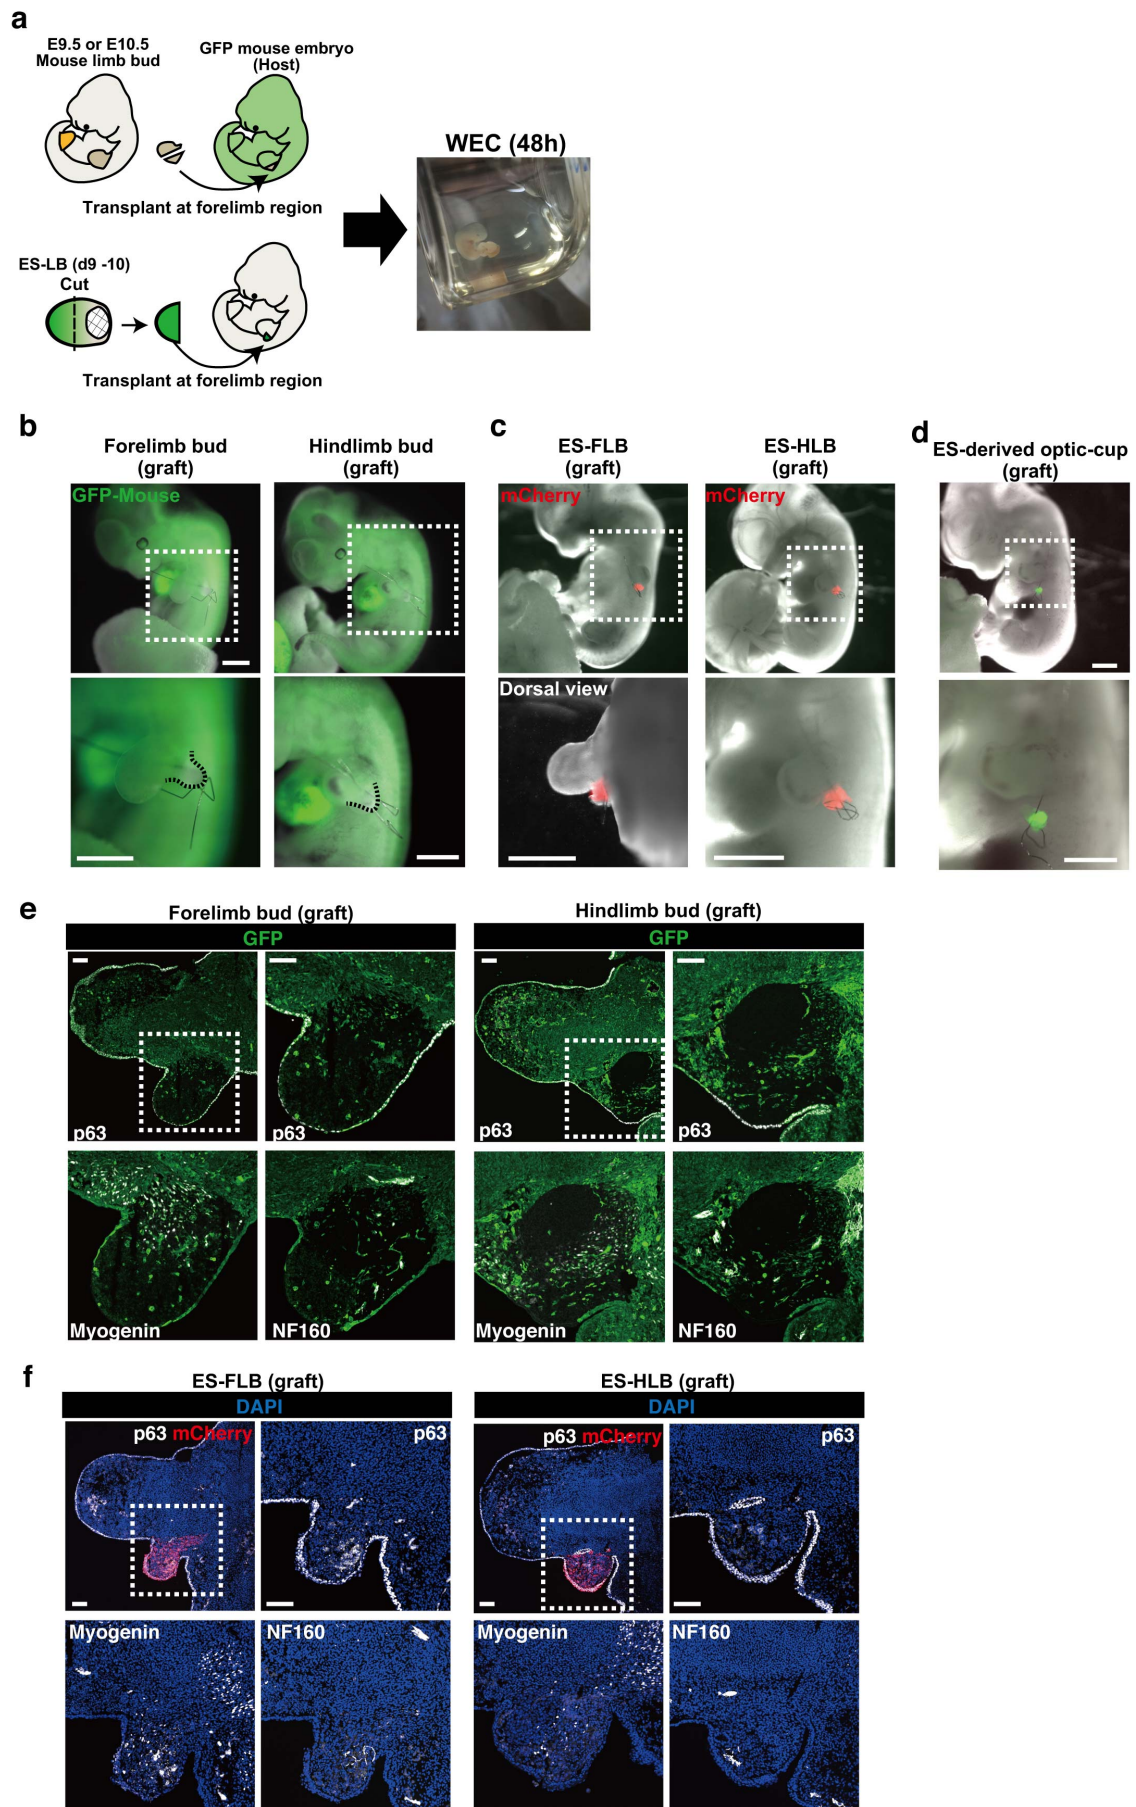

**Supplementary Figure 14 Myoblast migration and neural projection into the ES-LB.** (a) Schematic of transplantation with WEC system. (b-d) Engraftment state of E9.5 mouse forelimb bud (b, left) and E10.5 hindlimb bud (b, right) graft, ES-FLB (c, left) and -HLB (c, right) graft, and ES-derived optic-cup after 48h culture. Scale bar, 1 mm. Mouse limb bud grafts showing black dotted line (non-GFP fluorescence tissue). ES-LB (*pCAG-H2B::mCherry* line) and ES-derived optic-cup grafts showing mCherry and *Rx::GFP* fluorescence, respectively. ES-derived optic-cup did not engraft into the forelimb bud region. Scale bar, 1 mm. (e, f) Cryosection of grafts of mouse fore (e, left), hind (e, right) limb bud and ES-FLB (f, left), and -HLB (f, right). Each graft connects with host ectoderm (p63+). Myoblast (myogenin+) and neuronal fiber (NF160+) innervating into grafts from host embryo. Scale bars, 100  $\mu$ m.

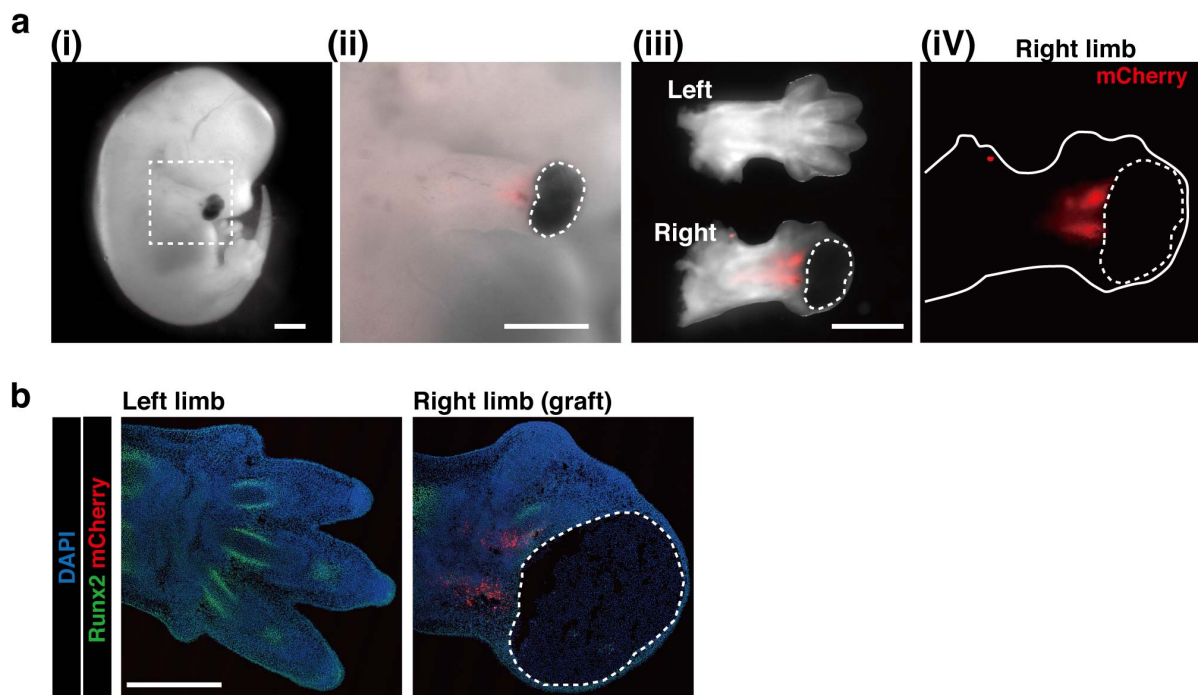

**Supplementary Figure 15** mESCs-derived IM-like cells inhibit limb bud development after *exo-utero* transplantation. (a) 2 days post-grafting. IM-like cells (*pCAG-H2B::mCherry* line) grafted into embryonic right-forelimb bud. Panel-(ii) is enlarged view of dotted box of panel-(i). Panel-(iii) shows a comparison between non-grafted (left limb bud, upper) and grafted (right limb bud, lower) forelimb bud. Panel-(iv) shows enlarged view of mCherry<sup>+</sup> transplant site in right-forelimb bud. Dotted circles indicate the blood clot. Scale bars, 1mm. (b) Immunostaining of sagittal section of the non-grafted and grafted limb bud. mESCs-derived IM-like cells (mCherry<sup>+</sup>) inhibit a digit formation (Runx2<sup>+</sup>) by forming the blood clot (dotted circle, *n*=2). Scale bars, 500  $\mu$ m.

**Supplementary Table 1 Ratio of engraftment and trunk-derived cells migration in WEC transplantation.**

| The rate of engraftment at mouse fore-lim bud region |       |                     |          |        |                          |
|------------------------------------------------------|-------|---------------------|----------|--------|--------------------------|
|                                                      | Total | Epidrmis connection | Myoblast | Nueron | Sox9+ cells accumulation |
| ES-derived FL                                        | 6     | 4/6 (66.7%)         | 4        | 4      | -                        |
| ES-derived HL                                        | 5     | 4/5 (80%)           | 4        | 4      | -                        |
| mFLB (E9.5)                                          | 5     | 4/5 (80%)           | 3        | 2      | -                        |
| mFLB (E10.5)                                         | 2     | 2/2 (100%)          | 2        | 2      | 2                        |
| mHLB (E10.5)                                         | 7     | 2/7 (28.6%)         | 1        | 1      | 1                        |
| ES-derived optic cup                                 | 3     | 0/3 (0%)            | -        | -      | -                        |

Epidermis connection showing the rate of engraftment. Among the allograft, the number of graft which observed migration of myoblast and neuronal fiber and chondrogenesis shown. mFLB; mouse forelimb bud, mHLB; mouse hindlimb bud.

# Supplementary material for: Self-organized formation of developing appendages from murine pluripotent stem cells
**Source:** Nat Commun. 2019 Aug 23;10:3802. doi: 10.1038/s41467-019-11702-y
**Supplement:** Supplementary file 7 — Description of Additional Supplementary Files

**Title: Supplementary Movie 1**

**Description:** ESC-aggregate differentiates into PPS-aggregate. Live imaging of mESC-aggregate (*7Tcf::Cherry* line) from day 3.5 to 5. *7Tcf::Cherry* positive cells differentiate in a polarized manner in the inner cell aggregate from day 4. Left and right movie indicate the single image of *7Tcf::Cherry* (Red) and the marge of *7Tcf::Cherry* (Red) and bright filed view, respectively.

**Title: Supplementary Movie 2**

**Description:** The removal of amniotic-like membrane from PPS-aggregate.

Live imaging of the removing process of an amniotic-like membrane which wraps a PPS-aggregate on day 5.

**Title: Supplementary Movie 3**

**Description:** 3D-reconstructed movie of ES-HLB on day 9.

Whole immunostaining (Green, PDGFR; Red, E-cadherin) of ES-HLB. Mesenchymal cells aggregate (Green) is covered by the epidermis layer (Red).

**Title: Supplementary Movie 4**

**Description:** 3D-reconstructed ES-HLB in bath-application of DM.

Whole immunostaining of CD44 (Cyan) and E-cadherin (Gray). In bath-application of DM, thickness epidermis (CD44+) forms randomly.

**Title: Supplementary Movie 5**

**Description:** 3D-reconstructed ES-HLB in local-application of DM.

Whole immunostaining of CD44 (Cyan) and E-cadherin (Gray). Local-application of DM induce the thickness epidermis (CD44^+^) at the tip of ES-HLB.

# Supplementary material for: Self-organized formation of developing appendages from murine pluripotent stem cells
**Source:** Nat Commun. 2019 Aug 23;10:3802. doi: 10.1038/s41467-019-11702-y
**Supplement:** Supplementary file 8 — Reporting Summary

## Life Sciences Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form is intended for publication with all accepted life science papers and provides structure for consistency and transparency in reporting. Every life science submission will use this form; some list items might not apply to an individual manuscript, but all fields must be completed for clarity.

For further information on the points included in this form, see [Reporting Life Sciences Research](#). For further information on Nature Research policies, including our [data availability policy](#), see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### ► Experimental design

#### 1. Sample size

Describe how sample size was determined.

Sample sizes were chosen based on preliminary experiments so as to provide sufficient values for statistical comparison.

#### 2. Data exclusions

Describe any data exclusions.

no data exclusion

#### 3. Replication

Describe whether the experimental findings were reliably reproduced.

All the replications is reported in the manuscript.

#### 4. Randomization

Describe how samples/organisms/participants were allocated into experimental groups.

n/a

#### 5. Blinding

Describe whether the investigators were blinded to group allocation during data collection and/or analysis.

n/a

Note: all studies involving animals and/or human research participants must disclose whether blinding and randomization were used.

#### 6. Statistical parameters

For all figures and tables that use statistical methods, confirm that the following items are present in relevant figure legends (or in the Methods section if additional space is needed).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement (animals, litters, cultures, etc.)
- ☐ ☒ A description of how samples were collected, noting whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ A statement indicating how many times each experiment was replicated
- ☐ ☒ The statistical test(s) used and whether they are one- or two-sided (note: only common tests should be described solely by name; more complex techniques should be described in the Methods section)
- ☒ ☐ A description of any assumptions or corrections, such as an adjustment for multiple comparisons
- ☐ ☒ The test results (e.g.  $P$  values) given as exact values whenever possible and with confidence intervals noted
- ☐ ☒ A clear description of statistics including central tendency (e.g. median, mean) and variation (e.g. standard deviation, interquartile range)
- ☐ ☒ Clearly defined error bars

See the web collection on [statistics for biologists](#) for further resources and guidance.

## ► Software

Policy information about [availability of computer code](#)

### 7. Software

Describe the software used to analyze the data in this study.

Softwares used to analyze the data are reported in the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the paper but not yet described in the published literature, software must be made available to editors and reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). *Nature Methods* [guidance for providing algorithms and software for publication](#) provides further information on this topic.

## ► Materials and reagents

Policy information about [availability of materials](#)

### 8. Materials availability

Indicate whether there are restrictions on availability of unique materials or if these materials are only available for distribution by a for-profit company.

Antibodies for Pitx1, Tbx5, Irx3 were custom made by Takara Bio inc.  
Antibody for Lmx1b was custom made by IBL Co., Ltd., Japan.

### 9. Antibodies

Describe the antibodies used and how they were validated for use in the system under study (i.e. assay and species).

The specificity was confirmed by comparing the staining of the mouse section with the known expression pattern.

### 10. Eukaryotic cell lines

a. State the source of each eukaryotic cell line used.

Mouse embryonic stem cell lines:  
EB5 (RIKEN BRC, Cell No. AES0151)  
E14tg2a (RIKEN BRC, Cell No. AES0135)

b. Describe the method of cell line authentication used.

The method is reported in the manuscript.

c. Report whether the cell lines were tested for mycoplasma contamination.

Tested

d. If any of the cell lines used are listed in the database of commonly misidentified cell lines maintained by [ICLAC](#), provide a scientific rationale for their use.

n/a

## ► Animals and human research participants

Policy information about [studies involving animals](#); when reporting animal research, follow the [ARRIVE guidelines](#)

### 11. Description of research animals

Provide details on animals and/or animal-derived materials used in the study.

For the whole embryo culture, we used ICR and C57BL/6-Tg (CAG-EGFP) mouse lines. These were obtained from Japan SLC, Inc.

Policy information about [studies involving human research participants](#)

### 12. Description of human research participants

Describe the covariate-relevant population characteristics of the human research participants.

n/a

## Flow Cytometry Reporting Summary

Form fields will expand as needed. Please do not leave fields blank.

### ► Data presentation

For all flow cytometry data, confirm that:

- ☒ 1. The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ 2. The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ 3. All plots are contour plots with outliers or pseudocolor plots.
- ☒ 4. A numerical value for number of cells or percentage (with statistics) is provided.

### ► Methodological details

- |                                                                                        |                                                                                                                                                                                                                                                                                                                                                                                                                |
|----------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 5. Describe the sample preparation.                                                    | The method is reported in the manuscript.                                                                                                                                                                                                                                                                                                                                                                      |
| 6. Identify the instrument used for data collection.                                   | All data was analyzed using BD FACS AriaIII (BD Bioscience)                                                                                                                                                                                                                                                                                                                                                    |
| 7. Describe the software used to collect and analyze the flow cytometry data.          | FlowJo v10                                                                                                                                                                                                                                                                                                                                                                                                     |
| 8. Describe the abundance of the relevant cell populations within post-sort fractions. | The abundance cell population of Day5 cell aggregates (posterior primitive streak): average $3.4 \times 10^5$ cells.<br>The abundance cell population of Day9 cell aggregates (hindlimb bud-like tissue): average $6.3 \times 10^5$ cells.<br>The abundance cell population of Day9 cell aggregates (forelimb bud-like tissue): average $7.6 \times 10^5$ cells.<br>The purity is indicated in the manuscript. |
| 9. Describe the gating strategy used.                                                  | The starting cell population collected by FSC/SSC gate. In the next gate, these cells were sorted by YG-PE-A (7Tcf::cherry) or FITC-A (Hand2::mEGFP) positive cell population which gates were created by comparison data of control cell range (ES cell or undifferentiated cell).                                                                                                                            |

Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. ☒

How the deposited data were processed for this re-analysis (not part of the article)

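RNA of 27 libraries was analysed, 3 for each of 9 groups: ES–FLB and ES–HLB cells sorted for Hand2::mEGFP on day 9 of culture, early FLBs and HLBs, E10.5 FLBs and HLBs, and BA, Ca and TB of E10.5 embryos. Group and replicate of each library were taken from the sample labels and the paper, and every column of values belonged to 1 library. Stages of the early limb buds are those of the figure legend (E9.75 and E10.25), and the labels give E10.0 for both. Data of undifferentiated ES cells, which the paper took from another study, were not analysed here.

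The authors sequenced stranded mRNA libraries as single-end reads, mapped them with HISAT to mm10, counted reads per gene with Cuffdiff, tested differences with edgeR, and deposited CPM, 1 value per gene and library, which sum to 1000000 in each library. The paper's text does not name which test of edgeR the authors used, or the strand setting of the counting. The values were read as deposited and were not treated as counts. A design of count tests had been set before the data were examined, and because the values are CPM it was kept on record but replaced by limma on log values, so tests of edgeR and DESeq2 were not run here. The low values of each library are spaced by the worth of 1 read, which gave the depth of each library and its floor of 3 reads, 0.136 to 0.819 CPM. Reads per library were between 3661850 and 22142313, with the early limb buds deepest and the E10.5 limb buds least deep. Floors cover counting error only, as reads of PCR-amplified libraries without molecular identifiers are not independent molecules.

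Libraries were scaled with an unweighted trimmed mean of log ratios over all 27 libraries, which trims 30% of the log ratios and 5% of the intensities at each end. Genes at 1 CPM or more in at least 3 of the compared libraries were tested on log2(CPM + 0.5) with limma 3.58.1 (variance trend and robust estimation) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over the genes tested. These settings were chosen after the unit and the depth were known and before any count of genes was seen. Thresholds were an adjusted p of 0.001 for ES–LBs against limb buds and between stages, and of 0.05 for the other comparisons, after the paper's figures. Each comparison of 2 groups used their 6 libraries, the difference between in vitro and in vivo used 12, and the contrasts with BA, Ca and TB used all 27. Gene lists were tested with limma's camera (correlation between genes of 0.01) with adjustment over 28 lists for ES–HLB and 27 for ES–FLB, and set against 10000 random lists matched in 20 bins of expression. The lists were written before the data were examined, apart from those of imprinted genes, and were tested for the difference between in vitro and in vivo after the other results were seen. Profiles, scores, positions and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For replicate 2 of the E10.5 HLBs, 8497 values were set to missing, 198 of them for genes outside the lost region or without a position.

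Gene positions are from RefSeq on GRCm38 (mm10), matched by symbol or synonym, and 271 genes had none. Overlaps between genes are from GENCODE on the same assembly. Genes named in the text are those the paper names in its transcriptome text or labels in Fig. 3b, 3e, 3g and Supplementary Fig. 8a, 8c and 8e, those of the gene lists, and in each comparison the 5 largest changes in each direction among genes past the threshold with at least 16 CPM in the higher group and no overlap between the libraries of the groups. Others are given as chosen after their values were seen. Results of some single genes are not reported here.

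The tests were checked on simulated data for all listed genes with 200 genes changed. For ES–HLB against the early HLBs, 199 of 200 were recovered with 0 false calls among 13078 genes tested, between the ES–LB types 200 with 7 of 13186, between the early limb buds 200 with 9 of 12414, and between the stages 198 with 1 of 12479. The changes went up and down equally often, the spread was common to all genes, and no scaling was applied. The check therefore does not cover comparisons in which a large share of genes differ, such as the 7913 of 13238 for ES–HLB. The profile comparison was tested with copies of 5 embryonic groups in place of the ES–LBs, over 14470 genes, and the nearest group was found for all 5. An earlier pair of requirements on this check did not hold and were loosened. Copies of the E10.5 FLBs gave a difference in mean r of 0.0485, which 3 of the 35 groupings reached, and copies of BA and TB also gave a difference above 0 (0.0220 and 0.0194). Copies of the early HLBs gave 0.0583 and copies of Ca −0.0445. A difference above 0 is thus not specific to limb buds.

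Alternatives were another scaling, another filter on low genes or none, all 27 libraries in one model, the replicate number as a block, each replicate left out in turn, other gene sets, references and correlation measures for the profiles and the score, and, chosen after seeing the data, CPM as deposited, other pseudocounts, limma without trend and robust, and the truncated library as listed. The pseudocounts and the minimum of 10 reads planned for counts were carried over to the CPM scale. Replicate numbers are those of the labels, which do not say that libraries with the same number come from the same embryos or cultures, so the block is given only among the alternatives. The gene ontology list behind Fig. 3c was not used here.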

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

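In this part, the tests on strand and the test of gene lists for the difference between in vitro and in vivo were chosen only after the result was seen. The difference between hindlimb and forelimb was itself compared between the ES–LBs and the early limb buds, in one model of 12 libraries. It differed for 3048 of 13650 genes (adjusted p below 0.05, limma), with 1702 shifted toward ES–HLB and 1346 toward ES–FLB relative to the embryo. The count ranged from 2580 to 3012 across the 12 fits that each left out one replicate. Of the 32 ways of exchanging limb labels that part as many same-numbered pairs as the real one, 2 gave a count as large, the real one and the one that exchanges the labels of all ES–FLB and ES–HLB libraries (3130 genes). That exchange turns the difference between the 2 comparisons into their sum, and the next largest count was 874. The number of genes alone therefore does not set the real labels apart from this exchange. By the legend of Fig. 3 the early FLBs and HLBs also differ in stage, while all ES–LBs were taken on day 9, so a difference of stage in the embryo is a candidate explanation for part of the count. It was not tested gene by gene, and with the top 50 genes chosen at E10.5, where both limb types have one stage, 35 had the same direction in vitro, against 40 with the early stages.

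Of the limb type genes of the paper's text (Tbx5, Tbx4, Pitx1 and 5 Hoxc genes), 7 passed the test of this difference, and all 7 changed less in vitro than in vivo. This did not hold for all genes of its figures, since Hoxa5 of Fig. 3e changed more in vitro (log2 fold change −3.14) than in vivo (−1.70, adjusted p = 9.53e-08 for the difference, limma), as did Hoxc6 of Fig. 3b (−2.08 and −1.32, adjusted p = 0.00144, limma). The hindlimb-against-forelimb log2 fold change in vitro minus that in vivo was 2.06 for Tbx5, which is higher in forelimbs, and −2.64 for Tbx4 and −1.77 for Pitx1, which are higher in hindlimbs. It was 0.75 for Hoxc5, −1.59 for Hoxc9, −5.33 for Hoxc10 and −1.09 for Hoxc11 (adjusted p = 0.000358, 1.83e-06, 2.9e-15 and 0.0174, limma). With all 27 libraries in one model Hoxc5 no longer passed, and its adjusted p ranged over the alternatives from 0.000124 to 0.313 (limma). Hoxc11 did not pass in 2 of the 12 fits that left out one replicate, and over the alternatives its adjusted p ranged from 0.00308 to 0.0545 (limma). Since Hoxc11 is listed at 0 in all FLB libraries, the size of its difference rests on the pseudocount, and it was −2.15 with a smaller one chosen after the data were seen. The reads of Hoxc5, Hoxc9 and Hoxc10 could have been shared in counting. A candidate explanation on the side of the cells is a mixture of forelimb-like and hindlimb-like cells within each sorted population, which pooled RNA cannot separate from a smaller difference in every cell.

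In the same model, 9 of the 19 lists of genes had a change from the embryo that differed between ES–HLB and ES–FLB. The median difference in log2 fold change, positive where ES–HLB changed more upward, was 1.83 for pluripotency (10 of 10 genes above 0, adjusted p = 8.16e-09, limma camera), 1.76 for tendon (7 of 8, 1.77e-05), 0.97 for hypoxia (13 of 13, 4.35e-05) and 1.90 for blood (8 of 9, 0.00731). For the FGF response it was 0.73 (7 of 8 above 0, adjusted p = 2.5e-05, limma camera), for the heterochronic list 0.70 (6 of 7, 9.46e-06), for the epithelial list 0.57 (13 of 18, 0.00161) and for cartilage and bone 0.42 (9 of 12, 0.0275). The Shh response list alone was negative, with −2.06 (all 4 genes below 0, adjusted p = 4.35e-05, limma camera). All 9 kept their sign and passed with median-of-ratios scaling, with the CPM as deposited and with the replicate number as a block. The hypoxia list was lower in the early HLBs than in the early FLBs (13 of 13 genes lower, median −0.68, adjusted p = 7.66e-08, limma camera), while its median for ES–HLB against ES–FLB was 0.37 (adjusted p = 0.0912, limma camera), so the reference contributes to its difference. Between ES–HLB and ES–FLB themselves, where the stage of the embryo plays no part, the other 8 lists passed with the same sign. The median log2 fold change there was 1.84 for pluripotency, 3.29 for blood (5 genes tested), 0.83 for the FGF response and 0.75 for the epithelial list (adjusted p = 1.29e-13, 3.17e-08, 9.53e-12 and 2.63e-07, limma camera). It was 0.65 for tendon, 0.30 for the heterochronic list, 0.26 for cartilage and bone and −1.13 for the Shh response (adjusted p = 8.54e-05, 9.59e-06, 0.0416 and 9.7e-08, limma camera). Of these 8, the heterochronic and Shh response lists also differed between the early HLBs and FLBs (medians −0.13 and 0.93, adjusted p = 0.0469 and 0.017, limma camera), where stage and limb type cannot be told apart.

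Among the genes with at least 16 CPM in the higher group and no overlap between libraries, Apob had the largest rise from the early HLBs to ES–HLB, with a log2 fold change of 7.49, and the paper does not discuss it. Its value was 30.0 ± 5.94 CPM in ES–FLB against 0.900 ± 0.930 CPM in the early FLBs (SD, n = 3, log2 fold change 4.63, adjusted p = 0.000453, limma), so it was lower than in ES–HLB (log2 fold change 2.72 for ES–HLB against ES–FLB, adjusted p = 0.00129, limma). Apob is 1 of the 8 genes of a list of endoderm markers. Of the 7 tested, 6 were higher in ES–HLB than in the early HLBs and 1 was lower, with a median log2 fold change of 4.13 (adjusted p = 0.00204, limma camera). In ES–FLB the median was 3.11, with 6 of 7 higher (adjusted p = 0.0495, limma camera). This was the list's highest adjusted p over the alternatives, and the lowest was 0.000245, in ES–HLB against the E10.5 HLBs (limma camera). A candidate source is endoderm-like cells carried along with the sorted cells, a hypothesis that these pooled libraries cannot tell apart from expression within the mesenchyme.

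Fos had 98.7 ± 19.7 CPM in ES–HLB and 0.590 ± 0.193 CPM in the early HLBs (SD, n = 3), a log2 fold change of 6.50 (adjusted p = 6.37e-13, limma). The values were 139 ± 33.4 CPM in ES–FLB and 0.828 ± 0.0719 CPM in the early FLBs, a log2 fold change of 6.68 (adjusted p = 1.44e-13, limma). The whole list of immediate early genes rose with it, with a median log2 fold change of 2.04 in ES–HLB (16 of 18 genes higher, adjusted p = 1.86e-05, limma camera). Its adjusted p ranged from 2.31e-06 to 0.0012 over the alternatives, in each of which the median stayed above 0. This is what a stress response to dissociation and sorting was set to show, and the embryonic tissues were not sorted. Egr1 and Egr2, which the paper counts among the tenocyte-related genes, are immediate early genes too, so their rise cannot be told apart from such a response. A response to the culture medium may give the same pattern, and no test here separates these.

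In ES–FLB 3 more genes outside those the paper discusses stood out. Agtr2 had 73.7 ± 3.82 CPM, at least 459-fold higher than in the early FLBs, where all libraries listed it at 0 (SD, n = 3, log2 fold change 7.21, adjusted p = 2.19e-16, limma). Pcdh10 had 167 ± 17.2 CPM against 1.21 ± 0.449 CPM in the early FLBs (log2 fold change 6.64, adjusted p = 8.77e-12, limma). 2610203C20Rik had 116 ± 11.2 against 1.03 ± 0.438 CPM (log2 fold change 6.30, adjusted p = 1.54e-10, limma). All 3 were higher at E10.5 than at the early stage, with 15.0 ± 2.28, 35.3 ± 1.76 and 56.6 ± 15.1 CPM in the E10.5 FLBs. Against the E10.5 FLBs the log2 fold changes were 2.27, 2.22 and 1.06, so part of the rise is also seen between the embryonic stages. Whether the ES–FLB cells are in a later state was not tested. Pcdh10 shares 19040 bases of its span with 1700027H10Rik on the other strand.

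All 10 genes of the pluripotency list were higher in ES–HLB than in the early HLBs, with a median log2 fold change of 4.20 (adjusted p = 1.86e-05, limma camera). In ES–FLB 6 of 7 genes tested were higher, with a median of 2.95 (adjusted p = 0.0111, limma camera). This was the list's highest adjusted p over the alternatives, and the lowest was 3.24e-06, in ES–HLB against the E10.5 HLBs (limma camera). Pou5f1 had 17.1 ± 4.16 CPM in ES–HLB and 4.15 ± 1.36 CPM in ES–FLB (SD, n = 3), against 0.179 ± 0.174 CPM in the early HLBs. The share of cells behind this signal cannot be read from pooled RNA. A candidate source is a small number of undifferentiated cells among the sorted ones, and low expression in the mesenchyme would look the same.

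There were 15 genes whose value in each of the 6 early limb bud libraries was above 1 CPM and more than 4-fold above that in each of the other 20 libraries, the truncated library left out, and 0 genes with the opposite pattern. These genes were chosen by their values. C230091D08Rik, for example, had a mean of 22.8 CPM in the early limb buds and 0.103 CPM in the other libraries, and 9530082P21Rik had 33.8 and 0.748 CPM. Of the 11 found in the gene annotation, 9 have exons that overlap a gene on the other strand, against 2733 of 20880 genes of the table in the annotation, and Msx1as and Peg3as are antisense genes by name. If the early libraries had been counted without regard to strand, weakly expressed genes opposite a strong one would be raised there. The first choice of such genes, 31 of them, had a median log2 ratio of 0 between the early limb buds and the E10.5 FLBs, against 0.0400 for 5644 weakly expressed genes without such an overlap, although 29.0% of the first choice had a log2 ratio above 1, against 8.74% of the genes without an overlap. In the second choice, the 48 genes with over 20 times their own signal on the other strand had a median of 1.02, and the 994 genes with the least had −0.0606. The outcome depends on how the genes were chosen, so the pattern cannot be told apart from a difference in strand handling. A biological difference of stage is also possible for single genes, but it would have to hold for both limb types and against all other tissues.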

How the results depend on the processing

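In this part, the test of gene lists for the difference between in vitro and in vivo was chosen only after the result was seen, as were some of the alternatives. CPM as deposited without further scaling, smaller and larger pseudocounts in the tests of genes, limma without its variance trend and robust option, the truncated library as listed, and other scalings and the CPM as deposited for the gene lists were chosen after seeing the data. The planned DESeq2 Wald test, edgeR's exact and likelihood ratio tests and edgeR's own low-count filter were not run, since they need counts. Of the counts of genes, the profile comparison and the limb type score, 12 results were recomputed to 152 values, and 134 of these stayed within 1.5 times the count, within the replicate spread, or on the same side of the threshold. For ES–HLB against the early HLBs the alternatives gave between 6150 genes (limma without trend and robust) and 8363 (all 27 libraries in one model), against 7913, and for ES–FLB between 7089 (limma without trend and robust) and 8740 (CPM as deposited), against 8639.

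The count that moved most was that of the E10.5 HLBs against the early HLBs, 1048 genes at an adjusted p below 0.001 (limma). It was 253 without a filter on low genes, 1885 with all 27 libraries in one model, 25 without trend and robust, 3 with the CPM as deposited (2611 at an unadjusted p below 0.05) and 0 with the truncated library as listed (3045 at an unadjusted p below 0.05). The fits that each left out one replicate gave 237 to 1778. With the CPM as deposited, the truncated library's values outside the lost region enter at 1.56 times those of its group. Its zeros enter with the library as listed. The cause of the other shifts was not tested. Between the early HLBs and FLBs the 2493 genes became 1477 to 2375 when one replicate was left out, and the cause was not tested.

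Scaling sets how the genes divide into higher and lower. The median log2 fold change of all genes between ES–HLB and the early HLBs was −0.0236 with the scaling used, 0.0620 with median-of-ratios scaling and 0.178 with the CPM as deposited. Against 3747 higher and 4166 lower genes, median-of-ratios scaling gave 4235 and 3646, and the CPM as deposited 4820 and 2996. For ES–FLB the 4090 higher and 4549 lower genes became 4657 and 4058, and 5539 and 3201. With the CPM as deposited, the early HLBs had 1636 genes above and 1012 below the early FLBs, against 1136 and 1357, and the difference between in vitro and in vivo was positive for 1402 and negative for 1747 genes, against 1702 and 1346.

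The difference in mean r between limb buds and other tissues, 0.0290 over all expressed genes, passed its exact test only over the genes of Fig. 3b, where it was 0.394 (exact permutation test, one-sided, p = 0.0286). These genes were chosen by the paper as regional markers. Leaving out each ES–LB library in turn gave 0.0286 to 0.0293. The score of limb type on these genes, 0.538, was 0.579 with only early limb buds as reference, 0.461 with only E10.5 limb buds, 0.488 with a smaller pseudocount, 0.27 without Tbx5, Tbx4 and Pitx1, 1.49 with each gene scaled to an SD of 1, and 0.518 with the truncated library as listed. It stayed above 0 in all of these, and was 0.529 to 0.546 in the fits that left out one replicate, while its p cannot go below 0.1 with 3 libraries against 3.

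For the gene lists, 113 values of 19 lists were computed, and 99 kept direction and side of the threshold. The hypoxia list, with a median of 0.45 in ES–HLB, had −0.48 in ES–FLB against the early FLBs (adjusted p = 0.568, limma camera), the 1 reversal among these values. The early FLBs had higher values of this list than the early HLBs, and against the E10.5 FLBs its median in ES–FLB was 0.26 (9 of 13 genes higher, adjusted p = 0.373, limma camera), so the sign depends on the early FLBs as reference. In ES–FLB the cartilage and bone list and the distal Hox list no longer passed, with medians of 1.04 and −1.42 (adjusted p = 0.0664 and 0.0916, limma camera). Against the E10.5 FLBs, a comparison outside these values, the distal Hox list passed in ES–FLB with −3.69 (9 of 9 lower, adjusted p = 7.02e-09, limma camera), and 3 lists had the opposite sign from ES–HLB without passing: cartilage and bone with −0.45, neural crest with −1.24 and glucocorticoid response with −0.18 (adjusted p = 0.33, 0.333 and 0.897, limma camera). The epithelial list, the FGF response list and the Shh response list, not past the threshold in ES–HLB, passed in ES–FLB with medians of −1.71, −1.10 and 3.38 (adjusted p = 0.0249, 0.007 and 0.00834, limma camera). The change from the embryo differed between ES–HLB and ES–FLB for the hypoxia, cartilage and bone, epithelial, FGF response and Shh response lists, with the values given above for the difference between in vitro and in vivo, and for the distal Hox list it was not shown to differ (median −0.60, adjusted p = 0.309, limma camera). Of the 57 values of this difference over 19 lists, with another scaling, the CPM as deposited or the block, 56 kept direction and side of the threshold, and the endoderm list (median 0.14) passed with the CPM as deposited, with 0.0931 (adjusted p from 0.0484 to 0.128 over these alternatives, limma camera), and the cause was not tested. Against the E10.5 HLBs the FGF response and retinoic acid lists passed, with medians of −0.53 and −0.94 (adjusted p = 0.0297 and 0.0219, limma camera). With the CPM as deposited the epithelial list passed with −0.74 (adjusted p = 0.0364, limma camera), and over all its alternatives the adjusted p ranged from 0.0249 to 0.191. Set against 10000 random lists of matched expression, the medians of 5 lists that did not pass the test lay in the outer 2.5% of either end: the epithelial list at percentile 0, retinoic acid at 2.36, FGF response at 2.45, hypoxia at 98.8 and the second list of imprinted genes at 99.9. Random lists ignore the correlation between genes of a list, so they pass more readily.

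The replicate numbers of the labels were also entered as a block. The counts with the block were 7871 for ES–HLB and 8560 for ES–FLB against the early limb buds, 3868 between the ES–LB types, 2297 between the early limb buds, 1225 between the stages, 3027 for the difference between in vitro and in vivo, and 41 of the top 50 genes. In the contrasts with BA, Ca and TB they were 10056, 11705 and 11010 genes. Deviations of same-numbered libraries from their group means had a mean r of −0.00306, 0.00633, 0.0568, 0.00357, 0.0148 and 0.00948 in the first 6 of these comparisons. Between the ES–LB types all 3 same-numbered pairs lay above 0 (0.041 to 0.0648), against a mean of −0.0284 for other pairs. The block also raised the count there, from 3287 to 3868. A weak pairing of the ES–LB libraries is therefore not excluded, and in the other comparisons the mean r gave no sign of one. With the block all 19 gene lists kept their direction and their side of the threshold. Among the single genes of the text, Dcn, Tnc, Xist, Dlk1 and Gm1821 did not pass 0.001 in ES–HLB with the block and Meis2 did. Over all alternatives the adjusted p (limma) ranged from 2.24e-17 to 0.00921 for Dcn and from 1.7e-11 to 0.00754 for Tnc, the highest of each with the block. No paired analysis was possible for the profile comparison and the score because they set single libraries against group means.

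Of 148 pairs of a named gene and a comparison, 32 changed side of the threshold under some alternative. Of 2061 values, 1963 were on the same side, 76 lost and 22 gained significance, and 0 reversed. In ES–HLB the genes concerned were Dcn, Tnc, Scx, Irx3, Meis1, Meis2, Sox9, Col2a1, Gli1, Ptch1, Xist, Dlk1, Gm1821 and Hbb-y, and in ES–FLB they included Dcn, Hoxd11 and Shh. Others were Hoxc9 between the ES–LB types, Hoxc5 and Hoxc11 in the difference between in vitro and in vivo, Barx1 against Ca, and Fibin, Col12a1, Robo2, Hoxd12, C230091D08Rik, 9530082P21Rik, Msx1as, Peg3as and Doc2a between the stages. Depth limits the genes near the floor, since 3 reads were worth 0.136 to 0.819 CPM, and E10.5 limb buds had the fewest reads. A gene under this value in the E10.5 limb buds can be measured in the early ones.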

Differences from the paper's values

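The axis of Fig. 3g gives the log fold change of the early HLBs against ES–HLB without naming the base and was read here as log2, so a gene higher in ES–HLB is negative, and values are given in that direction. All 21 genes of the figure had the same sign here as in the paper, and 14 differed by more than the larger error. The value here lay nearer to 0 in all 14. Col6a1 was about −6.8 in Fig. 3g of the paper, read by eye, and −6.25 here, and Col6a2 was about −6.3 in Fig. 3g, read by eye, and −5.83 here. Egr1 was about −6.8 in Fig. 3g of the paper, read by eye, against −6.29 here, and Egr2 about −7.3 in Fig. 3g, read by eye, against −4.18 here. Runx2 was about −6.0 in the paper's Fig. 3g, read by eye, and −4.58 here. Lmx1b was about 6.3 in the paper's Fig. 3g, read by eye, and 5.28 here, and Fgf8 about 6.1 in Fig. 3g, read by eye, and 5.22 here. Wnt7a was about 7.6 in the paper's Fig. 3g, read by eye, and 5.57 here, and En1 about 2.8 in Fig. 3g, read by eye, and 2.31 here. For these 9 genes none of the alternatives set before the data were examined closed the gap, and neither did those chosen after seeing the values.

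Hoxd9 was about 3.8 in the paper's Fig. 3g, read by eye, and 3.49 here. It fell within the error of the paper's value without replicate 2 of the early HLBs (3.56), without replicate 1 of ES–HLB (3.55) and without replicate 2 of ES–HLB (3.60), and with a smaller pseudocount, chosen after seeing the values (3.58). Hoxd10 was about 3.8 in the paper's Fig. 3g, read by eye, and 3.49 here. It came within the error without replicate 2 of the early HLBs (3.56), without replicate 2 of ES–HLB (3.61), and with a smaller pseudocount, chosen after seeing the values (3.58). Lhx2 was about 3.8 in the paper's Fig. 3g, read by eye, and 3.58 here, and without replicate 2 of the early HLBs it was 3.67, within the error. Lhx9 was about 5.1 in the paper's Fig. 3g, read by eye, and 4.66 here. Its gap closed without replicate 2 of the early HLBs (4.88), without replicate 1 of ES–HLB (4.81) and with a smaller pseudocount, chosen after seeing the values (4.75). Hand2 was about −1.2 in the paper's Fig. 3g, read by eye, and −1.07 here, and with median-of-ratios scaling it was −1.16, within the error. The other alternatives set before the data were examined left the gap of these 5 genes open.

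The paper contrasts proximal markers and Fgf10 with the lowered distal markers. Here Pbx2 and Fgf10 were also lower in ES–HLB than in the early HLBs, with log2 fold changes for ES–HLB against the early HLBs of −0.91 and −1.50. Hoxd9, Hoxd10 and Hoxd11 fell further (−3.49, −3.49 and −3.06), while the median of the 9 distal Hox genes was −1.36. Meis1 and Meis2, also proximal markers in the paper, were higher, by 0.51 (limma without trend and robust) and 0.48 (all 27 libraries in one model). Their adjusted p ranged up to 0.0046 and 0.0101 over the alternatives (limma). The paper states that Hoxc9, Hoxc10 and Hoxc11 are expressed in HLBs and ES–HLBs only. Here Hoxc9 had 4.91 CPM in the early FLBs and 4.46 CPM in ES–FLB, Hoxc10 had 5.52 CPM in ES–FLB, and TB expressed all 3, with 14.8, 138 and 19.5 CPM. In Fig. 3c of the paper, over a list of organ development genes not used here, the ES–LBs join the limb buds first. Here they joined a branch of limb buds, BA and TB over all expressed genes and BA first over the 500 most variable genes, and they joined the limb buds first over the genes of Fig. 3b, an alternative set before the data were examined. In the paper's Supplementary Fig. 8b, too, the ES–LBs lie outside a branch with limb buds, TB and BA. The paper shows Scx in Fig. 3g among the genes that differ between in vitro and in vivo. Here it had the same direction but did not pass an adjusted p of 0.001 (0.00873, limma). It passed without a filter on low genes (0.000897), with all 27 libraries in one model (1.35e-05) and without replicate 1 of the early HLBs (1.32e-10), which were alternatives set before the data were examined, and over all alternatives its adjusted p from limma ranged from 1.32e-10 to 0.0493.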

Other observations

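In this part, the test on the truncated library was chosen only after the result was seen, and the test on shared embryos after the pattern of the sex genes was seen. Several explanations were tested for the size of the difference between ES–HLB and the early HLBs. Genes of cell types that sorting would remove were lower, with a median log2 fold change of −2.96 over 12 endothelial genes (12 lower) and of −4.41 over 8 blood genes (8 lower, adjusted p = 0.044, limma camera), which is consistent with their absence from the sorted cells. The 3 neural crest genes that could be tested did not shift together (median 0.91, 2 higher and 1 lower, adjusted p = 0.601, limma camera), and the muscle precursor list had too few genes to test in ES–HLB. The genes of a hypoxia response, which lack of oxygen in the aggregates would raise, had a median of 0.45 (9 of 12 genes higher, adjusted p = 0.267, limma camera) and did not pass, although the median lay at percentile 98.8 among random lists. With the deeper libraries thinned, the count was 7514 against 7913, so the difference in depth does not account for its size. Of the genes past the threshold, 98.5% had the same direction against the E10.5 HLBs, and fewer than 75% had been chosen beforehand as the mark of a batch confined to the early limb buds. The share such a batch would leave was not measured, and both comparisons share the ES–HLB libraries. Without any early library, ES–HLB against the E10.5 HLBs gave 7320 genes at an adjusted p below 0.001 (limma), and 6339 genes passed in both comparisons with the same direction, so a batch confined to the early limb buds does not account for the size of the count. What share of the count comes from missing cell types was not measured.

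For the counts of genes in the 5 comparisons of 3 libraries against 3, the other splits of the same 6 libraries were fitted. There are 10 splits, and the real one is 1 of 4 that part all 3 same-numbered pairs, so its share cannot fall below 0.05. In each comparison, 1 of these 4 splits, the real one, gave as many genes, and the other 3 gave 0. At an unadjusted p below 0.05 those 3 splits gave 8, 10 and 36 genes for ES–HLB against the early HLBs (the real one 10526) and 14, 6 and 6 for ES–FLB against the early FLBs (10869). For ES–HLB against ES–FLB they gave 137, 142 and 191 (4504), for the early HLBs against the early FLBs 186, 378 and 155 (4215), and for the E10.5 against the early HLBs 58, 201 and 373 (5423). The splits that part 1 pair gave 0 genes past the threshold as well, except for 1 gene between the early HLBs and FLBs, and up to 1188 at an unadjusted p below 0.05, in the comparison of the stages.

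The embryonic limb buds were not sorted, so loss of the epithelium on sorting was tested for the lower values of Fgf8, Wnt7a and En1. An epithelial list without genes of the AER was to fall by more than 1 on the log2 scale and pass adjustment. In ES–HLB its median was −0.94 (12 of 18 genes lower, adjusted p = 0.107, limma camera), which meets neither, while in ES–FLB it was −1.71 (15 of 18 lower, adjusted p = 0.0249, limma camera), which meets both. The difference between these changes was 0.57 (adjusted p = 0.00161, limma camera). The loss of epithelium therefore remains a candidate explanation for ES–FLB. In ES–HLB the list missed its criteria, but 11 of its 18 genes were lower and 3 higher past the threshold for single genes. Its median there lay at percentile 0 among random lists, which ignore the correlation between genes. Sorted mesenchyme was set against unsorted limb buds in both comparisons, so the missed criteria do not exclude a loss of epithelium in ES–HLB.

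For the tenocyte-related genes, hydrocortisone in the culture medium would raise glucocorticoid response genes, but their median log2 fold change in ES–HLB was 0.30 (7 of 11 higher, adjusted p = 0.601, limma camera). A general rise of the extracellular matrix was seen, with a median of 2.61 against 4.54 for the tendon list. The tendon list holds 6 genes of Fig. 3g, picked by the paper from these data, and Mkx (0.65) and Fmod (2.18) rose less than the median of the matrix genes. The tendon list cannot be told apart from a general rise of matrix genes, a reading settled after its values were seen.

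Grb10, which fell 339-fold in ES–HLB, led to a look at other imprinted genes, chosen after their values were seen. Igf2 had 102 ± 6.17 CPM in ES–HLB and 3545 ± 129 CPM in the early HLBs, 34.9-fold lower (SD, n = 3), and Dlk1 had 21.7 ± 3.10 and 499.8 ± 122 CPM, 23.1-fold lower. Mest, whose span shares 912 bases with Copg2 on the other strand, was 8.02-fold lower. Meg3 was 8.90-fold and H19 1.97-fold higher, and H19 was the gene with the highest value in the ES–LB libraries. In ES–FLB all 6 genes changed in the same direction, with log2 fold changes of −7.36, −4.94, −4.47, −3.42, 2.89 and 0.90 against the early FLBs. Loss of methylation at imprinting control regions in the ES cells was tested with 12 other imprinted genes that had not been looked at, which were to rise together. Their median was 0.88 with 9 higher and 3 lower, but the adjusted p of 0.0853 (limma camera) did not pass. Among random lists the median lay at percentile 99.9. Altered imprinting in the ES cell line may explain the pattern, and the test did not show it. Which parental allele is expressed was not analysed here.

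Xist was at most 1.07 CPM as deposited in the 6 ES–LB libraries and 73.1 to 885 CPM in 20 embryonic libraries with a value. Ddx3y, on the Y chromosome, had 72.5 ± 5.54 CPM in ES–HLB, 71.7 ± 8.51 CPM in ES–FLB and 45.8 ± 1.55 CPM in the early HLBs (SD, n = 3). These values are consistent with male ES–LB cells set against embryos of both sexes. The test set for this asked for Xist at or under 3 reads in all 6 ES–LB libraries, and only 3 met that cut-off, although none came near the embryonic range. Xist shares 22889 bases with Tsix on the other strand, and how far sex contributes to the count was not measured. In BA, Ca, TB and the E10.5 FLBs, replicate 2 had the highest Xist and the lowest Ddx3y of its group. Tissues with the same number may therefore have come from the same embryos. If so, same-numbered libraries should deviate together over genes outside X and Y, but the mean r of 18 same-numbered pairs over 13303 genes was 0.0299, between −0.0779 and 0.134, against −0.0150 for 36 other pairs. This did not reach the 0.1 set for it.

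In the truncated library of the E10.5 HLBs, the values outside the lost region were 1.56-fold those of the other replicates of its group. The lost region holds 35.9% of the CPM of those replicates, and sharing these out over the remaining genes gives 1.56-fold. Because each library sums to 1000000, this agreement follows from the scaling whatever caused the loss, and it does not point to a cause. On chromosome 4, all 147 genes after the last value were at 0, against 2 of the 580 up to it, and the chromosomes without values are 5 to 9, X and Y, the last when the names are sorted as text. Reads or alignments that ended early in that order are a candidate cause, which was not tested further, and no biological explanation was tested.

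Hprt, named after its values were seen, had 1.36 ± 0.556 CPM in ES–HLB and 1.54 ± 0.457 CPM in ES–FLB, against 90.8 ± 8.92 CPM in the early HLBs and 91.9 ± 2.74 CPM in the early FLBs (SD, n = 3). It was 66.8-fold lower in ES–HLB (adjusted p = 5.17e-09, limma). No explanation was tested. Over the 7 genes of the heterochronic list, all lower in ES–HLB than in the early HLBs, the median log2 fold change was −1.11 (adjusted p = 0.00115, limma camera). Over 12 proliferation genes it was −0.76, with 11 lower (adjusted p = 0.000436, limma camera). For cells that enter the limb bud from other tissues, which the paper examined in another experiment, the muscle precursor list had a median of −3.58 in ES–FLB against the E10.5 FLBs (5 of 5 lower, adjusted p = 0.00104, limma camera), and the endothelial list −3.05 (12 of 12 lower, adjusted p = 4.81e-07, limma camera).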
